# Wnt signaling restores evolutionary loss of robust foot regeneration rates in *Hydra*

**DOI:** 10.1038/s41467-025-66299-2

**Published:** 2025-12-10

**Authors:** Sergio E. Campos, Sahar Naziri, Jackson Crane, Jennifer Tsverov, Ben D. Cox, Craig Ciampa, Ruthie B. Spencer, Robert E. Steele, Daniel E. Martínez, Celina E. Juliano

**Keywords:** Regeneration, Pattern formation

## Abstract

The regenerative potential of animals varies widely, even among closely related species. In a comparative study of regeneration across the *Hydra* genus, we found that while most species exhibit robust whole-body regeneration, *Hydra oligactis* and other members of the Oligactis clade display substantially reduced rates of foot regeneration. To investigate the mechanisms underlying this deficiency, we analyzed transcriptional responses during head and foot regeneration in *H. oligactis*. Our analysis revealed that the general injury response in *H. oligactis* lacks strong activation of Wnt signaling, a pathway essential for *Hydra vulgaris* foot regeneration. Notably, transient treatment with a Wnt agonist in *H. oligactis* triggered a foot-specific transcriptional program, significantly increasing rates of foot regeneration. Our transcriptional profiling also revealed *dlx2* as a likely high-level regulator of foot regeneration, dependent on Wnt signaling activation. Our study establishes a comparative framework for understanding the molecular basis of regeneration in *Hydra* and provides a new platform for investigating the evolution of regenerative mechanisms.

## Abstract (web summary)

Regeneration varies dramatically even between closely related species. Here they show that the evolutionary loss of foot regeneration observed in Hydra oligactis stems from weak Wnt activation after injury. Transient Wnt activation restores foot regeneration and the expression of foot transcription factor dlx2.

## Introduction

Regeneration is defined as the restoration of lost or injured tissues, appendages or organs^1^. While most animals have some capacity to regenerate, regenerative potential varies widely across animals, from the ability to heal small wounds to the ability to robustly and perfectly rebuild any lost body part. Thus, a fundamental question is: how are some animals capable of regenerating large portions of their body after injury, while others exhibit only a fraction of this capacity? Mapping animal regenerative abilities on the phylogenetic tree suggests a complex evolutionary history, with numerous gains and losses and a wide variation in the robustness of regenerative processes across species^2^. However, the mechanisms driving evolutionary changes in regenerative potential across animals are not well understood for most clades. Notably, regeneration defects or loss of regenerative potential have been reported in several species of planarians, a group known for its high regenerative ability^3^. In planarians, overactivation of the canonical Wnt signaling pathway results in head regeneration defects in some species, consistent with its role in posterior patterning^4–7^. Wnt signaling plays a critical role in regeneration across animals, not only in axial patterning, but also as a part of the general injury response^8–13^. Therefore, modulations in this pathway could be a key driver of evolutionary changes in regeneration potential across animals. To explore this, we require additional comparative studies in clades that contain closely related species with varying regenerative outcomes, which could reveal both commonalities and differences in the mechanisms underlying losses and gains of regenerative capacity in animals. Such studies are a promising avenue to both reveal how regenerative abilities have been shaped throughout evolution, as well as uncover basic mechanisms of regeneration.

Cnidarians, a group that includes sea anemones, jellyfish, and corals, are highly regenerative. Furthermore, given their phylogenetic relationship as sister group to bilaterians^14^, research in cnidarians is critical to understand the evolutionary history of regeneration. The cnidarian polyp *Hydra vulgaris* is capable of whole-body regeneration and is a well-established research organism for studying the molecular mechanisms of regeneration. The body plan of animals in the *Hydra* genus is arranged around a single body axis, with a head, composed of a tentacle ring around a hypostome or mouth at the oral end; and the peduncle and an adhesive basal disk (foot) at the aboral end. These structures are connected by a cylindrical body column. When bisected, both halves of *H. vulgaris* are capable of regeneration: the top half robustly regenerates a foot, and the bottom half robustly regenerates a head. Conversely, a few studies have reported that the closely related species *Hydra oligactis* displays markedly reduced rates of foot regeneration^15,16^, suggesting regenerative outcomes vary in the genus. However, the evolutionary history and molecular mechanisms underlying foot regeneration defects in the *Hydra* genus remain underexplored.

In *H. vulgaris*, the maintenance of tissue patterning in the uninjured animals relies on a Wnt signaling center located at the oral end, which is necessary and sufficient to pattern the head^8,9^. Upon bisection perpendicular to the oral-aboral axis in *H. vulgaris*, the process of regeneration includes the formation of a new Wnt organizer on the oral-facing wound, which will direct the regeneration of a new head^9,17,18^. However, injury-induced transcriptional activation of Wnt ligands occurs at both sides of the wound as part of the general injury response. Treatment with a Wnt inhibitor impairs or delays both head and foot regeneration, showing that the transient activation of Wnt signaling in foot regeneration has a critical function that remains unknown^18–20^. In planarians, a similar regeneration pattern is observed after bisection, with Wnt activation required at both sides of the wound during the early injury response, followed by restriction to tail regeneration, where it directs posterior development^8,21^. However, in acoels, early Wnt activation after bisection is restricted to aboral wound sites, where it similarly directs posterior development^12^, exemplifying variation in the role of Wnt signaling during whole body regeneration. In vertebrates, Wnt signaling is rapidly upregulated early in regeneration, and Wnt inhibition results in impaired regeneration of mouse digits, demonstrating its importance even in animals with more limited regeneration abilities^11,22^.

In this study, we confirmed that *H. oligactis* has reduced foot regeneration rates and then surveyed the genus, revealing a likely evolutionary loss of robust foot regeneration outcomes in the Oligactis clade (Fig. 1a). To reveal the mechanisms underlying the reduced foot regeneration rates in *H. oligactis* and to better understand foot regeneration in *H. vulgaris*, we performed RNA-seq over a time course of *H. oligactis* regeneration and compared the results to existing data sets from *H. vulgaris*. Our analysis revealed that injury-induced Wnt signaling activation is significantly attenuated in *H. oligactis*, resulting in slower head regeneration and a foot regeneration block in a large percentage of animals. Using pharmacological manipulation, we demonstrated that activation of the Wnt pathway leads to significantly higher rates of *H. oligactis* foot regeneration. This approach also allowed us to identify key Wnt signaling-dependent transcriptional regulators involved in foot formation, providing new insights into the regulatory control of foot regeneration in *Hydra*.

**Fig. 1:**
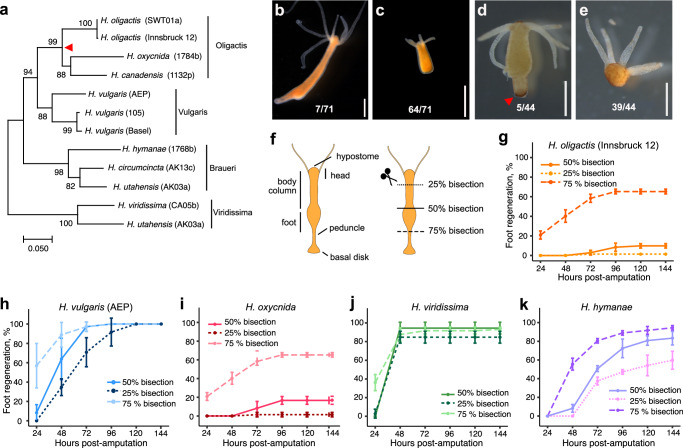
Robust foot regeneration rates were lost in the Oligactis clade. **a** Maximum Likelihood phylogenetic tree of the *Hydra* genus based on mitochondrial cytochrome oxidase 1 sequences for well-characterized strains, selected to represent the topology of the phylogenetic relationships within *Hydra*. The genus is divided into four clades: Oligactis, Vulgaris, Braueri, and Viridissima^30^. A red triangle marks the likely point of foot regeneration loss in the Oligactis clade. All sequences and accession numbers used for this tree are provided in Source data file 1. **b**, **c** Following 50% bisection, 90% of *H*. *oligactis* fail to regenerate their feet, resulting in a stably footless phenotype. **d**, **e** Peroxidase staining correlates with foot morphology in *H. oligactis*. The assay was performed on 44 *H. oligactis* polyps 9 days after 50% bisection (5 with feet, 39 footless), confirming the presence or absence of a foot in all cases. Red triangle indicates peroxidase staining in the foot. Scale bars: 1 mm. **f** Amputation strategy to evaluate foot regeneration abilities across the *Hydra* genus. The top half of each bisected animal was visually monitored for foot regeneration. Foot regeneration kinetics following amputations at various positions along the oral-aboral axis for **g** *H. oligactis* (Innsbruck 12) (*n*_50%_ = 71, *n*_25%_ = 72, *n*_75%_ = 72), **h** *H. vulgaris* (AEP) (*n*_50%_ = 72, *n*_25%_ = 72, *n*_75%_ = 72), **i** *H. oxycnida* (AUT08a) (*n*_50%_ = 72, *n*_25%_ = 72, *n*_75%_ = 72), **j** *H. viridissima* (665a) (*n*_50%_ = 72, *n*_25%_ = 72, *n*_75%_ = 72), and **k** *H. hymanae* (CA25a) (*n*_50%_ = 72, *n*_25%_ = 72, *n*_75%_ = 72). Three biological replicates of at least 22 animals were amputated for each species and bisection level (total *n* for each condition is listed above). Error bars represent the standard deviation calculated from the foot regeneration percentage observed in each biological replicate. Foot regeneration data for all species shown in this figure are provided in Source data file 2.

## Results

### Foot regeneration rates vary across the *Hydra* genus

The common laboratory *Hydra* species, *H. vulgaris*, can robustly regenerate a complete head or foot from body column tissue. By contrast, it was previously reported that *H. oligactis* displays low rates of foot regeneration^15^. To investigate this further, we first characterized the foot regeneration rates in our *H. oligactis* laboratory strain (Innsbruck 12) for which we recently assembled a high-quality genome^23^. We bisected *H. oligactis* midway between the head and foot (50% bisection), perpendicular to the oral-aboral axis, and monitored the rate of foot regeneration for the top half (Fig. 1b, c). We found that after 6 days, only ~10% of the animals regenerated their feet (Fig. 1b), while the remaining animals remained footless, characterized by a flat aboral end (Fig. 1c) and an inability to stick to surfaces. In our initial experiments, footless animals where continuously monitored for up to 2 months, during which foot regeneration did not occur, indicating that the animals remained stably footless. We did not observe new foot regeneration past 120 h and therefore conservatively set 144 h as the endpoint of our assays moving forward. We also evaluated the absence or presence of a foot using a standard colorimetric assay developed for *H. vulgaris* that reveals the activity of a foot-specific peroxidase at seven days post bisection^24^. We confirmed that morphologically footless *H. oligactis* also lacked foot peroxidase staining (Fig. 1d, e). In contrast to *H. oligactis*, we confirmed that in the same conditions, nearly 100% of *H. vulgaris* regenerate their feet after bisection, consistent with the published literature (Fig. 1h).

We next asked if the rate of successful foot regeneration in *H. oligactis* depends on the location of the cut along the oral-aboral axis. To test this, we performed bisections at three different positions along the body column. In addition to mid-body bisection (50% of body length), we also bisected at 25% body length from the head, just below the tentacle ring, and at 75% body length from the head, just above the peduncle and foot (Fig. 1f). We performed the same bisections in *H. vulgaris* as a positive control for foot regeneration. Consistent with previous literature, *H. vulgaris* exhibited nearly 100% successful foot regeneration after all three amputations, but with different kinetics depending on the level of the amputation (Fig. 1h)^15,25–27^. Also consistent with previous literature, the success rate of *H. oligactis* foot regeneration depended on the location of the cut; after 75% bisection, ~65% of animals successfully regenerated their feet, while foot regeneration did not occur in any animal after 25% bisection (Fig. 1g)^15^. Hoffmeister et al.^24^ reported that the foot regeneration rate in *H. oligactis* reached ~30% at 96 h after a 50% bisection, a substantial difference compared to the 10% rate we observed for the same injury. Without access to the previously tested strain, it is not possible to determine whether this difference reflects genetic variability or differences in culture conditions. Notably, we also conducted regeneration assays in the *H. oligactis* Swiss strain and observed regeneration rates closely matching the Innsbruck strain, which could point to the importance of testing regenerative ability in different strains and species across the same culture conditions (Supplementary Fig. 1).

We next tested foot regenerative rates across the *Hydra* genus to better understand the evolutionary history of this trait. While a handful of regeneration studies have been done in different *Hydra* species^15,16,28,29^, no systematic study of foot regeneration has been done across the genus in similar culture conditions on validated species. We therefore performed foot amputation assays (Fig. 1f) on three additional *Hydra* species to cover each phylogenetic clade (Fig. 1a, i–k)^30^. Our experiments revealed that both *H. oligactis* and *H. oxycnida*, which are in the Oligactis clade, show similar rates of failed foot regeneration (Fig. 1g, i, and Supplementary Fig. 1). By contrast, *H. viridissima* had robust foot regeneration rates, with faster kinetics than *H. vulgaris* (Fig. 1j). *H. hymanae*, a member of another distinct group within the *Hydra* genus phylogeny, the Braueri clade, exhibited slightly reduced rates of foot regeneration, which varied depending on the bisection location. While 75% bisections resulted in nearly 100% successful foot regeneration, 25% bisections led to only ~60% regeneration (Fig. 1k). Overall, our survey of foot regeneration rates across the *Hydra* genus revealed variability that enables comparative studies. Furthermore, given the relatively high rate of foot regeneration in all species, except those in the Oligactis clade, we conclude that the common ancestor of the *Hydra* genus likely had robust rates of foot regeneration, which were reduced in the ancestor of the Oligactis clade.

### Foot transcription fails to be activated in *H. oligactis*

To identify key aspects of the transcriptional response that result in low foot regeneration rates in *H. oligactis*, we generated RNA-seq libraries from the regenerating tips of bisected *H. oligactis* polyps during a time course of both head regeneration and failed foot regeneration at 0, 3, 12, 24, and 48 h post amputation (hpa) (Fig. 2a). 

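The series holds poly(A) RNA-seq of tissue next to the injury site, sequenced as paired reads. Head-regenerating (HR) and foot-regenerating (FR) tips have 7 libraries each at 0 hpa and 3 each at 3, 12, 24 and 48 hpa, all from animals in DMSO. Uninjured foot (Foot) and head (Head) have 5 libraries each. The paper calls these biological replicates of 30 animals. Its reporting summary says that animals were selected from large cultures and allocated to replicates at random, and does not say whether each library had a culture of its own. Total counts per library run from 14.55 M to 26.11 M with a median of 18.27 M over the 61 libraries of the series. The range and median in M are 14.66 to 23.57 (15.23) for FR and 15.24 to 26.11 (17.21) for HR at 0 hpa, 14.93 to 16.65 (15.71) for FR and 17.64 to 22.18 (18.23) for HR at 3 hpa, and 14.55 to 25.17 (24.56) for FR and 14.68 to 18.4 (16.32) for HR at 12 hpa. They are 16.16 to 25.29 (19.73) for FR and 15.5 to 19.76 (16.33) for HR at 24 hpa, 18.67 to 25.78 (18.69) for FR and 18.27 to 25.41 (18.76) for HR at 48 hpa, 18.15 to 20.91 (19.8) for Foot and 15.34 to 22.11 (16.83) for Head.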

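The authors trimmed the reads, counted them per transcript with RSEM on a reduced *H. oligactis* transcriptome, corrected batches with ComBat_seq and tested with edgeR glmTreat. The deposited file holds the expected counts before that correction. From there the counts were rounded and 17676 of 23396 transcripts with enough counts were tested together with edgeR quasi-likelihood, TMM scaling and a batch term. A transcript passes at an adjusted p under 0.01 (Benjamini-Hochberg). Changes are log2 fold changes ± their standard error, and expression is in CPM as mean ± SD. Protein names other than the paper's own gene names are matches in other species, as its supplementary tables print them.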

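Several facts limit the comparisons. The libraries at 3, 12 and 48 hpa are all batch 1 and those at 24 hpa all batch 2, so a difference between 24 hpa and another time goes through the 0 hpa libraries, which lie in both batches. The batch of each single Foot and Head library is not known, and each was given a share of 0.4. For 31 libraries the sample labels identify the group but not the single sample. The labels give 0.5% DMSO for the regenerating pieces at 3, 12 and 48 hpa, where the Methods give 0.05%. Each FR group mixes animals that will and will not regrow a foot.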

For the foot regeneration time course, it was not possible to determine which samples would successfully regenerate their feet a priori, therefore these samples contained a mixture of both successful and unsuccessful regeneration. However, given the low rate of successful foot regeneration after 50% bisection (~10%, Fig. 1g), most of the signal is predicted to come from animals that will ultimately fail to regenerate their feet. To define the transcriptional end point of successful regeneration, we also collected RNA-seq data for head and foot tissue in uninjured animals. 

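Of the genes that the paper names, Wnt ligands were higher in the uninjured head and several transcription factors in the uninjured foot. In Foot against Head (n = 5 each) *wnt7* was lower (log2 fold change -11.38 ± 0.46, adjusted p = 9.35e-29), as were *wnt9/10c* (-10.41 ± 0.50, adjusted p = 1.41e-25) and their target *brachyury1* (-4.98 ± 0.13, adjusted p = 5.37e-37), and *wnt3* had no counts in any Foot library. *axin1*, which encodes a scaffold of the β-catenin destruction complex and is itself a Wnt target, was lower by less (-1.37 ± 0.07, adjusted p = 2.54e-24), as was *sp5* (-2.14 ± 0.11, adjusted p = 2.24e-24). On the foot side the homeobox genes *nk2* (11.09 ± 0.27, adjusted p = 6.18e-39) and *dlx2* (6.70 ± 0.24, adjusted p = 2.38e-31) and the zinc finger factor *gata3* (3.72 ± 0.12, adjusted p = 4.54e-34) were higher. So were *tld* (6.85 ± 0.22, adjusted p = 3.75e-33), *npyr4* (3.92 ± 0.16, adjusted p = 4.38e-28), *fd4* (2.48 ± 0.18, adjusted p = 1.18e-17) and the secreted Wnt antagonist *sFRP* (4.62 ± 0.42, adjusted p = 9.48e-14), while *kiaa1958* had no counts in any Head library. Across the transcriptome 6679 transcripts were higher in Foot and 5181 in Head. TMM scaling assumes that most transcripts are equal, and with so many that differ the median log2 fold change over all tested transcripts was 0.138.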

We used these data to identify head- and foot-specific genes in *H. oligactis* by determining the differentially expressed genes in uninjured animals between the foot, head, and body column tissue. 

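Both ends lie far from the mid-body tissue taken right after the cut. Against FR at 0 hpa (n = 7), 5953 transcripts were higher and 5730 lower in Foot, among them *nk2* (4.71 ± 0.12, adjusted p = 1.79e-37), *dlx2* (5.11 ± 0.18, adjusted p = 3.06e-32) and *gata3* (2.82 ± 0.09, adjusted p = 2.87e-33). Against HR at 0 hpa, 6703 were higher and 6944 lower in Head, with *wnt3* (9.99 ± 0.35, adjusted p = 8.17e-31), *wnt7* (6.75 ± 0.26, adjusted p = 1.53e-30) and *brachyury1* (4.64 ± 0.11, adjusted p = 7.36e-40) among the higher ones. The 2 mid-body groups are not the same tissue. HR at 0 hpa, taken just below the plane of bisection, had 260 transcripts higher and 416 lower than FR at 0 hpa. *nk2* (1.54 ± 0.13, adjusted p = 4.39e-14), *tld* (2.51 ± 0.19, adjusted p = 4.16e-15) and *kiaa1958* (5.73 ± 0.55, adjusted p = 2.77e-11) were already higher there, on the side that lies nearer the foot. A comparison of the 2 wound sites at a later time therefore carries part of the starting difference along the body.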

The regenerating head and foot tissue at 0 hpa were used as the body column gene expression signature for this analysis, given that these tissues were taken just above and below the plane of a 50% bisection right after injury (Fig. 2b*)*. This approach uncovered 404 foot-specific genes and 987 head-specific genes in *H. oligactis* (Fig. 2c, d and Supplementary Data file 1).

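With these counts 450 transcripts were foot-specific and 1147 head-specific, meaning higher than in both 0 hpa groups and the other end at a log2 fold change above 2. The foot list holds *nk2*, *dlx2*, *gata3*, *tld*, *npyr4*, *fd4*, *kiaa1958* and *sFRP*. The head list holds *wnt3*, *wnt7*, *wnt9/10c*, *brachyury1*, *lgr5* and *sp5*. The Wnt components *axin1*, *tcf* and *wntless* are in neither list, and neither is *opn4a*, which did not differ between the 2 ends (-0.11 ± 0.09, adjusted p = 0.26). Of the 404 foot genes at hand from Supplementary Data 1 (403 measured), 398 are among the 450, and 876 of 903 head genes at hand from it (902 measured) are among the 1147. A further 663 transcripts were higher in Foot than in both 0 hpa groups but not than in Head, and 885 were higher in Head than in both 0 hpa groups but not than in Foot. The minimum fold was read from the study's tables, since the text gives none.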

**Fig. 2:**
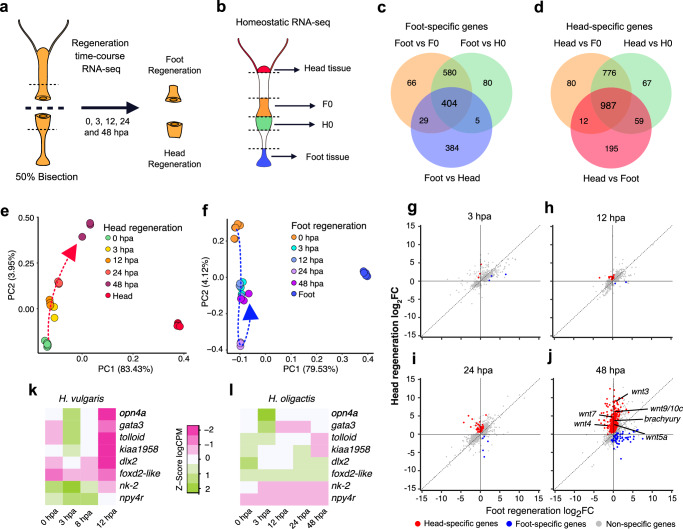
Foot-specific gene transcription is largely absent during *H. oligactis* regeneration. **a** RNA-seq library preparation strategy over a regeneration time course: Regenerating animals were incubated in 0.05% DMSO, these samples served as controls for the data shown in Fig. 5b. **b** RNA-seq strategy for different regions of homeostatic *H. oligactis*. F0 and H0 correspond to the 0 hpa foot and head regeneration samples in (**a**). **c**, **d** Venn diagrams showing the differential gene expression strategy used to identify 404 foot-specific genes (**c**) and 987 head-specific genes (**d**) in *H. oligactis*. Tissue-specific differentially expressed gene tables are provided in Source data file 3. **e** PCA plot of *H. oligactis* oral-facing wound gene expression during regeneration. **f** PCA plot of *H. oligactis* aboral-facing wound gene expression during regeneration. Log_2_ CPM used for PCA are provided in Source data file 4. Comparison of log_2_ fold change (log_2_FC) transcript abundance between *H. oligactis* head regeneration and foot regeneration at (**g**) 3 hpa, (**h**) 12 hpa, (**i**) 24 hpa, and (**j**) 48 hpa. Red dots indicate differentially expressed head-specific genes at the oral-facing wound. Blue dots indicate differentially expressed foot-specific genes at the aboral-facing wound. Log2 fold change for time-course comparisons are provided in Source data file 5. **k** Heatmap of foot-specific gene expression in *H. vulgaris* (data from Cazet et al.)^19^, showing upregulation by 12 hpa during foot regeneration. Values represent Z-scores calculated from log₂ counts per million (log_2_CPM). **l** Heatmap of *H. oligactis* expression for the same 8 genes shown in (**k**). These genes do not exhibit rapid upregulation during regeneration. Log_2_ CPM for selected foot-specific genes provided in Source data file 6.

To analyze the transcriptional changes that occur over the course of *H. oligactis* head regeneration and failed foot regeneration, we used Principal Component Analysis (PCA) (Fig. 2e, f). In these analyses, we included homeostatic head and foot RNA-seq libraries, which represent a successful regeneration end point. Notably, we found that *H. oligactis* exhibits nearly 100% head regeneration after bisection, but the process takes up to 72 hpa to complete. This is approximately 24 h longer than in *H. vulgaris*, as determined morphologically by the presence of tentacles (Supplementary Fig. 2). Our RNA-seq time course of *H. oligactis* head regeneration ended at 48 h, and our PCA analysis confirms that head regeneration is not transcriptionally complete at this point in *H. oligactis*. 

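At 48 hpa the head-regenerating tips had covered 31.29 ± 3.09% (SD, n = 3) of the distance on PC1 from HR at 0 hpa to Head. At 3, 12 and 24 hpa they stood at 5.35 ± 0.44%, 2.36 ± 0.13% and 9.02 ± 0.62%. Each group was above the 0 hpa libraries in an exact 2-sided permutation test (p = 0.0083, the smallest value possible with 3 and 7 libraries). Taken against the 0 hpa libraries of their own batch, the places were 5.58, 2.6, 8.71 and 31.53%. The ground still missing is seen in single genes. *wnt7* reached 31.8 ± 9.5 CPM in HR at 48 hpa, and *brachyury1* 82.4 ± 12.9 CPM, against 79.8 ± 4.81 and 151 ± 13 CPM in Head. Of the head-specific genes, 784 were higher in HR at 48 hpa than at 0 hpa and 1 was lower.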

Although differences between homeostatic head tissue and regenerating head tissue explain 83.34% of the variation among samples (PC1), regenerating head tissue exhibited a progressive upregulation of key PC1-associated genes, such as *wnt3* (Supplementary Data File. 2), suggesting a shift toward head identity (Fig. 2e).

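PC1 held 76.97% of the variance of log2 CPM in these libraries (74.5 to 78.41% when each library in turn was left out), and PC2 4.93%. The counts behind it were corrected with ComBat_seq, which raised 54 of 17676 transcripts over 10-fold in some libraries, 1 of them from 134 to 1096590 counts, and without these 54 PC1 held 78.91% (chosen after the data were seen). *wnt3* ranked 74 among the transcripts that load toward Head. It rose early, by 4.06 ± 0.85 (adjusted p = 0.000361) at 3 hpa against HR at 0 hpa, did not pass at 12 hpa (2.35 ± 1.14, adjusted p = 0.152) or 24 hpa (2.62 ± 1.02, adjusted p = 0.0411), and was highest at 48 hpa (8.46 ± 0.50, adjusted p = 8.17e-20). Other Wnt genes climbed step by step. *axin1* changed by 0.68 ± 0.08, 1.30 ± 0.08 and 1.96 ± 0.07 at 12, 24 and 48 hpa (adjusted p = 2.48e-09, 6.02e-19 and 1.79e-28), and *tcf*, the DNA-binding partner of β-catenin, by 0.68 ± 0.07, 1.1 ± 0.07 and 1.23 ± 0.07 (adjusted p = 3.3e-11, 3.55e-18 and 4.74e-22). Of the 12 Wnt genes that the paper names, 5, 8 and 10 were higher than at 0 hpa at these 3 times and none lower (adjusted p = 0.000153, 1.21e-08 and 1.87e-10 as a set, camera with a preset correlation of 0.01). With an estimated correlation the adjusted p was 0.0943 at 12 hpa, 0.00225 at 24 hpa and 0.000525 at 48 hpa.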

For failed foot regeneration, we did not observe a progressive shift of regenerating tissue toward the homeostatic foot transcriptional signature. 

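Foot-regenerating tips moved a short way along PC1 toward Foot and little further with time. They stood at 4.61 ± 0.86% of the distance from FR at 0 hpa to Foot at 3 hpa, 3.85 ± 0.95% at 12 hpa, 3.38 ± 0.12% at 24 hpa and 7.24 ± 3.07% at 48 hpa (SD, n = 3). Against 0 hpa libraries of the same batch the places were 4.11, 3.35, 4.04 and 6.74%. The place at 24 hpa depends on the scaling. On the components that include ALP it was 2.87%, but 10.61% with transcripts scaled to unit variance and -0.31% with the 500 most variable. Over all 17676 tested transcripts 1060, 1098, 1902 and 1899 were higher than in FR at 0 hpa at the 4 times, and 946, 658, 2007 and 1643 were lower. Of the 450 foot-specific genes 42, 36, 44 and 51 were higher than in FR at 0 hpa at the 4 times, and 11, 10, 23 and 12 were lower. *dlx2* is among those that rose at 3 hpa (1.29 ± 0.25, adjusted p = 0.000123) and 12 hpa (1.00 ± 0.25, adjusted p = 0.00321), *nk2* at 12 hpa (0.80 ± 0.18, adjusted p = 0.000719), and *kiaa1958* at 48 hpa (4.11 ± 0.86, adjusted p = 0.000195).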

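PC1 of the foot-regenerating libraries and Foot held 70.84% of the variance (67.56 to 72.11% when each library in turn was left out). Among the 100 transcripts that load most strongly toward Foot, 95 are foot-specific in these data and 95 are foot genes of Supplementary Data 1. Of the named foot genes *kiaa1958* (rank 25) and *fd4* (rank 51) are among these 100. *tld* (155), *dlx2* (268) and *nk2* (301) load toward Foot less strongly. Those lists were chosen on the Foot libraries that also define this axis, so the match is not independent evidence.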

Like head regeneration, the most variation (79.53%) for failed foot regeneration was explained by PC1, which denotes the difference in the expression profiles between homeostatic foot tissue and the regenerating samples. Importantly, 93 out of 100 of the topmost genes explaining variation within PC1 correspond to foot-specific genes (Supplementary Data file 3). Whereas only 4.12% of the variation is explained by PC2, which shows changes in the wounded tissue occurring during the time course of regeneration, but the regeneration time points did not change along the PC1 axis (Fig. 2f). This suggests that the gene expression profile of failed foot regeneration samples does not resemble that of the homeostatic foot at any timepoint.

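PC2 held 4.98% of the variance. On PC1 the regenerating tips stood apart from the 0 hpa libraries at 3, 12 and 48 hpa (exact 2-sided permutation, p = 0.0083, the smallest possible with 3 and 7 libraries) and at 24 hpa (p = 0.025). At 48 hpa 1899 transcripts were higher and 1643 lower in FR than at 0 hpa, of which 146 and 143 changed more than 2-fold. A transcript matched to a voltage-gated potassium channel (R036328c0g1_i01) rose by 2.58 ± 0.38 (adjusted p = 3.56e-07) and one matched to L-asparaginase (R034864c1g1_i01) by 1.78 ± 0.14 (adjusted p = 4.8e-15). Histone H2A (R060965c0g1_i01) fell by 2.10 ± 0.26 (adjusted p = 9.19e-09), histone H2B (R001784c0g1_i01) by 2.12 ± 0.29 (adjusted p = 8.15e-08) and a putative ascorbate peroxidase (R038155c0g1_i01) by 2.15 ± 0.22 (adjusted p = 5.08e-11). Cell cycle genes fell as a group, with 8 of 9 lower (adjusted p = 1.78e-08 by camera, and 0.00329 with an estimated correlation).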

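At 48 hpa the foot programme in FR tips was a small part of that in Foot. Against FR at 0 hpa *nk2* was higher by 0.77 ± 0.18 (adjusted p = 0.00059) and *dlx2* by 0.92 ± 0.25 (adjusted p = 0.0041), while *gata3* (0.03 ± 0.13, adjusted p = 0.896), *tld* (0.82 ± 0.30, adjusted p = 0.0309) and *fd4* (2.27 ± 0.98, adjusted p = 0.0759) did not pass. Mean *nk2* was 4.43 ± 0.793 CPM, against 70.5 ± 2.67 CPM in Foot, and mean *dlx2* was 4.66 ± 1.12 against 84.8 ± 5.35 CPM. Of the 403 measured foot genes of Supplementary Data 1, 51 were higher and 11 lower than at 0 hpa. The spread between the 3 libraries of FR at 48 hpa on PC1 was wider than at any earlier time, and which animals in each pool would have regrown a foot is not known. From the place of these samples on PC1 the paper proposes that failed tips resemble the uninjured foot at no time.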

We next examined the expression dynamics of head-specific and foot-specific transcripts over the time course of *H. oligactis* head regeneration and failed foot regeneration, respectively. To identify differentially expressed head and foot-specific genes, we compared gene expression on each side of the wound at each time point. 

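Head genes separated the 2 wound sites late. Against FR of the same time, 4 of the 1147 head-specific genes were higher in HR at 3 hpa, 37 at 12 hpa, 76 at 24 hpa and 567 at 48 hpa, and 46, 43, 41 and 11 were lower (n = 3 each). At 12 hpa the oral side was higher in *wnt9/10c* (log2 fold change 5.00 ± 0.67, adjusted p = 3.4e-07), *tcf* (0.63 ± 0.08, adjusted p = 4.03e-08), *axin1* (0.49 ± 0.09, adjusted p = 9.44e-05) and *sp5* (0.68 ± 0.14, adjusted p = 0.000448). A doublesex-related factor, Dmrt (R004400c0g1_i01), was higher by 3.35 ± 0.36 (adjusted p = 7.04e-10). At 24 hpa *wntless*, needed for the secretion of Wnt ligands, was higher (1.65 ± 0.11, adjusted p = 3.4e-17), with *wnt7* (4.15 ± 0.77, adjusted p = 9.19e-05), the match of Wnt-4 (R029068c0g1_i01) by 4.79 ± 0.61 (adjusted p = 3.25e-08) and the match of ZIC4 (R028263c0g1_i01), the homologue of a regulator of tentacle fate, by 3.47 ± 0.35 (adjusted p = 1.05e-10). At 24 hpa the change since 0 hpa, HR less FR, passed for *wntless* (1.36 ± 0.13, adjusted p = 5.46e-10). It did not pass for *wnt7* (0.63 ± 1.66, adjusted p = 0.963), which already differed between the wounds at 0 hpa. Of the 12 Wnt genes that the paper names, 4 were higher at 12 hpa (5 when adjusted over the list alone) and 7 at 24 hpa (8), with 0 and 1 lower. As a set they passed at 12 hpa (adjusted p = 0.00519 by camera, 0.177 with an estimated correlation) and at 24 hpa (6.33e-10, and 0.00119 with an estimated correlation). Over all tested transcripts 224 were higher and 295 lower in HR at 3 hpa, 820 and 743 at 12 hpa, 441 and 348 at 24 hpa, and 2272 and 1741 at 48 hpa. The early totals move with single libraries, to 325 at 3 hpa without FR library 3, and at 12 hpa to 613, 1006 and 850 without FR library 2, HR library 1 and HR library 4. The step in the total from 789 at 24 hpa to 4013 at 48 hpa depends on the model. Models of only the libraries compared gave 2014 at 24 hpa and 2177 at 48 hpa.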

We found that in *H. oligactis* head regeneration, only a small number of head-specific genes showed tissue-specific upregulation at 12 hpa, with larger transcriptional changes becoming evident only after 24 hpa (Fig. 2g–j and Supplementary Data file 4 containing lists of tissue-specific genes at each timepoint). This contrasts with *H. vulgaris*, which shows significant structure-specific gene expression by 8 hpa for both head and foot regeneration^19^. For example, in *H. vulgaris*, several canonical Wnt pathway genes, including Wnt ligands, become specific to the oral wound by 8 hpa^19^. 

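By 48 hpa the oral wound carried a strong Wnt signature. *wnt3* was at 11.3 ± 2.16 against 0.387 ± 0.205 CPM in HR and FR (n = 3 each; log2 fold change 4.92 ± 0.38, adjusted p = 2.73e-15), *wnt7* at 31.8 ± 9.5 against 0.0357 ± 0.0309 CPM (9.70 ± 0.59, adjusted p = 1.48e-19) and *wnt9/10c* at 9.25 ± 1.35 against 0.0182 ± 0.0315 CPM (8.69 ± 0.66, adjusted p = 4.63e-16). *wntless* (2.57 ± 0.11, adjusted p = 3.24e-26), *brachyury1* (2.76 ± 0.15, adjusted p = 8.24e-22), *axin1* (1.51 ± 0.09, adjusted p = 7.53e-21) and *sp5* (1.22 ± 0.14, adjusted p = 1.96e-10) were higher as well. *lgr5*, which encodes an R-spondin receptor, was lower in HR (-3.69 ± 0.38, adjusted p = 1.43e-11) although it is head-specific. Of the 12 named Wnt genes 9 were higher and 2 lower (adjusted p = 5.73e-08 by camera, 0.00295 with an estimated correlation). Of 12 further Wnt ligands, receptors and modulators 7 were higher (8 adjusted over the list alone) and 1 lower, with the matches of Wnt-5a (R009822c0g1_i01) by 1.99 ± 0.13 (adjusted p = 7.72e-18) and Wnt-4a (R032917c0g1_i01) by 3.63 ± 0.37 (adjusted p = 8.05e-12). The head-specific genes that were higher make up 49.4% of the 1147, and 554 of those 567 were also higher in HR at 48 hpa than at 0 hpa.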

In *H. oligactis*, the expression of head-associated Wnt genes became specific to the oral wound by 48 hpa, and overall, 472 out of the 987 (47.8%) head-specific genes were expressed at this timepoint (Fig. 2j). In contrast, we identified only 63 out of 404 (15.6%) foot-specific genes as up-regulated in failed foot regenerating tissue at 48 hpa (Fig. 2g–j). Therefore, this analysis showed that by 48 hpa, head regeneration in *H. oligactis* although incomplete, is progressing appropriately, whereas foot regeneration is largely failing at the transcriptional level.

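At 48 hpa 28 of the 450 foot-specific genes (6.2%) were higher in FR than in HR, and 32 were higher in HR (n = 3 each). Over all 17676 tested transcripts 1741 were higher in FR and 2272 in HR, a larger share on both sides. Among named foot genes *gata3* (log2 fold change of HR against FR -1.05 ± 0.16, adjusted p = 5.68e-07) and *nk2* (-0.79 ± 0.20, adjusted p = 0.00151) were higher in FR. *dlx2* (-0.62 ± 0.27, adjusted p = 0.0822), *npyr4* (-0.50 ± 0.20, adjusted p = 0.0455), *kiaa1958* (-0.70 ± 0.59, adjusted p = 0.413), *tld* (-0.41 ± 0.32, adjusted p = 0.374) and *fd4* (-0.62 ± 0.89, adjusted p = 0.661) did not pass. A difference between the wounds can come from either side. Of the 28, 17 were higher in FR at 48 hpa than at 0 hpa and 9 were lower in HR at 48 hpa than at 0 hpa. *gata3* is of the second kind, since it did not change in FR and fell in HR by 1.21 ± 0.15 (adjusted p = 1.12e-09), while *nk2* moved on both sides and fell in HR by 1.56 ± 0.18 (adjusted p = 1.78e-10). With an adjusted p under 0.05 the count was 44, and without HR library 1 or HR library 3 it was 17. Of the 63 genes that Supplementary Data 4 lists for this time, 58 had the same sign here and 18 passed.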

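At 48 hpa 784 of the 1147 head-specific genes (68.4%) were higher in HR than at 0 hpa, and 51 of the 450 foot-specific genes (11.3%) were higher in FR than at 0 hpa. Over all 17676 tested transcripts 3356 rose in HR and 1899 in FR, so the share of foot-specific genes that rose lies near that of all transcripts. A smaller share of them fell in FR, 12 of 450 (2.7%) against 1643 of 17676. Their median log2 fold change in FR was 0.36, against 0 over all transcripts. This list did not pass as a set (adjusted p = 0.0871 by camera, 0.539 with an estimated correlation). As a set the head-specific genes were higher in HR than in FR, with a median log2 fold change of 1.08 (adjusted p = 3.67e-33 by camera, 0.000332 with an estimated correlation). The 403 measured foot genes of Supplementary Data 1 showed no shift between the wounds, with a median of -0.04, 26 higher and 30 lower in HR (adjusted p = 0.52, and 0.862 with an estimated correlation). The head programme reached beyond Wnt. The match of ZIC4 (R028263c0g1_i01) was higher in HR by 5.64 ± 0.25 (adjusted p = 4.08e-25), hemicentin (R036273c0g2_i01) by 6.30 ± 0.39 (adjusted p = 2.62e-19), properdin (R037948c2g3_i01) by 5.49 ± 0.25 (adjusted p = 7.51e-25) and noggin (R022197c0g1_i01), an antagonist of BMP ligands, by 3.30 ± 0.22 (adjusted p = 8.41e-18). Of 24 collagens, matrix proteins and integrins 13 were higher and 2 lower (14 and 2 adjusted over the list alone), and the set passed (adjusted p = 5.71e-07, 0.011 with an estimated correlation). The collagen IV chain R037037c0g1_i05 was higher by 1.46 ± 0.11 (adjusted p = 2.53e-16). On the aboral side a GDF8 match (R001669c0g1_i01) was higher, as its log2 fold change in HR was -3.53 ± 0.27 (adjusted p = 4.14e-16), and so were vab-15 (R007809c0g1_i02; -2.29 ± 0.17, adjusted p = 2.32e-16) and sorcin (R026121c1g1_i01; -2.10 ± 0.24, adjusted p = 2.28e-10).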

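The paper concludes from the shares of end-point genes higher on each side that the head is on course and the foot is not. The tissue lists were chosen on the Foot, Head and 0 hpa libraries, not on the 48 hpa libraries tested. The end points differ in their distance and number of genes, and a share is not corrected for that.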

To gain a deeper insight into the differences in foot regeneration outcomes between *H. vulgaris* and *H. oligactis*, we compared the injury-induced transcriptional activation of seven foot-specific genes that were identified in our previous transcriptional profiling of *H. vulgaris*. These genes were upregulated specifically at the aboral wound site by 12 hpa and were enriched in the foot as determined using the single cell expression atlas^19,31^; the transcript IDs for genes discussed in this study can be found in Supplementary Table 1). This analysis showed that transcriptional activation of these seven genes is weak in *H. oligactis* as compared to *H. vulgaris* (Fig. 2k–l). In addition, we compared the expression of foot-specific genes from *H. oligactis* to the expression of their orthologs in *H. vulgaris* (154 genes) and found lower expression in *H. oligactis* at every time point, including 0 hpa (Supplementary Fig. 3). 

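Fig. 2k shows 8 foot genes. In FR tips *dlx2*, *nk2* and, at 48 hpa, *kiaa1958* rose and the others did not. Against FR at 0 hpa (n = 7), *gata3* fell by 1.01 ± 0.16 (adjusted p = 2e-06) and *opn4a* by 0.84 ± 0.14 (adjusted p = 1.45e-05) at 3 hpa, and *npyr4*, *tld* and *fd4* passed at no time (at 48 hpa 0.49 ± 0.18, adjusted p = 0.028, and for *tld* and *fd4* adjusted p = 0.0309 and 0.0759). The group had 1 higher and 2 lower at 3 hpa, 2 and 0 at 12 hpa (3 and 0 adjusted over the list alone) and 3 and 0 at 48 hpa. At 24 hpa *gata3* (0.41 ± 0.14, adjusted p = 0.015) and *nk2* (0.33 ± 0.19, adjusted p = 0.183) did not pass. The oral wound had more of these transcripts early on. At 3 hpa 6 of the 8 were higher in HR than in FR and none lower, with a median of 1.28 (adjusted p = 3.12e-11 by camera, 0.00131 with an estimated correlation). They include *nk2* (1.38 ± 0.18, adjusted p = 1.11e-07), *gata3* (1.17 ± 0.17, adjusted p = 9.72e-07), *tld* (3.23 ± 0.31, adjusted p = 3.39e-11), *kiaa1958* (5.20 ± 0.60, adjusted p = 1.48e-08) and *fd4* (4.00 ± 0.83, adjusted p = 0.000842). Part of this was there at the start, since 4 of the 8 (6 adjusted over the list alone) were higher in HR than in FR at 0 hpa (adjusted p = 3.19e-11, and 0.00136 with an estimated correlation). The change since 0 hpa differed between the wounds at 3 hpa for none of the 5 genes just named (*gata3* 0.98 ± 0.20, adjusted p = 0.0136). One of the 3 HR libraries at 3 hpa, library 2, stands apart toward Foot. Without it 38 of the 450 foot-specific genes were higher in HR than in FR at 3 hpa, and with it 71. *H. vulgaris* counts were not analysed here.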

The same comparison performed with a random gene set did not show expression differences (Supplementary Fig. 3). These data suggested that the initial foot competency of the *H. oligactis* tissue is lower (Supplementary Fig. 3).

### Injury-induced Wnt activation is reduced in *H. oligactis*

We next compared the early injury-induced transcriptional response between *H. vulgaris* and *H. oligactis* to identify differences that could lead to downstream failure of foot regeneration in *H. oligactis*. To accomplish this, we compared the *H. oligactis* regeneration RNA-seq data collected in this study to our previously published *H. vulgaris* regeneration RNA-seq data set, collected for both head and foot regeneration at 0, 3, 8, and 12 hpa^19^. To establish a framework to compare the gene expression patterns of *H. oligactis* and *H. vulgaris*, we used OrthoClust, a computational method that groups gene expression patterns based in gene orthology across multiple species into discrete clusters^32^. We identified orthologous genes by conducting a reciprocal BLAST analysis of the RNA-seq datasets for each species and from orthology prediction assignments obtained from a previous OrthoFinder analysis containing the predicted protein sequences of *H. oligactis, H. vulgaris*, and 42 addtional metazoan proteomes^23,33^. We identified 9371 transcripts for *H. oligactis* with a direct ortholog in *H. vulgaris*. We next used OrthoClust to compare the expression data of these transcripts over the course of regeneration to identify conserved co-expression modules across the two *Hydra* species. With this method, we identified nine gene co-expression clusters containing 566 transcripts from *H. vulgaris* and 489 transcripts from *H. oligactis* (Supplementary Data file 5).

While most of the OrthoClust modules contained transcripts that decreased in expression during the regeneration time course in both species, transcripts in clusters 5 and 6 showed an upregulation in head regenerating tissue in both *Hydra* species (Supplementary Fig. 4 and Fig. 3a–c). Cluster 6 contains several genes involved in canonical Wnt signaling. 

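*wnt3* was at 0.0247 ± 0.0322 CPM in HR at 0 hpa (n = 7), 0.533 ± 0.431 at 3 hpa, 0.161 ± 0.0846 at 12 hpa, 0.24 ± 0.181 at 24 hpa and 11.3 ± 2.16 at 48 hpa (n = 3 each). *wnt7* did not pass at 3 hpa (log2 fold change against 0 hpa 1.00 ± 0.49, adjusted p = 0.164), 12 hpa (-1.79 ± 0.79, adjusted p = 0.106) or 24 hpa (1.39 ± 0.49, adjusted p = 0.0251) and rose at 48 hpa (5.37 ± 0.35, adjusted p = 4.01e-19). *brachyury1*, a T-box factor downstream of Wnt, was level at 3 hpa (0.11 ± 0.18, adjusted p = 0.722) and 12 hpa (-0.03 ± 0.19, adjusted p = 0.936) and rose at 24 hpa (1.1 ± 0.17, adjusted p = 3.5e-07) and 48 hpa (3.74 ± 0.14, adjusted p = 1.88e-29). *wnt9/10c* was earlier, up by 2.61 ± 0.74 (adjusted p = 0.00924) at 3 hpa and by 4.40 ± 0.60 (adjusted p = 1.03e-07) at 12 hpa. The early rise of *wnt3* rests on few reads, as its CPM show.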

Notably, in *H. oligactis* head regeneration, cluster 6 genes such as *wnt3, wnt7*, and *brachyury* were delayed in their transcriptional activation, which correlates with the extended time frame of head regeneration in this species (Fig. 3d–i and Supplementary Fig. 2).

**Fig. 3:**
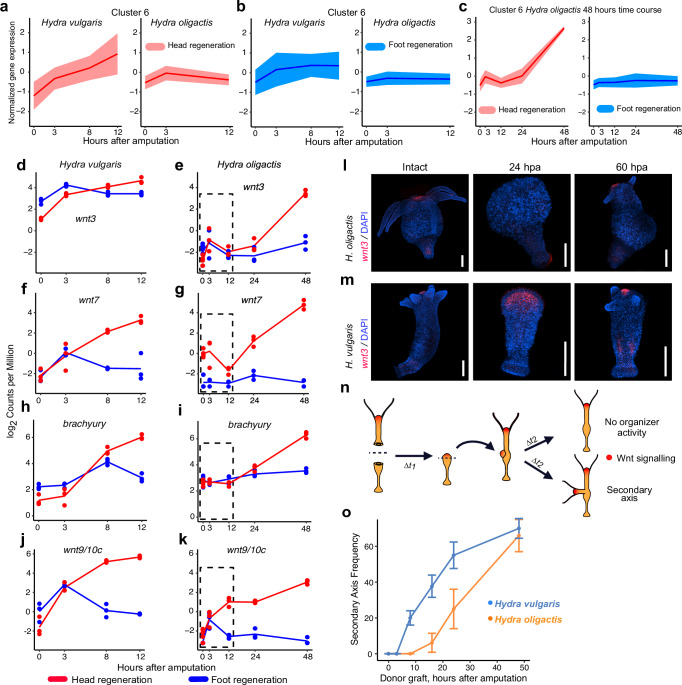
Delayed transcriptional activation of Wnt signaling genes during regeneration in *H. oligactis* as compared to *H. vulgaris.* Normalized expression patterns for genes in cluster 6, identified with OrthoClust, in (**a**) *H. vulgaris* and (**b**) *H. oligactis* over the first 12 h of regeneration. Expression patterns at the oral-facing wound are shown in red, while aboral-facing wounds are shown in blue. **c** Normalized expression patterns for cluster 6 in the extended regeneration time course in *H. oligactis*. The lighter colored shadow in ribbon plots represents the standard deviation of FPKM at each time point. FPKM for OrthoClust analysis is provided in Source data file 7 for *H. oligactis* and Source data file 8 for *H. vulgaris*. **d–k** RNA-seq expression profiles for (**d**, **e**) *wnt3*, (**f**, **g**) *wnt7*, (**h**, **i**) *brachyury* (*bra1*) and (**j–k**) *wnt9/10 C*, during head (red) and foot (blue) regeneration in *H. vulgaris* (data from Cazet et al.)^19^ and *H. oligactis* (this study, see Fig. 2). Note the extended time course for *H. oligactis*, the dashed box encloses the expression time window that can be directly compared to *H. vulgaris* data. Normalized log2 CPM are provided in Source data file 4 for *H. oligactis* and Source data file 9 for *H. vulgaris*. **l-m** Confocal FISH images for *wnt3* in homeostatic and regenerating tissue in (**l**) *H. oligactis* and (**m**) *H. vulgaris* at 0, 24, and 60 hpa. Scale bars: 500 µm. RNA in situ hybridization experiments were performed twice, with 20 animals displaying similar patterns per probe and timepoint. Blue shows DAPI, and red shows the RNA probes. **n** Experimental strategy to evaluate head organizer activity during head regeneration. **o** Secondary axis induction following grafting of injured oral tissue onto host animals at 0, 3, 8, 16, 24, and 48 hpa. The blue line represents *H. vulgaris* and the orange line *H. oligactis*. Two-way ANOVA was performed on this time series between species (*p* value = 2.55 × 10^−5^, F-value = 23.91, df = 1). Error bars represent the standard deviation from three biological replicates (*n* = 30). Given the large number of timepoints the details of sample sizes and secondary-axis formation are provided in Source data File 10.

We found that some cluster 6 genes also behaved differently during foot regeneration when comparing the two species. In our previous study, we found that Wnt pathway genes are transiently upregulated from 0 to 3 hpa during *H. vulgaris* foot regeneration. This included the Wnt ligands *wnt3, wnt7*, and *wnt9/10 C* as well as the conserved Wnt signaling target *brachyury*^18–20^ (Fig. 3d, f, h, j). By contrast, *wnt3, wnt7*, and *brachyury* were not significantly upregulated at 3pha in *H. oligactis* foot regeneration (Fig. 3e, g, i). 

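At 3 hpa in FR tips *wnt3* (log2 fold change against 0 hpa 1.59 ± 0.72, adjusted p = 0.127; n = 3 and 7), *wnt7* (-0.52 ± 1.81, adjusted p = 0.897) and *brachyury1* (-0.18 ± 0.18, adjusted p = 0.561) did not pass. Other members of the pathway rose. *wntless* rose by 1.04 ± 0.09 (adjusted p = 6.87e-13) and *sp5*, a transcription factor that is both target and repressor of Wnt signalling in *Hydra*, by 0.87 ± 0.12 (adjusted p = 1.62e-07). The match of Frizzled-8 (R033439c0g2_i01) rose by 0.54 ± 0.11 (adjusted p = 0.000175) and that of Frizzled-5 (R032123c0g1_i01) fell by 0.42 ± 0.10 (adjusted p = 0.00206). Of the 12 Wnt genes that the paper names 4 were higher (5 adjusted over the list alone) and none lower. As a set they passed (adjusted p = 0.000268 by camera, 0.0441 with an estimated correlation). Mean *wnt3* was 0.444 CPM at 3 hpa, and a missed threshold at so few reads does not show that it stayed level.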

Noteworthy, *wnt9/10c* is significantly upregulated in both *Hydra* species at 3 hpa during foot regeneration, although absolute levels of transcript are lower in *H. oligactis* (Fig. 3j, k). 

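*wnt9/10c* rose in FR tips at 3 hpa by 4.14 ± 1.01 (adjusted p = 0.00188) on the log2 scale, to 0.512 ± 0.3 CPM from 0.0186 ± 0.0317 CPM at 0 hpa. The 2 wound sites did not differ in it at this time (0.26 ± 0.57, adjusted p = 0.883, HR against FR). At 12 hpa FR was at 0.063 ± 0.0218 CPM and HR at 2.16 ± 0.672 CPM, and FR no longer differed from 0 hpa (1.21 ± 1.42, adjusted p = 0.627).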

Altogether, these results revealed that injury-induced transcriptional activation of Wnt signaling genes is either absent or highly reduced in *H. oligactis* as compared to *H. vulgaris*.

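In *H. oligactis* 4 of the 12 named Wnt genes differed between the 2 wounds at 3 hpa. Of these 12, *wnt3* (0.21 ± 0.58, adjusted p = 0.91, HR against FR) and *brachyury1* (0.08 ± 0.20, adjusted p = 0.897) did not pass, and 2 were higher and 2 lower in HR (set adjusted p = 0.968 by camera, 0.979 with an estimated correlation). Those higher were *wnt7* (5.04 ± 0.99, adjusted p = 4e-04), which already differed at 0 hpa (3.52 ± 0.71, adjusted p = 0.000356), and *sFRP*, with no counts in FR and 0.743 ± 0.185 CPM in HR (adjusted p = 2.9e-05). *sp5* (-0.65 ± 0.14, adjusted p = 0.00118) and *lgr5* (-1.67 ± 0.34, adjusted p = 0.000771) were lower. The change since 0 hpa, HR less FR, did not pass for *wnt3* (2.47 ± 1.03, adjusted p = 0.459) or *sp5* (-0.61 ± 0.17, adjusted p = 0.12), which does not show that the wounds respond alike. Against their own 0 hpa libraries HR tips had 5 of the 12 higher (6 adjusted over the list alone) and none lower (set adjusted p = 9.44e-05, 0.0328 with an estimated correlation). Of the 283 transcripts that rose more than 2-fold in HR at 3 hpa, 180 also rose in FR, and these tests share no library. The paper concludes that the injury-induced rise of Wnt genes is weaker in this species than in *H. vulgaris*, whose libraries were not analysed here.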

### Reduced Wnt delays head organizer formation in *H. oligactis*

The hypostome in *Hydra* species has a conserved function as an oral organizer^34^. While it is almost certain that Wnt signaling plays a conserved role in directing axial patterning across the *Hydra* genus, the expression of Wnt ligands specifically in the hypostome has not been formally tested in *H. oligactis*. To address this, we performed fluorescent RNA in situ hybridization (FISH) to analyze the expression of *wnt3* in *H. oligactis*. We found that, like *H. vulgaris*, *wnt3* was expressed at the hypostome of *H. oligactis*, similar to *H. vulgaris* (Fig. 3l). Next, we used FISH to investigate the temporal and spatial expression of *wnt3* over the course of head regeneration. In contrast to *H. vulgaris*, the expression of *wnt3* was not detected by FISH in *H. oligactis* at 24 hpa. However, by 60 hpa, the expression of *wnt3* became apparent in *H. oligactis* (Fig. 3l, m). These results are consistent with slower head regeneration kinetics in *H. oligactis* (Supplementary Fig. 2) and suggest that delayed activation of Wnt signaling may contribute to differences in head regeneration timing between these species.

Given the morphological delay of head regeneration we observed in *H. oligactis* (Supplementary Fig. 2), along with the reduced levels of Wnt gene transcription (Fig. 3e, g, i, k, l), we hypothesized that formation of the oral organizer is delayed in *H. oligactis* as compared to *H vulgaris*. Tissue grafting is a classical method for determining the timing of head organizer formation: regenerating head tissue is grafted onto the body column of a host animal to test if the donor tissue can induce a secondary axis. Using this approach, previous studies demonstrated that regenerating *H. vulgaris* head tissue acquires organizing ability as early as 8 hpa, which also correlates with high levels of Wnt signaling pathway gene transcripts at this timepoint^19,35^. To test the timing of head organizer formation in *H. oligactis*, we conducted classic grafting experiments. We also performed these experiments in *H. vulgaris* as a positive control. We bisected *Hydra* polyps and grafted the tissue from the oral injury site onto a host polyp at 0, 3, 8, 16, 24, and 48 hpa (Fig. 3n). We then quantified the frequency of secondary axis formation at 5 days post grafting (Fig. 3o). While we observed organizer ability in regenerating *H. vulgaris* head tissue as early as 8 hpa, as expected, regenerating *H. oligactis* did not begin showing organizer activity until 16 hpa. *H. oligactis* head organizing ability was reduced as compared to *H. vulgaris* until 48 hpa (two-way ANOVA, *p* value = 2.55 × 10^−5^, F-value = 23.91, df = 1), at which time a similar capacity to direct secondary axis formation in both species was observed.

Our RNA-seq, FISH, and grafting experiments support the conclusion that injury does not strongly activate Wnt signaling during the early stages of regeneration in *H. oligactis*, which contributes to slower head regeneration kinetics. To further test this, we asked whether pharmacological activation of Wnt signaling could accelerate head regeneration. As a first step, we examined whether the Wnt agonist Alsterpaullone (ALP), which reliably induces Wnt signaling through β-catenin stabilization in *H. vulgaris* and produces ectopic tentacles along the body column^17,36^, elicited a similar phenotype in *H. oligactis*. Uninjured *H. oligactis* were treated with 5 µM ALP for 24 h, then washed with *Hydra* medium. Ectopic tentacle formation was evident as early as 24 h after washout (Supplementary Fig. 5). This experiment validates the use of ALP in *H. oligactis* to activate Wnt signaling.

We next tested whether ALP-induced Wnt activation could accelerate head regeneration in *H. oligactis*. Treating the lower halves of 50% bisected animals with 5 µM ALP for 3 hpa enhanced regeneration kinetics, with the proportion of animals showing tentacle formation by 48 h increasing from about 20% to over 60%, a level more comparable to *H. vulgaris* (Supplementary Figs. 2 and 6). Notably, though, approximately 30% of treated animals also developed ectopic tentacles at various positions along the body column, consistent with the broad effects of ALP treatment. Together, these results indicate that ALP robustly induces Wnt signaling in *H. oligactis* and further support the conclusion that the slower head regeneration kinetics in this species arise, at least in part, from low injury-induced Wnt activation.

### Wnt inhibition in *H. vulgaris* mimics *H. oligactis* phenotype

A previous study showed that treatment with iCRT14 inhibits both head and foot regeneration in *H. vulgaris* upon continuous treatment over the course of regeneration^20^. Given our findings that in *H. oligactis* the injury response does not elicit strong expression of Wnt signaling genes, here we sought to mimic that effect in *H. vulgaris* by transiently treating animals with iCRT14 for 12 h after bisection (Fig. 4a). This treatment caused *H. vulgaris* regeneration to more closely resemble *H. oligactis* regeneration. Specifically, we found that transient inhibition of Wnt signaling in *H. vulgaris* resulted in reduced foot regeneration rates (two-way ANOVA, *p* value = 0.002824, F-value = 4.99, df = 12) and a slight delay in head regeneration (Fig. 4b, c and Supplementary Fig. 7). Notably, this treatment produced stably footless *H. vulgaris* mimicking the *H. oligactis* phenotype (Supplementary Fig. 7). Our results support the conclusion that a lack of injury-induced Wnt signaling significantly contributes to foot regeneration deficiency in *H. oligactis*.

**Fig. 4:**
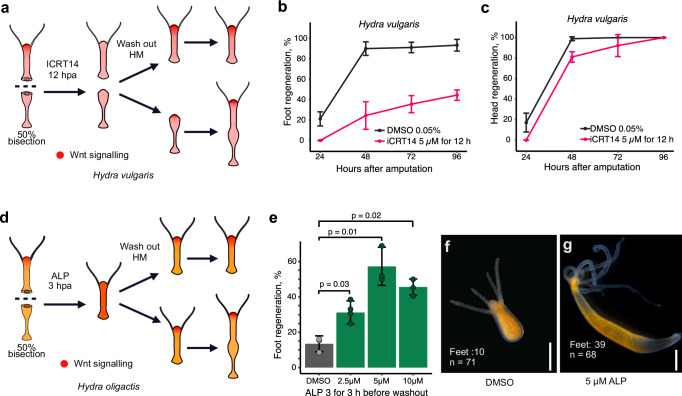
Transient activation of Wnt signaling increases rate of foot regeneration in *H. oligactis.* **a** Experimental strategy to assess foot and head regeneration in *H. vulgaris* after treatment with the Wnt inhibitor iCRT14. **b** Line graph showing foot regeneration kinetics of three different biological replicates composed of at least 29 *H. vulgaris* each, treated with iCRT14 followed for 96 hpa (pink; batch sizes, *n* = 30, *n*_2_ = 30, *n*_3_ = 30) and DMSO controls (black; batch sizes, *n*_1_ = 29, *n*_2_ = 30, *n*_3_ = 30). Error bars represent the standard deviation calculated from each biological replicate. **c** Line graph showing head regeneration kinetics in *H. vulgaris* treated with iCRT14 (pink; batch sizes: *n*_1_ = 29, *n*_2_ = 30, *n*_3_ = 30) and DMSO controls (black; batch sizes: *n*_1_ = 29, *n*_2_ = 29, *n*_3_ = 29). Error bars represent the standard deviation calculated from the different biological replicates. Foot and head regeneration percentages for iCRT14 treated *H. vulgaris* are provided in Source data file 11. **d** Experimental strategy for treating 50% bisected *H. oligactis* with the Wnt agonist Alsterpaullone (ALP). **e** Bar graph showing the percentage of successful foot regeneration in *H. oligactis* following a 3-h post-bisection treatment with DMSO (batch sizes: *n*_1_ = 26, *n*_2_ = 24, *n*_3_ = 24) or ALP at 2.5 µM (batch sizes: *n*_1_ = 21, *n*_2_ = 21, *n*_3_ = 23, *n*_4_ = 24), 5 µM (batch sizes: *n*_1_ = 23, *n*_2_ = 23, *n*_3_ = 23) and 10 µM (batch sizes: *n*_1_ = 24, *n*_2_ = 22, *n*_3_ = 24). Green bars show ALP concentrations treatments, grey bar is DMSO control. Statistical comparisons of DMSO versus ALP treatments were conducted using two-tailed t-tests. For 2.5 µM ALP, the *p* value was 0.0214 (*t* = −6.73, df = 2; 95% CI: −29.05 to −6.38; mean difference = −17.72). For 5 µM ALP, the p-value was 0.0154 (*t* = −7.97, df = 2; 95% CI: −67.42 to −20.15; mean difference = −43.78). For 10 µM ALP, the *p* value was 0.0214 (*t* =  −6.73, df = 2; 95% CI: −48.15 to −10.58; mean difference = −29.37). Error bars represent the standard deviation calculated from each biological replicate per condition. **f** Representative image of *H. oligactis* showing failed foot regeneration in DMSO-treated control group. **g** Representative image of *H. oligactis* showing successful foot regeneration after treatment with 5 µM ALP. Scale bars: 500 µm.

### Wnt activation improves foot regeneration in *H. oligactis*

Considering our findings and previous studies showing that treatment with a Wnt inhibitor negatively impacts *H. vulgaris* foot regeneration^20^. We next asked how injury-induced Wnt expression impacts foot regeneration abilities in *Hydra*. We hypothesized that the lack of injury-induced Wnt expression contributes to low rates of *H. oligactis* foot regeneration. To test this, we pharmacologically activated Wnt signaling during the injury phase of *H. oligactis* foot regeneration using ALP. We transiently treated the upper halves of 50% bisected *H. oligactis* with different concentrations of ALP (2.5, 5, and 10 µM) for 3 h after injury, to mimic the short window of Wnt signaling activation in *H. vulgaris* foot regeneration. We then monitored the animals over 6 days for the presence or absence of foot regeneration (Fig. 4d). Treatment of regenerating *H. oligactis* with ALP, regardless of the concentration, resulted in a significant increase of foot regeneration rates, with the concentration of 5 µM having the largest effect (Fig. 4e–g). Notably, at 5 µM, ~7% of animals regenerated a second head at the aboral wound site instead of a foot, with this percentage increasing to 20% at 10 µM ALP (Supplementary Fig. 8). The appearance of the two-headed phenotype suggests that a precise balance in Wnt activation is required to determine whether foot or head regeneration occurs at the aboral wound site. In addition, the higher occurrence of two-headed *Hydra* in the 10 µM ALP treatment likely explains the reduced number of animals that regenerated a foot under this concentration.

Given that our results suggest that transient Wnt activation is required for foot regeneration in *H. oligactis*, we tested if inhibition of Wnt/β-catenin signaling by iCRT14 treatment would further reduce its foot regenerative ability. We found that iCRT14 treatment for the first 12 h after injury results in a slightly lower rate of foot regeneration in *H. oligactis* (Supplementary Fig. 9). Overall, these results support the conclusion that a transient burst of Wnt signaling activation during the generic injury response is essential for foot regeneration in *Hydra*.

### Wnt activation induces foot gene expression in *H. oligactis*

Our finding that transient activation of Wnt signaling increases foot regeneration rates in *H. oligactis* is consistent with published literature showing that injury-induced Wnt activation plays a role in *Hydra vulgaris* foot regeneration^19,20,37^. However, the mechanisms by which Wnt signaling functions in foot regeneration is unknown. To shed light on this, we generated RNA-seq libraries from a time course of *H. oligactis* foot regenerating fragments after a 3-h treatment with 5 µM ALP (Fig. 5a). These data revealed that ALP treatment elicited the transient upregulation of Wnt pathway genes such as *tcf*, *wnt3, axin1, wntless and sFRP3*, demonstrating that ALP treatment transcriptionally activated Wnt signaling as expected (Supplementary Fig. 10). Furthermore, PCA of ALP-treated (rescued) and DMSO-treated (control) samples revealed that by 48 hpa, transient activation of Wnt promoted transcriptional changes in the direction of the homeostatic foot along the PC1 axis (Fig. 5b).

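The ALP arm adds 13 libraries of aboral tips kept for 3 h in 5 µM ALP after the cut, 3 each at 3, 12 and 24 hpa and 4 at 48 hpa. Each time is compared with the DMSO-treated FR libraries of the same time (n = 3), which are the libraries of the foot-regenerating time course. Total counts in M, as range and median, are 18.33 to 21.79 (21.31) at 3 hpa, 18.88 to 20.67 (19.4) at 12 hpa, 15.89 to 18.06 (17.13) at 24 hpa and 14.86 to 24.67 (23.04) at 48 hpa. The Methods describe a 0 hpa sample exposed to ALP for 30 s, which was not analysed here, so the time course with ALP starts at 3 hpa. Treatment and its control lie in one batch at every time.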

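The authors tested ALP against DMSO with edgeR glmTreat and fitted the time course with maSigPro. Here the 4 comparisons are contrasts of the same edgeR fit to all 61 libraries, and a joint test of the 4 stands in for maSigPro, which was not installed. One of the 3 ALP libraries at 12 hpa, library 1, stands apart toward Head in many head-specific genes. Counts without it are given for the head-specific genes and the secreted metalloproteinases. With 3 libraries per group an exact permutation of one comparison cannot give a 2-sided p below 0.1. Single-gene calls at 3, 12 and 24 hpa therefore rest on the spread of each transcript pooled over all 61 libraries (44 residual degrees of freedom). The spread borrowed across transcripts added 7.41. This takes the spread as alike in all groups.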

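ALP raised *axin1* and *tcf* first, and *wntless*, *wnt3* and the secreted antagonist *sFRP* later. At 3 hpa *axin1* was at 65 ± 2.7 against 29.8 ± 1.46 CPM in ALP and DMSO (n = 3 each; log2 fold change 1.12 ± 0.09, adjusted p = 4.87e-14). *tcf* rose by 0.88 ± 0.08 (adjusted p = 3.27e-12), but *wnt3* (-2.68 ± 0.89, adjusted p = 0.0241), *wntless* (-0.02 ± 0.10, adjusted p = 0.936) and *wnt9/10c* (-0.17 ± 0.61, adjusted p = 0.887) did not pass, and *sFRP* had no counts in either group. At 12 hpa *wntless* was higher (1.45 ± 0.10, adjusted p = 8.43e-15), with *wnt3* (3.92 ± 0.58, adjusted p = 4.67e-06) and *sFRP* (4.98 ± 0.52, adjusted p = 1.23e-09), while *axin1* (-0.04 ± 0.09, adjusted p = 0.826) and *tcf* (0.26 ± 0.08, adjusted p = 0.0279) no longer passed. Mean *wnt3* at 12 hpa was 1.73 ± 1.22 against 0.103 ± 0.0521 CPM, with 3.13 CPM in ALP library 1, and it still passed without that library. Of the 12 Wnt genes that the paper names 4 were higher and none lower at 3 hpa (5 and 1 adjusted over the list alone), and as a set they passed (adjusted p = 0.000499 by camera, 0.0657 with an estimated correlation). At 12 hpa 3 were higher and 1 lower (6 and 2), and by 48 hpa none was higher and 5 were lower (1 and 6; set adjusted p = 0.00148, 0.0871 with an estimated correlation). The paper concludes that ALP switched the pathway on for a limited time.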

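At 48 hpa ALP-treated tips stood at 17.51 ± 0.84% (SD, n = 4) of the way on PC1 from FR at 0 hpa to Foot, and DMSO tips at 7.06 ± 3.11% (n = 3; exact 2-sided permutation p = 0.029, the smallest possible). The order was the reverse at 3 hpa, with -0.48 ± 0.81% against 3.98 ± 0.93% (exact permutation p = 0.1). By the same exact permutation test the places at 12 hpa were 5.26 ± 1.99% and 3.42 ± 0.94% (p = 0.2) and at 24 hpa 7.92 ± 1.08% and 2.87 ± 0.1% (p = 0.1), where 0.1 is the smallest p that 3 against 3 can give. Genes higher with ALP at 48 hpa include the foot genes *kiaa1958* (2.51 ± 0.35, adjusted p = 2.42e-07), *tld* (1.31 ± 0.25, adjusted p = 5.89e-05), *fd4* (2.50 ± 0.53, adjusted p = 0.000284) and *nk2* (0.63 ± 0.17, adjusted p = 0.00353). PC1 held 58.06% of the variance (53.67 to 59.12% when each library in turn was left out) and PC2 6.17%. The gap between ALP and DMSO depends on the scaling. With transcripts scaled to unit variance it was 4.87% at 48 hpa in place of 10.44% and 1.74% at 24 hpa in place of 5.05%, and with the 500 most variable transcripts 17.57% at 48 hpa. With scaled transcripts ALP tips stood at 12.35% at 24 hpa and 11.78% at 48 hpa, so the advance between these times was not seen there.

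**Figure D1:**
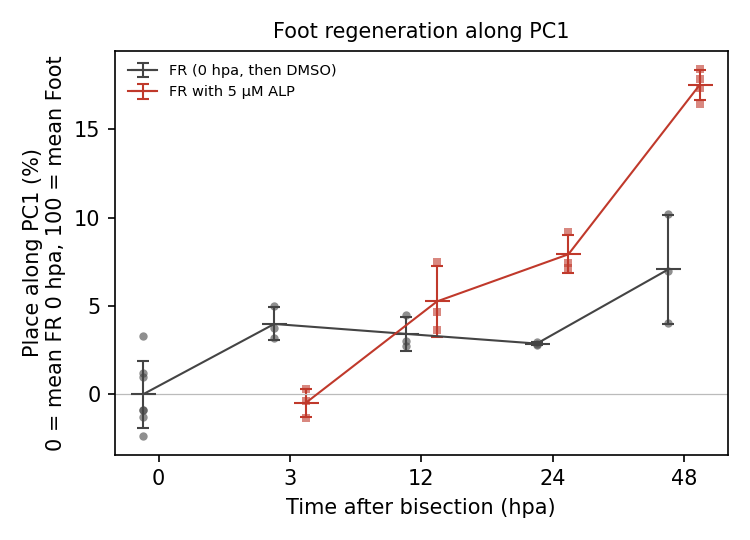
Place of each library along PC1 against time after bisection (hpa). The scale is in percent, with 0 at the mean of FR at 0 hpa and 100 at the mean of Foot. Grey circles are FR libraries (0 hpa, then DMSO) and red squares are 5 µM ALP. Dashes are means, bars are ± SD and lines join the means.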

**Fig. 5:**
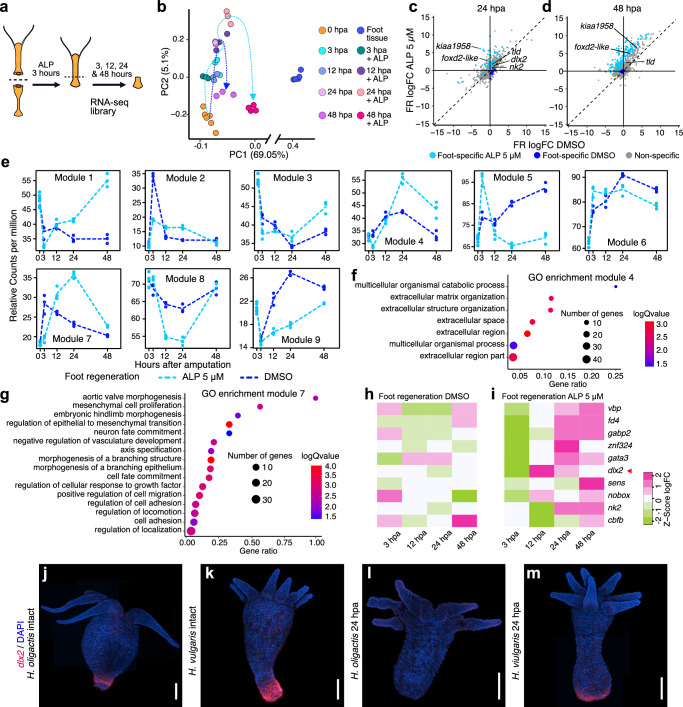
Wnt-dependent activation of the foot regeneration transcription factor *dlx2.* **a** Experimental strategy for producing RNA-seq libraries from ALP-treated aboral-facing wound tissue. **b** PCA plot showing transcriptional trajectories during regeneration in DMSO-treated (blue dotted line; data from Fig. 2) and ALP-treated samples (green dotted line) Note the broken *X* axis. ALP and DMSO-treated log_2_ CPM data for foot regenerating *H. oligactis* are provided in Source data file 13. Comparison of average log_2_ fold change (log_2_FC) in transcript abundance between failed foot regeneration (DMSO-treated control animals) and rescued foot regeneration (ALP-treated animals) at (**c**) 24 hpa and (**d**) 48 hpa. Blue dots represent foot-specific genes enriched in failed foot regeneration tissue; light blue dots represent foot-specific genes enriched in ALP-treated rescued foot regenerating tissue. Fold change gene tables for foot regenerating *H. oligactis* in DMSO and ALP treatments are provided in Source data file 14. **e** Gene expression modules for failed foot regeneration (DMSO-treated control animals, blue dashed line) and rescued foot regeneration (ALP-treated animals, light blue dashed line) as identified and plotted by maSigPro. **f** Gene Ontology enrichment analysis for genes in module 4. **g** Gene Ontology enrichment analysis for genes in module 7. GO enriched terms for modules 4 and 7 are provided in Source data file 15. Heat maps showing log fold change of foot-specific transcription factors identified here during foot regeneration under control (**h**) and ALP-treated (**i**) conditions. The red triangle highlights *dlx2* expression changes over time. Log fold change values for both heatmaps are provided in Source data file 16. **j–m** Confocal images of RNA in situ hybridizations for *dlx2* in untreated *H. oligactis* and *H. vulgaris*, showing intact polyps and aboral regenerating tissue at 24 hpa. RNA in situ hybridization experiments were performed twice, with 20 animals displaying similar patterns per condition per timepoint. Blue shows DAPI, and red shows the RNA probes. Scales bars: 500 µm.

To characterize the transcriptional changes elicited by ALP treatment, we performed differential gene expression analysis comparing ALP-treated and control samples. 

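At 24 hpa 44 of the 450 foot-specific genes were higher with ALP than with DMSO (9.8%; n = 3 each) and at 48 hpa 102 were (22.7%; n = 4 and 3), or 60 and 63 without FR library 1 and FR library 4 at 48 hpa. Of these 31 were higher at both times, and the 2 comparisons share no library. Independent lists would share 9.97, but that takes each of the 450 genes as equally likely to be called, whatever its counts. At 24 hpa *gata3*, *nk2*, *dlx2*, *tld* (1.37 ± 0.30, adjusted p = 0.000454) and *fd4* (3.73 ± 0.73, adjusted p = 0.000121) were higher. *kiaa1958* had no counts in DMSO at 24 hpa and reached 2.89 ± 0.203 CPM with ALP (adjusted p = 3.15e-08). Of the 8 genes of Fig. 2k, 6 were higher at 24 hpa (set adjusted p = 0.000104 by camera, 0.0625 with an estimated correlation) and 5 at 48 hpa (0.00742, and 0.141 with an estimated correlation). Of the 102 genes 86 were also higher than in FR at 0 hpa, so for these the gap is not a loss in the DMSO tips. As a set the 403 measured foot genes of Supplementary Data 1 were higher at 24 hpa (median 0.11; adjusted p = 0.00919, 0.433 with an estimated correlation) and at 48 hpa (median 0.74; adjusted p = 3.91e-09, 0.0686 with an estimated correlation). The 7 libraries at 48 hpa were also regrouped. Of the 35 possible splits 8, the real one included, gave a set result as large, so chance cannot be excluded for the set. Fitted to these libraries alone, the real split gave 74 foot-specific genes higher with ALP and no other split gave any. The other splits mix treated and control libraries, which widens the spread within groups, so this does not exclude chance either. With an adjusted p under 0.05 the counts of foot-specific genes at 24 and 48 hpa were 52 and 140. Models of only the libraries compared gave 59 and 74, so the size of the rise between these times depends on the model. Over all transcripts such models called 2605 at 24 hpa and 1528 at 48 hpa. The list was chosen on Foot, Head and 0 hpa libraries, not on those compared.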

We found that Wnt pathway activation induced the transcriptional activation of foot-specific genes, with 52 and 134 foot-specific genes being upregulated in ALP treatment conditions as compared to control conditions by 24 hpa and 48 hpa, respectively (Fig. 5c, d). In contrast, just a few foot-specific genes were upregulated in control conditions as compared to ALP treatment conditions at these same timepoints (Fig. 5c, d).

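Lower with ALP were 10 of the 450 foot-specific genes at 24 hpa and 7 at 48 hpa. At 3 hpa 2 foot-specific genes were higher and 31 lower with ALP (0.4 and 6.9%), among them *dlx2* (log2 fold change -1.92 ± 0.30, adjusted p = 4.34e-06) and *gata3* (-0.83 ± 0.21, adjusted p = 0.00235). Of the 1147 head-specific genes 6 were higher and 84 lower at that time (0.5 and 7.3%), so the early fall is not particular to foot genes. Over all transcripts the treatment also lowered more than it raised at first, with 1099 higher and 1222 lower at 3 hpa, of which 17 and 443 changed more than 2-fold, and 1445 passed without ALP library 1 at 3 hpa. At 24 hpa the counts were 848 and 1080, and at 48 hpa 1585 and 1255. Head-specific genes were lower with ALP than with DMSO in 60 cases at each of these 2 late times and higher in 57 and 33. Against FR at 0 hpa 51 of them were higher and 3 lower with ALP at 48 hpa, and 145 and 13 with DMSO. Few were thus called below the starting level. Examples lower than with DMSO at 48 hpa are *brachyury1* (-0.70 ± 0.16, adjusted p = 0.000611) and a match of the small GTPase Ras-like family 11A (R027682c0g1_i01; -1.24 ± 0.24, adjusted p = 6.12e-05).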

To improve our understanding of the mechanisms by which transient ALP treatment promotes foot regeneration, we used maSigPro, an R package that analyses time course expression data in different conditions through a regression approach to identify differential gene expression patterns^38^. This analysis uncovered 1773 genes with differential expression patterns grouped into 9 modules (Fig. 5e and Supplementary Data file. 6). 

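A joint edgeR test of the 4 ALP contrasts passed for 8342 transcripts at an adjusted p under 0.05 and for 5949 under 0.01. These include 183 of the 450 foot-specific genes and 27 of the 30 genes that the paper names. *npyr4* (adjusted p = 0.142), *opn4a* (0.127) and *wnt9/10c* (0.0512) did not pass. Many transcripts changed direction with time. From 3 to 48 hpa the response to ALP differed for 3248 transcripts, and 402 went from higher to lower and 200 from lower to higher. The joint test has no minimum R² and does not sort transcripts into modules, so its count is of another kind than that of maSigPro.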

The expression pattern of module 5 showed upregulation at 3 hpa only in ALP-treated tissue, followed by downregulation at later timepoints, and included Wnt signaling pathway genes (*tcf, axin1, lgr5, sp5*, and *nphp3*), confirming the validity of this method. In addition, several transcription factors (TFs) whose orthologs are involved in cell differentiation and development were included in module 5, such as *foxl1*, *dmrta2, ywhaz, aatf, rfx1*, and *tle3*. These TFs are also expressed in the homeostatic *Hydra* but are not foot-specific. 

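The Wnt genes of this module turned over between 3 and 48 hpa. *sp5* was higher with ALP at 3 hpa (0.65 ± 0.14, adjusted p = 0.000298), while *lgr5* did not pass (0.92 ± 0.28, adjusted p = 0.0128). At 12 hpa *sp5* was lower (-1.58 ± 0.15, adjusted p = 3.05e-11). At 48 hpa *tcf* (-0.61 ± 0.07, adjusted p = 3.6e-09) and *axin1* (-0.56 ± 0.08, adjusted p = 4.89e-07) were lower than with DMSO. The differences between the early and late response passed for *tcf* (-1.48 ± 0.11, adjusted p = 8.39e-16, 48 less 3 hpa) and *axin1* (-1.69 ± 0.12, adjusted p = 8.39e-16). In the DMSO tips *tcf* and *axin1* rose from 0 to 48 hpa (0.61 ± 0.07, adjusted p = 8.59e-10 and 0.43 ± 0.08, adjusted p = 3.27e-05). With ALP at 48 hpa neither passed against 0 hpa (*tcf* 0.00 ± 0.07, adjusted p = 0.986, *axin1* -0.14 ± 0.08, adjusted p = 0.216), so the late gap is a rise in the control for *tcf* and mostly so for *axin1*.

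**Figure D2:**
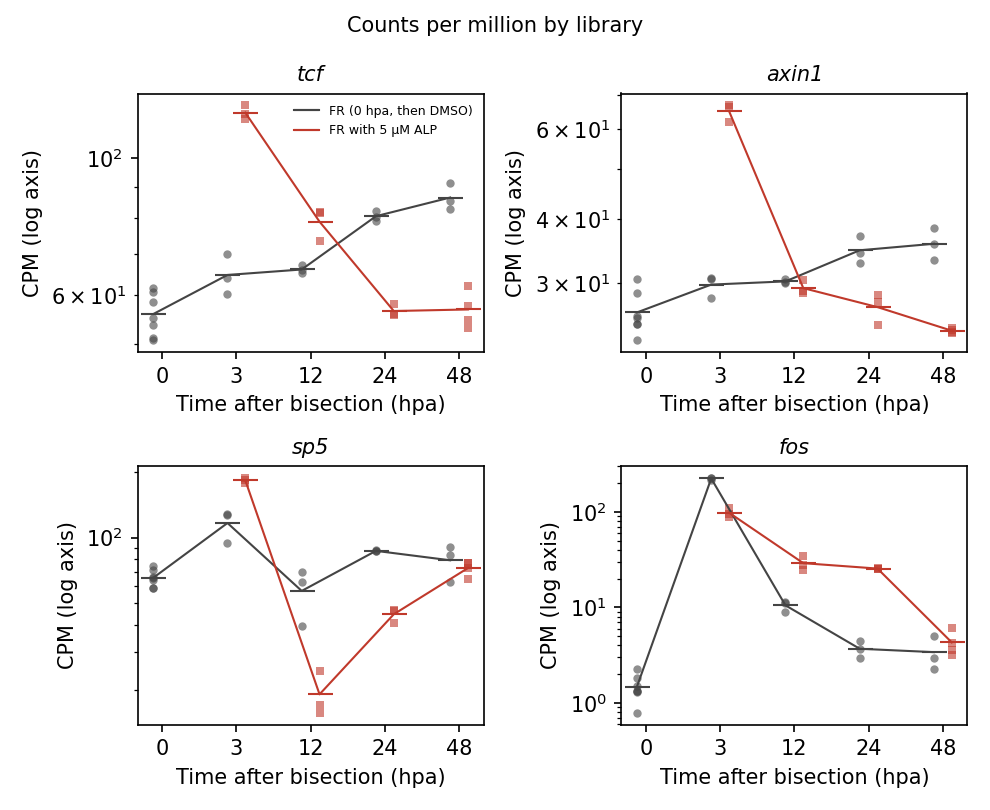
CPM per library on a log scale against time after bisection for *tcf*, *axin1*, *sp5* and *fos*. Grey circles are FR libraries (0 hpa, then DMSO) and red squares 5 µM ALP. Dashes are means, and no error bars are drawn.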

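Of these 6 factors 3 were higher with ALP at 3 hpa, all by little. *aatf* rose by 0.28 ± 0.06 (adjusted p = 0.000131), *rfx1* by 0.29 ± 0.08 (adjusted p = 0.00374) and *ywhaz*, a 14-3-3 protein, by 0.18 ± 0.04 (adjusted p = 0.000612). *dmrta2* (0.32 ± 0.10, adjusted p = 0.0117), *tle3* (0.14 ± 0.06, adjusted p = 0.0767) and *foxl1* (0.03 ± 0.09, adjusted p = 0.868) did not pass, and adjusted over the list alone 4 were higher. As a set they passed (adjusted p = 0.00163 by camera, 0.0657 with an estimated correlation). The late fall was larger. At 48 hpa 5 of the 6 were lower (6 adjusted over the list alone; set adjusted p = 1.55e-08, 0.000901 with an estimated correlation), with *dmrta2* (-0.78 ± 0.09, adjusted p = 6.92e-10), *rfx1* (-0.63 ± 0.07, adjusted p = 4.13e-10), *aatf* (-0.55 ± 0.05, adjusted p = 2.72e-12), *foxl1* (-0.48 ± 0.09, adjusted p = 2.45e-05) and *tle3* (-0.29 ± 0.05, adjusted p = 3.78e-05). In DMSO tips all 6 were higher at 48 than at 0 hpa (set adjusted p = 3.07e-09, 0.000485 with an estimated correlation). The study placed these genes in the module by these same libraries, so the counts are not independent evidence for it.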

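None of the 6 is in the foot-specific list. In Foot against FR at 0 hpa *dmrta2* (1.41 ± 0.07, adjusted p = 7.35e-26), *rfx1* (1.15 ± 0.05, adjusted p = 2.93e-26) and *ywhaz* (0.53 ± 0.03, adjusted p = 1.45e-23) were higher, *foxl1* (-2.62 ± 0.09, adjusted p = 2.33e-32) and *tle3* (-0.15 ± 0.04, adjusted p = 0.00113) lower, and *aatf* did not pass (-0.05 ± 0.04, adjusted p = 0.282). *dmrta2* and *rfx1* were higher still in Head (-0.50 ± 0.07, adjusted p = 7.97e-09 and -0.37 ± 0.06, adjusted p = 1.19e-07, Foot against Head).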

To better understand the functions related to each module, we performed Gene Ontology (GO) term enrichment analysis for all modules (Supplementary Data file 7). Module 5 was enriched for gene expression regulatory functions, including transcription factors and coactivators. Contrastingly, module 2 showed downregulation in response to ALP at 3 hpa of transcriptional regulators involved in the generic injury response, such as bZIP TFs *creb, jun*, and *fos*^19,39^ (Fig. 5e and Supplementary Fig. 11).

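At 3 hpa the injury factors were lower with ALP. *fos* was at 98.2 ± 11.7 against 224 ± 5.9 CPM (log2 fold change -1.19 ± 0.24, adjusted p = 0.000173), *creb* at 22.7 ± 1.61 against 35.4 ± 2.08 CPM (-0.64 ± 0.09, adjusted p = 7.53e-07) and *jun* lower by less (-0.33 ± 0.07, adjusted p = 0.000412). The AP-1 match R037979c0g1_i01 was lower as well (-0.69 ± 0.07, adjusted p = 2.5e-10). All 4 members of the group thus fell (set adjusted p = 4.6e-07 by camera, 0.00139 with an estimated correlation). The paper names *creb*, *jun* and *fos* for this fall from these same libraries, so the set test is not independent evidence. The 4 genes stayed above the 0 hpa level with the exception of *jun*, and *fos* with ALP at 3 hpa was higher than in FR at 0 hpa by 6.11 ± 0.32 (adjusted p = 6.71e-21). Later the sign of *fos* reversed, to 1.48 ± 0.29 (adjusted p = 0.000388) at 12 hpa and 2.76 ± 0.34 (adjusted p = 1.56e-08) at 24 hpa. Of 24 collagens, matrix proteins and integrins none was higher and 4 were lower with ALP at 3 hpa (1 and 4 adjusted over the list alone), and the set did not pass (adjusted p = 0.171 by camera, 0.367 with an estimated correlation). Of 30 secreted metalloproteinases 1 was higher and 8 were lower (1 and 9), and the set passed by camera (0.00604) but not with an estimated correlation (0.367). Single transcripts that were lower are matrix metalloproteinase-24 (R039030c1g1_i01; -1.31 ± 0.17, adjusted p = 5.31e-08), fibronectin (R037908c0g1_i04; -1.33 ± 0.23, adjusted p = 2.21e-05) and a dopamine receptor match (R030089c1g1_i01; -2.73 ± 0.26, adjusted p = 2.76e-11).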

We also identified modules with foot-specific genes upregulated in the ALP-treated samples at 12 hpa (module 4) and 24 hpa (module 7) (Fig. 5e–g). 

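At 12 hpa 14 of the 450 foot-specific genes were higher with ALP and 6 lower. *kiaa1958* (2.83 ± 0.67, adjusted p = 0.00412) rose. *gata3* (-0.67 ± 0.14, adjusted p = 0.00133) and *nk2* (-0.87 ± 0.20, adjusted p = 0.00308) were lower at this time, and the 403 measured foot genes of Supplementary Data 1 showed no shift as a set (13 higher and 6 lower). Of the 1147 head-specific genes 125 were higher with ALP at 12 hpa and 6 lower, and 33 were higher when ALP library 1 was left out (74 without FR library 1, 77 without FR library 2). Hemicentin (R036273c0g2_i01) is one of them, with 33.9 ± 39.1 against 3.22 ± 0.241 CPM and 3.40 ± 0.40 (adjusted p = 1.19e-08) on the log2 scale, where the SD exceeds the mean. In all 409 transcripts were higher and 299 lower at 12 hpa, and 368 passed without that library, 359 without FR library 2 and 444 without FR library 4. The match of ZIC4 (R028263c0g1_i01) was higher by 2.93 ± 0.43 (adjusted p = 2.9e-06) and the GDF8 match (R001669c0g1_i01) lower (-2.17 ± 0.23, adjusted p = 5.26e-10). At 24 hpa *sFRP*, with no counts in DMSO, reached 0.805 ± 0.287 CPM with ALP (adjusted p = 2.01e-06).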

GO analysis of module 7 showed enrichment for morphogenesis-related functions (Fig. 5g), including β-catenin and genes in the BMP and Notch pathways. 

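*dlx2* was the foot-specific transcription factor of Fig. 5h that was higher with ALP at 12 hpa, at 14.1 ± 3.22 against 4.95 ± 0.908 CPM in ALP and DMSO (n = 3 each; log2 fold change 1.52 ± 0.24, adjusted p = 6.86e-06). Of the 11 factors in that figure 1 was higher and 2 lower at 12 hpa, 5 were higher at 24 hpa (set adjusted p = 0.00919 by camera, 0.24 with an estimated correlation) and 3 at 48 hpa (0.0214, and 0.218 with an estimated correlation). At 3 hpa 3 of the 11 were lower with ALP. *dlx2* then stood at 1.58 ± 0.47 CPM with ALP and 5.95 ± 0.617 CPM with DMSO, where it had risen since 0 hpa. Its response reversed between 3 and 12 hpa (difference 3.44 ± 0.38, adjusted p = 1.6e-09). At 24 hpa *dlx2* was higher by 1.12 ± 0.27 (adjusted p = 0.00179), and at 48 hpa it did not pass (0.27 ± 0.24, adjusted p = 0.464).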

Importantly, among the foot-specific genes we found several TFs that were significantly up-regulated in response to Wnt activation by ALP treatment, particularly *dlx2*, which was also included in module 7, was upregulated at 12 hpa in response to ALP, making it the earliest foot-specific TF to be transcriptionally activated upon Wnt activation (Fig. 5h–i). Noteworthy, a previous study showed that *dlx2* is essential for foot regeneration in *H. vulgaris*, highlighting its likely role as a key regulator of foot regeneration^40^. Since *dlx2* was the earliest foot-specific transcription factor activated by ALP, we used FISH to examine its spatial expression in *H. oligactis* and *H. vulgaris*. In uninjured *H. oligactis*, *dlx2* expression was restricted to a small peduncle region, whereas in *H. vulgaris*, it extended to the basal disk (Fig. 5j–m), suggesting differences in *dlx2* regulation under homeostatic conditions. At 24 hpa, *dlx2* was clearly expressed at the aboral injury site in *H. vulgaris* but was undetectable in *H. oligactis* (Fig. 5l–m), reinforcing its correlation with foot regeneration outcomes.

GO analysis of module 4 revealed enrichment for terms related to extracellular matrix organization (Fig. 5f). 

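At 24 hpa 6 of 24 collagens, matrix proteins and integrins were higher with ALP and none lower (set adjusted p = 0.000104 by camera, 0.0625 with an estimated correlation). The collagen IV chains R035580c0g1_i01 and R039304c0g1_i01, components of the mesoglea, rose by 0.82 ± 0.10 (adjusted p = 6.42e-09) and 0.87 ± 0.11 (adjusted p = 5.51e-08), and a β-integrin match (R034872c0g1_i01) by 0.44 ± 0.06 (adjusted p = 2.36e-08). Matrix metalloproteinase-24 (R039030c1g1_i01) rose by 1.95 ± 0.18 (adjusted p = 1.89e-12), a reversal of its fall at 3 hpa. At 48 hpa 7 of the 24 were higher (adjusted p = 0.00329, 0.113 with an estimated correlation), with R035580c0g1_i01 at 688 ± 43.3 against 277 ± 27.3 CPM and fibrillin-1 (R038733c0g1_i03) higher by 0.67 ± 0.07 (adjusted p = 5.33e-10). Of 30 secreted metalloproteinases 9 were higher and 1 lower at 12 hpa (10 and 2 adjusted over the list alone; adjusted p = 0.0052, 0.387 with an estimated correlation), the nas-8 match R034130c1g1_i04 by 1.85 ± 0.24 (adjusted p = 1.65e-07). Without ALP library 1, a setting chosen after the data were seen, 4 were higher, and 5 without ALP library 2. Some of these are head genes raised in ALP library 1, as with nas-6 (R038737c0g3_i04) at 21.5 ± 24.1 against 1.74 ± 0.321 CPM.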

Notably, Wnt signaling has been found to induce extracellular matrix remodeling as part of the tissue patterning that occurs during *H. vulgaris* regeneration^41^. In addition, this module included TFs *gata3* and *nk2*, previously identified as foot-specific in *H. vulgaris*, as well as other TFs that are upregulated temporarily at 24 hpa with ALP treatment (Supplementary Fig. 12). 

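At 24 hpa *gata3* was at 15.8 ± 0.593 against 11.2 ± 1.55 CPM in ALP and DMSO (log2 fold change 0.51 ± 0.14, adjusted p = 0.00594) and *nk2* at 6.37 ± 0.888 against 3.61 ± 0.492 CPM (0.82 ± 0.19, adjusted p = 0.000949). At 48 hpa *gata3* was still higher with ALP (0.46 ± 0.13, adjusted p = 0.00709), as was *nk2*. Both had been lower with ALP at 12 hpa, and the change from 12 to 24 hpa passed for *gata3* (1.18 ± 0.20, adjusted p = 6.56e-05) and *nk2* (1.69 ± 0.28, adjusted p = 3.57e-05). Other regulators higher at 24 hpa were *dll1* (1.18 ± 0.23, adjusted p = 9.88e-05), noggin (R022197c0g1_i01; 1.71 ± 0.29, adjusted p = 1.01e-05) and the FGFR2 match R025924c0g1_i01 (3.05 ± 0.36, adjusted p = 4.38e-09). The PITX match R017069c0g1_i02 was lower (-2.98 ± 0.23, adjusted p = 1.09e-14). The 12 and 24 hpa libraries belong to different batches, but each contrast lies within one.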

Overall, these findings highlight the hierarchical gene regulatory network underlying foot regeneration in *Hydra*, where transient Wnt activation is required to trigger a transcriptional cascade that sequentially activates non-tissue specific TFs, followed by foot-specific TFs, starting with *dlx2*, and ultimately genes involved in morphological changes such as extracellular matrix remodeling, leading to successful tissue regeneration.

## Discussion

An important finding of our study is that transient, injury-induced Wnt signaling is essential for foot regeneration in *Hydra*, and that changes in the strength of this induction can alter foot regeneration rates. Previous studies in planarians have likewise shown that differences in Wnt signaling strength affect regenerative outcomes^4–7^. Together, these findings suggest that evolutionary gains and losses of regenerative ability could arise through modulation of Wnt signaling levels. While Wnt signaling is required for oral patterning in *Hydra*, it functions in posterior patterning in planarians^3^. In both planarians and *Hydra*, regeneration defects arise in tissue opposite the high Wnt pole: head regeneration defects are common in planarians, whereas foot regeneration is impaired in *H. oligactis*. In planarians, head regeneration defects are linked to excessive Wnt signaling activation and can be rescued by Wnt inhibition, for example, through downregulation of β-catenin^4–7^. By contrast, we found that low foot regeneration rates in *H. oligactis* result from insufficient injury-induced Wnt activation, and that foot regeneration rates can be increased by transiently boosting Wnt signaling with an agonist. Thus, although altered Wnt dynamics underlie regeneration defects in both *Hydra* and planarians, the mechanisms differ: in planarians, excess homeostatic Wnt disrupts head regeneration by interfering with axial patterning, while in *Hydra*, a distinct injury-induced Wnt signal, separate from its well-established role in head patterning, is required for foot regeneration. These findings point to a two-phase model of Wnt signaling in *Hydra*, in which an early injury-induced Wnt burst is necessary for initiating foot regeneration through mechanisms that remain to be clearly defined, followed by the later role of Wnt in axial patterning at the oral end. Our data also reveal the need of a balance at the aboral end, where excessive activation of the transient injury-induced Wnt signal can shift the system toward head formation, producing animals with heads at both poles, a phenotype also reported in *H. vulgaris*^37^. Future studies are needed to clarify how Wnt signaling functions in these distinct contexts, both in rendering tissue competent for foot regeneration and in tipping the balance toward head regeneration.

The molecular basis for weaker injury-induced Wnt signaling in *H. oligactis* compared to *H. vulgaris* remains unclear. However, one possibility is the presence of a stronger Wnt inhibitory environment in *H. oligactis*. In *Hydra*, it is hypothesized that the head organizer establishes a morphogenetic gradient through a locally self-reinforcing Wnt signal and a secreted long-range inhibitory signal, which determines cell fate along the oral-aboral axis^9,42^. Previous studies suggest that this head inhibitory signal is a secreted Wnt antagonist^43,44^, though its precise identity remains unknown. Notably, prior studies proposed that the reason for limited foot regeneration in *H. oligactis* is higher levels of free head inhibitor compared to *H. vulgaris*^15,45^. If this inhibitor is indeed a Wnt antagonist, this would be consistent with our findings that injury-induced Wnt signaling is attenuated in *H. oligactis*. In addition, we found that foot regeneration potential in *H. oligactis* increases with greater distance from the head, further supporting the hypothesis that a Wnt-inhibitory gradient emanating from the head influences the strength of injury-induced Wnt induction and, consequently, foot regenerative capacity.

In addition to a strong Wnt inhibitory environment in *H. oligactis*, reduced transcriptional activation of injury-induced Wnt signaling genes may also contribute to its impaired foot regeneration. In *H. vulgaris*, bZIP TFs are implicated in activating the expression of Wnt signaling genes during the general injury response^19,37^. Although *H. oligactis* demonstrates injury-induced transcription of bZIP TFs comparable to *H. vulgaris* (Supplementary Fig. 11), it is possible that in *H. oligactis*, bZIP TFs fail to activate the transcription of Wnt genes due to reduced protein stability or weaker binding affinity to Wnt gene regulatory regions. 

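Injury raised bZIP transcripts at both wounds at 3 hpa. *fos* rose by 7.30 ± 0.32 (adjusted p = 3.47e-25) in FR, from 1.49 ± 0.472 to 224 ± 5.9 CPM, and by 6.06 ± 0.30 (adjusted p = 2.71e-22) in HR. *creb* rose by 1.38 ± 0.09 (adjusted p = 5.73e-19) in FR and by 1.38 ± 0.09 (adjusted p = 1.01e-18) in HR, and the AP-1 match R037979c0g1_i01 by 1.81 ± 0.06 (adjusted p = 6.11e-29) and 1.43 ± 0.06 (adjusted p = 2.36e-24). *jun* did not pass in FR (-0.14 ± 0.06, adjusted p = 0.132) or HR (-0.17 ± 0.06, adjusted p = 0.0429). As a set the 4 genes were higher in FR (adjusted p = 1.11e-09 by camera, 0.000122 with an estimated correlation) and in HR (5.6e-09, and 0.000234 with an estimated correlation), each with 3 higher and none lower. Other strong early rises in FR were the matches of dopamine receptor 4 (R030089c1g1_i01; 6.96 ± 0.33, adjusted p = 1.77e-23), calpain small subunit 1 (R029533c1g1_i01; 6.73 ± 0.41, adjusted p = 1.48e-19) and matrix metalloproteinase-24 (R039030c1g1_i01; 3.02 ± 0.15, adjusted p = 3.85e-23). In all 1060 transcripts were higher and 946 lower than at 0 hpa in FR, and 1147 and 722 in HR. Without FR library 4 at 3 hpa 1316 passed in FR, and without HR library 4 at 3 hpa 1163 in HR. RNA levels carry no information on protein stability or on DNA binding.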

Supporting this, previous research revealed stronger CREB-binding activity in nuclear extracts from *H. oligactis* injured oral tissue compared to injured aboral tissue, whereas *H. vulgaris* showed equal CREB binding activity at both wound sides^46^. Moreover, our data indicate regulatory feedback between Wnt signaling and bZIP TFs. ALP treatment causes downregulation of bZIP TFs at 3hpa in *H. oligactis*, consistent with the extended bZIP transcriptional activation observed in *H vulgaris* when inhibiting Wnt signaling with iCRT14^19^. This suggests a bidirectional regulatory relationship between bZIP TFs and Wnt signaling. 

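The fall of bZIP transcripts with ALP at 3 hpa was part of a wider one. Of the 283 transcripts that rose more than 2-fold in HR at 3 hpa, a list from other libraries than those compared here, 123 were lower with ALP at 3 hpa and none higher, with 84 lower by more than 2-fold. Their median log2 fold change with ALP was -0.89 (p = 3.85e-09 by camera with an estimated correlation). At 12 hpa their median was 0.33. The median rise from 0 to 3 hpa was 1.45 with DMSO and 0.63 with ALP. *creb* and *fos* followed this group, and each rose less with ALP, to 0.73 ± 0.09 and 6.11 ± 0.32 above FR at 0 hpa. Wnt inhibition with iCRT14 was not analysed here.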

Future research is necessary to investigate if differences in bZIP TF-mediated transcriptional activation of Wnt signaling genes contribute to the *H. oligactis* foot regeneration defect and how this process may be influenced by the stronger Wnt inhibitory gradient proposed for this species.

In our previous study, we found that prolonged injury-induced Wnt signaling is sufficient to induce ectopic head formation^19^. However, our current findings reveal that injury-induced Wnt signaling activation is not strictly required for head regeneration. Transient inhibition of Wnt signaling activation during the injury phase of regeneration delays, but does not block *H. vulgaris* head regeneration, mirroring the extended timeline we observed for *H. oligactis* head regeneration. Our findings suggest two potential, non-mutually exclusive mechanisms for establishing the Wnt organizer during *H. oligactis* head regeneration. First, the weak injury-induced expression of *wnt9/10 C* in *H. oligactis* suggests that while injury-triggered Wnt activation may contribute to head organizer formation, the associated feedforward loop could take longer to establish due to the low initial signal. Second, an unidentified mechanism may activate *Wnt* gene transcription later during head regeneration, either as the sole mechanism in *H. oligactis* or in addition to weak injury-induced Wnt activation. A similar late-acting mechanism may also function in *H. vulgaris*, enabling head regeneration even when injury-induced Wnt activation is inhibited (Fig. 4c).

Consistent with a prior study showing that knockdown of the TF Dlx2 inhibits foot regeneration^40^, placing *dlx2* as a key regulator of this process, our findings indicate that *dlx2* is the first TF expressed during rescued foot regeneration in *H. oligactis*, further supporting its function as a high-level regulator of the process. Importantly, we demonstrate that *dlx2* expression is dependent on treatment with the Wnt agonist. Thus, while our findings confirm the essential role of *dlx2* in foot regeneration across the *Hydra* genus, they also provide new evidence linking its activation to Wnt signaling. In this same vein, the TF Gata3 has also been identified as a positive regular of basal disk fate^47^, and may be downstream of *dlx2*, based on its expression dynamics in *H. oligactis* ALP-rescued foot regeneration. However, *Hydra* possess two epithelial layers, the endoderm and ectoderm, which must interact to specify the foot^48^. Interestingly, *dlx2* and *gata3* are both expressed in the ectoderm^31^, whereas *nk2*, another foot-specific TF, is expressed in the endoderm^49^. Although *nk2* has been proposed as a regulator of foot specification^49^, functional evidence remains lacking. 

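*nk2* did not pass at 3 hpa (0.11 ± 0.20, adjusted p = 0.736, ALP against DMSO) and was below DMSO at 12 hpa, when *dlx2* was above it. From 12 to 24 hpa the response of *nk2* changed sign. That of *dlx2* did not grow further, with a difference between 12 and 24 hpa of -0.41 ± 0.36 (adjusted p = 0.572). In tips with ALP *dlx2* was higher than in FR at 0 hpa by 2.53 ± 0.22 (adjusted p = 3.44e-13) at 12 hpa, and *nk2* by 1.15 ± 0.18 (adjusted p = 6.33e-07) at 24 hpa but not at 12 hpa (-0.06 ± 0.20, adjusted p = 0.868). At 3 hpa *nk2* with ALP was above 0 hpa (0.74 ± 0.18, adjusted p = 0.000861), and with DMSO it did not pass (0.62 ± 0.19, adjusted p = 0.0134). Whole tips were sequenced, so these values do not separate ectoderm from endoderm.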

Our study shows that *dlx2* is upregulated by 12 hpa in ALP-treated foot regenerating tissue, whereas *nk2* upregulation occurs at 24 hpa, suggesting that ectodermal specification may occur before endodermal specification. Future studies should investigate how Wnt signaling activates *dlx2* in the ectoderm and how ectodermal and endodermal regulatory programs interact during foot regeneration. Constructing tissue-specific gene regulatory networks will be essential to understanding how Wnt signaling coordinates regeneration across both epithelial layers.

Our findings suggest that robust foot regeneration ability is ancestral in the *Hydra* genus and that reduced foot regeneration rates are a derived trait of the Oligactis group. Unlike most *Hydra* species, which produce gametes continuously throughout life, Oligactis species exhibit semelparity, a reproductive strategy in which individuals produce a large number of gametes before dying^50^. In *H. oligactis*, exposure to low temperatures induces gametogenesis, leading to somatic senescence through stem cell exhaustion^51,52^. One possibility is that reduced foot regeneration in the Oligactis clade evolved as a trade-off associated with semelparous reproduction. Such trade-offs between regenerative capacity and sexual reproduction have been previously proposed^10^ in the semelparous planarian *Procotyla fluviatilis*, which displays a head regeneration defect that can be rescued by inhibiting Wnt signaling^6^. In planarians, it is proposed that increased Wnt signaling blocks head regeneration but exerts a beneficial effect on sexual reproduction^4^. By contrast, in *H. oligactis*, we observed that low injury-induced Wnt activation is a cause of low foot regeneration rates, suggesting that in this case, sexual reproduction benefited from low Wnt signaling. Similar trade-offs involving Wnt signaling may occur in other animals. For example, sexually mature male zebrafish show impaired regeneration of amputated pectoral fins due to androgen-driven inhibition of Wnt signaling, which can be reversed by pharmacological activation of Wnt signaling^53^. These examples suggest that adaptations modulating reproduction may compromise regenerative capacity, highlighting the need for further research on how Wnt signaling mediates the trade-off between reproductive strategies and regeneration in *Hydra* and other animals.

While Wnt signaling activation during regeneration is a shared feature among distantly related animals, the gene regulatory networks linking early injury response to Wnt signaling activation are not entirely conserved across taxa^1^. Such variation limits our ability to draw broad conclusions about the evolutionary gain or loss of regenerative abilities, underscoring the need for more comparative studies. However, comparisons across long evolutionary distances can be difficult to interpret due to the distinct biological contexts in which these molecular pathways function. For this reason, studies of closely related animals with varying regenerative abilities, such as previously published studies in planarians and the one presented here, provide valuable insights into specific evolutionary rewiring events in the gene regulatory networks underlying regeneration. Such research can reveal the molecular changes driving the diversity of regenerative capacity observed across animals. By identifying these evolutionary changes, we may uncover the molecular requirements necessary to induce regeneration in animals with limited regenerative potential.

## Methods

### *Hydra* strains and culture

Here, we used two strains of *H. oligactis*. The Cold Resistant Swiss strain provided by Brigitte Galliot was used only in regeneration experiments shown in Supplementary Fig. 1[51]. The second strain used for all remaining *H. oligactis* experiments was collected in Innsbruck, Austria, and adapted to laboratory conditions by Bert Hobmayer^19^. *H. vulgaris* AEP strain was used for comparative approaches throughout this work. The remaining *Hydra* species used for the regeneration experiments shown in Fig. 1: *H. oxycnida* (AUT08a, Austria)*, H. hymanae* (CA25a, USA), and *H. viridissima* (665a, Peru), were collected and provided by Ruthie B. Spencer, Daniel E. Martínez, and Robert E. Steele. The taxonomical classification of these *Hydra* species was validated by sequencing a fragment of nuclear ribosomal DNA that included 18S (partial), the internal transcribed spacer 1 (ITS; complete), 5.8S (complete), ITS2 (complete) and 28S partial, amplified using primers designed to anneal to the 18S (5′-CACCGCCCGTCGCTACTACCGATTGAATGG-3′) and 28S (5′-CCGCTTCACTCGCCGTTACTAGGGGAATCC-3′) ribosomal genes. All *Hydra* species were kept in *Hydra* medium (0.38 mM CaCl_2_, 0.32 mM MgSO_4_ X 7H2O, 0.5 mM NaHCO_3_, 0.08 mM K_2_CO_3_), and fed three days per week with Brine Shrimp during experimentation. All animals used in this study were kept in their asexual stage; no sex induction was performed, given that the conditions required to induce sexual differentiation in *Hydra* are impractical and not required for the observation of regeneration.

### Phylogenetic analysis

The taxonomy of the *Hydra* genus has already been reported in detail^30^. To show the topology of the tree for the species used in this study (Fig. 1a), we selected representative validated species from each major group in the *Hydra* genus phylogeny, and the sequence for CO1 was used to build a maximum likelihood tree with a GTR + G + I model using MEGA^54^. Sequences of CO1 used are provided in the Source Data file 1.

### Regeneration assays and foot peroxidase staining

Amputations were performed under a stereoscopic microscope using a millimetric grid to precisely measure the distance from the head. Head regeneration was measured by assessing the presence of the first two tentacle buds. Foot regeneration was primarily assessed visually by identifying basal disk morphology under a stereoscopic microscope at 144 hpa, since no new foot regeneration was observed after this point in any of the species tested. Foot regeneration data for all species shown on Fig. 1 is provided in the Source data file 2. To further test for the presence of a regenerated basal disk, foot peroxidase assays were performed in *H. oligactis* polyps nine days after amputation. Animals were relaxed in 2% urethane for 5 min, then fixed in 4% formaldehyde at room temperature for 1 h. Animals were then rinsed three times in phosphate buffer saline solution (PBS) + 0.25% Triton X-100 for 5 min each. Foot peroxidase staining was performed by incubating animals for 15 min in a solution of 0.02% diaminobenzidine, 0.25 % Triton X-100, and 0.003% hydrogen peroxide in PBS. Following staining, animals were rinsed in PBS + 0.25% Triton X-100 for 30 min, then placed in 25% glycerol for 5 min, followed by 50% glycerol for mounting.

### Lateral head organizer grafting

For each time point tested, three biological replicates of at least 10 *H. vulgaris* and 10 *H. oligactis* were bisected. A small portion of tissue from the oral wound site was excised and set aside for grafting. Host animals were punctured at the mid-section of the body using a scalpel. The regenerating tissue from the donor oral wound site was picked up with entomological tweezers and inserted into the puncture site of the host animal. The grafted tissue was held in place against the host’s body column using tweezers and a dissection needle for 5 min, allowing it to adhere. Lateral head formation in the host animals was evaluated every 24 h for 6 days, after which total number of animals with lateral heads was counted. Lateral head formation data is provided in the Source Data file 10.

### Alsterpaullone (ALP) and iCRT14 treatments

For ALP treatments, three biological replicates of at least 20 top halves and bottom halves of bisected *H. oligactis* were incubated in either 0.05% DMSO or ALP at 2.5 µM, 5 µM, or 10 µM in *Hydra* medium for 3 h. Following treatment, animals were immediately washed, and foot or head regeneration was assessed 144 h post-amputation. During this period, animals were fed 3 times per week. For iCRT14 treatments, four biological replicates of at least 29 *H. vulgaris* were incubated in 5 µM iCRT14 or 0.05% DMSO for 12 h post-bisection. After treatment, both halves of the animals were washed and monitored for head and foot regeneration every 24 h for 96 h. Animals were fed every 48 h following amputation. Foot and Head regeneration data for iCRT14 treated *H. vulgaris* are provided in Source data file 11. Foot regeneration data for ALP-treated *H. oligactis* is provided in Source data file 12. Foot regeneration data for iCRT14-treated *H. oligactis* is provided in Source data file 19.

### RNA-seq library preparation

For each regeneration sample, at least three biological replicates of 30 *H. oligactis* were starved for 48 h prior to bisection. Following 50% bisection, animals were incubated in either 0.05% DMSO or 5 µM ALP for 3 h, then washed with *Hydra* medium. For the 0 h post-amputation samples, animals were exposed to DMSO or 5 µM ALP for 30 s, then washed before RNA extraction. Regenerating animals were allowed to regenerate for 3, 12 or 48 h, after which they were rinsed with *Hydra* medium and the tissue adjacent to the oral and aboral injury sites was excised for RNA extraction. The amount of tissue collected for each sample was approximately one sixth of the total body length. For ALP-treated samples, only the aboral injury site was collected. In addition, three biological replicates of 30 animals were used to collect homeostatic head tissue by decapitating just below the tentacle ring, and three biological replicates of 30 feet (peduncle + basal disk) were obtained as homeostatic foot samples. A second batch included three biological replicates of 24 hpa in DMSO and ALP, as well as three biological replicates of 0 hpa samples in DMSO and two biological replicates of homeostatic head and foot following the same conditions. Total RNA was extracted from the excised tissue fragments using Trizol^TM^ (Thermo Fisher Scientific), followed by DNA decontamination with DNAse I (R1013, Zymo Research). A final RNA purification step was performed using the Zymo RNA Clean and Concentrator kit (R1017, Zymo Research) according to the manufacturer’s instructions. Poly(A)-enriched mRNA libraries were prepared, and 150 bp paired-end sequencing was performed on a NovaSeq 6000 by Novogene Co.

### RNA-seq and computational analysis

Low-quality base calls and sequencing adapters were filtered out using Trimmomatic V.0.36. The reference transcriptome for mapping the trimmed reads was obtained by downloading the *H. oligactis* Cold Resistant (Swiss Strain) transcriptome from https://hydratlas.unige.ch/^55^. BUSCO analysis^56^, revealed a high degree of redundancy (26.3% duplicates) in this transcriptome. To reduce the redundancy, Evidentialgene tr2aacds.pl (v2017.12.21) was used to decrease redundancy^57^. BUSCO stats for both the original transcriptome and reduced transcriptome are shown in Supplementary Table 2. The resulting reduced reference (Supplementary Data file 8) was then used for mapping the trimmed reads and calculating transcript counts using RSEM^58^. For annotation, predicted coding sequences were analyzed using IntersProScan^59^, and Blast against SwissProt. Also, we recovered orthogroups from a previous study in our lab, where *H. oligactis* and *H. vulgaris* predicted proteomes were analyzed against 42 other animal proteomes^23,33^, allowing the recovery of orthologs between both *Hydra* species and humans. In addition, batch effects were corrected using ComBat_seq R-package^60^. Normalization of transcript counts and differential expression analysis were performed using Edge R^61^, with gene expression differences assessed using glmTreat and a false discovery rate of 0.01. Results are provided in the Source data file 4 and Source data file 13. Additionally, *H. vulgaris* counts from our previous study^19^, were reanalyzed using glmTreat to calculate differentially expressed genes for comparison. Principal Component Analysis, heatmaps, and gene expression plots were generated using *in-house* scripts.

For Orthoclust analysis, FPKMs for *H. oligactis* and *H. vulgaris* mapped reads were calculated with RSEM, and reciprocal orthology was determined using ReciprocalBlastHit.py^62^. In addition, orthology was confirmed with our OrthoFinder ortholog annotations. OrthoClust was run with a *p* value of 0.001, correlation threshold of 0.975, and a Kappa value of 2.

Differences in gene expression patterns over time between DMSO and ALP treatments were analyzed using maSigPro, with Q set at 0.05 and *R*^2^ at 0.8. Gene Ontology enrichment analysis of maSigPro clusters was performed using FuncAssociate 3.0.

### RNA fluorescent in situ hybridization (FISH)

FISH was performed following a previously published protocol for *H. vulgaris*^31^, with the only modification being the use of 250 ng of probe per sample for hybridization. Probe detection was carried out using Alexa Fluor 594 tyramide reagent (ThermoFisher). The primers used to amplify a region of *wnt3* to synthesize the RNA probe were acquired through Integrated DNA Technologies, Inc. (*H. oligactis* FW 5′-AACTGTGGATGGCTCTTGGG-3′ and RV 5′-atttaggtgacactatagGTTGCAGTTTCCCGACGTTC-3′; *H. vulgaris*: FW 5′-GCGTTGCAGAAGGAATACGA-3′ and RV 5′- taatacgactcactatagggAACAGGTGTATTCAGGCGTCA-3′), *dlx2* primers were acquired through the same provider (*H. oligactis* FW 5′- GCCGCCATTAGACAACAACA-3′ and RV 5′- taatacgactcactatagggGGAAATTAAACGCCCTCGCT-3′; *H. vulgaris*: FW 5′- ACGGATGGAAGTGGAAGGGT-3′ and RV 5′- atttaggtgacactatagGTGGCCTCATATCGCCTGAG-3′). Confocal images were acquired using the Zeiss 980 LSM with Airyscan 2 confocal microscope. Z-stack images were analyzed with Fiji^63^.

### Statistical information

Results for secondary axis formation from a regenerating graft are shown in average percentage of three different biological replicates for each time point and species. Error bars represent the standard deviation. Three biological replicates of at least 10 grafted animals were recorded for each time point and species of *Hydra* (*n*_OLI_0hpa_ = 32, *n*_OLI_3hpa_ = 30, *n*_OLI_8hpa_ = 33, *n*_OLI_16hpa_ = 34, *n*_OLI_24hpa_ = 36, *n*_OLI_48hpa_ = 35, *n*_AEP_0hpa_ = 31, *n*_AEP_3hpa_ = 32, *n*_AEP_8hpa_ = 32, *n*_AEP_16hpa_ = 32, *n*_AEP_24hpa_ = 35, *n*_AEP_48hpa_ = 33). Ectopic head frequency can be found in Source data file 10. Significance of the difference in secondary axis formation between species was evaluated through a two-way ANOVA, using the “aov” function from the “stats” package in R. This analysis showed that there is a significant difference (*p* value = 2.55 × 10^-5^, F-value = 23.91, df = 1) in secondary axis formation between *H. oligactis* and *H. vulgaris*.

Results for foot regeneration after ALP treatment with different concentrations was shown as the mean foot regeneration percentage of three biological replicates of at least 21 animals for each tested concentration; the *n* for each biological replicate were distributed as follows, DMSO: *n*_1_ = 26, *n*_2_ = 24, n_3_ = 24; ALP 2.5 µM: *n*_1_ = 21, *n*_2_ = 21, *n*_3_ = 23, *n*_4_ = 24; ALP 5 µM: *n*_1_ = 23, *n*_2_ = 23, *n*_3_ = 23; and ALP 10: *n*_1_ = 24, *n*_2_ = 22, *n*_3_ = 24. Error bars in Fig. 4e represent standard deviation of the mean foot regeneration percentage across replicates. The difference in foot regeneration percentage between tested ALP concentrations and DMSO treated control was evaluated with a two-tailed *t*-test using the “t.test” function from the “stats” package in R. The 2.5 µM ALP showed a significant difference when compared against DMSO controls (*p* value = 0.0214, *t* = −6.7251, df = 2, 95 percent confidence interval: −29.049058 −6.381212, mean difference = −17.71514). The 5 µM ALP showed a significant difference when tested against DMSO controls (*p* value = 0.01538, *t* = −7.9702, df = 2, 95 percent confidence interval: −67.42184 −20.14784, mean difference = -43.78484). Finally, 10 µM ALP showed a significant difference when compared against DMSO controls (*p* value = 0.02139, *t* = −6.7273, df = 2, 95 percent confidence interval: −48.14650 −10.58366, mean difference = −29.36508). Experimental details about foot regeneration in ALP-treated *H. oligactis* are provided in the Source data file 12.

Results for head and foot regeneration for iCRT14-treated *H. vulgaris* are shown as a mean percentage of three different biological replicates distributed as follows, head regeneration in iCRT14-treated animals: *n*_1_ = 29, *n*_2_ = 30, *n*_3_ = 30; and DMSO control animals: *n*_1_ = 29, *n*_2_ = 29, *n*_3_ = 29. Foot regeneration in iCRT14-treated animals: *n* = 30, *n*_2_ = 30, n_3_ = 30; and DMSO controls: *n*_1_ = 29, *n*_2_ = 30, *n*_3_ = 30. Error bars in Fig. 4b, c represent the standard deviation in the mean foot and head regeneration percentages observed across replicates. Experimental details for iCRT14-treated *H. vulgaris* can be found in Source data file 11. Significance of the difference in foot regeneration and head regeneration percentage across time between conditions in *H. vulgaris* was evaluated through a two-way ANOVA using the “aov” function from the “stats” package in R. This analysis showed that there is a significant difference in foot regeneration percentage (two-way ANOVA, *p* value = 0.002824, F-value = 4.99, df = 12) between DMSO-treated and iCRT14-treated *H. vulgaris*. No statistical difference was found in head regeneration percentage between DMSO-treated and iCRT14 treated *H. vulgaris*.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data 1-8

Reporting Summary

## Source data

Source data

## Data Availability

The data generated in this study are provided in the Supplementary Information and Source Data files. Source data are provided with this paper. FASTQ files for raw RNA-seq reads and raw counts from RNA-seq are deposited in the Gene Expression Omnibus under the Bio Project accession number PRJNA1231128. Data generated in this study are also available through Figshare under: 10.6084/m9.figshare.28620101 Source data are provided with this paper.

## Code availability

All scripts for data analysis used in this study are available through GitHub under: https://github.com/cejuliano/oligactis_foot_regeneration. This GitHub release version can be cited using 10.5281/zenodo.17476370.

## References

[1] Srivastava, M. Beyond casual resemblance: rigorous frameworks for comparing regeneration across species. *Annu. Rev. Cell Dev. Biol.***37**, 415–440 (2021).34288710 10.1146/annurev-cellbio-120319-114716

[2] Bely, A. E. Evolutionary loss of animal regeneration: pattern and process. *Integr. Comp. Biol.***50**, 515–527 (2010).21558220 10.1093/icb/icq118

[3] Ivankovic, M. et al. Model systems for regeneration: planarians. *Development***146**, dev167684 (2019).10.1242/dev.16768431511248

[4] Vila-Farré, M. et al. Evolutionary dynamics of whole-body regeneration across planarian flatworms. *Nat. Ecol. Evol.***7**, 2108–2124 (2023).37857891 10.1038/s41559-023-02221-7PMC10697840

[5] Liu, S.-Y. et al. Reactivating head regrowth in a regeneration-deficient planarian species. *Nature***500**, 81–84 (2013).23883932 10.1038/nature12414

[6] Sikes, J. M. & Newmark, P. A. Restoration of anterior regeneration in a planarian with limited regenerative ability. *Nature***500**, 77–80 (2013).23883929 10.1038/nature12403PMC3812084

[7] Umesono, Y. et al. The molecular logic for planarian regeneration along the anterior–posterior axis. *Nature***500**, 73–76 (2013).23883928 10.1038/nature12359

[8] Gurley, K. A., Rink, J. C. & Alvarado, A. S. Catenin defines head versus tail identity during planarian regeneration and homeostasis. *Science***319**, 323–327 (2008).18063757 10.1126/science.1150029PMC2755502

[9] Hobmayer, B. et al. WNT signalling molecules act in axis formation in the diploblastic metazoan Hydra. *Nature***407**, 186–189 (2000).11001056 10.1038/35025063

[10] Ramirez, A. N., Loubet-Senear, K. & Srivastava, M. A regulatory program for initiation of Wnt signaling during posterior regeneration. *Cell Rep.***32**, 108098 (2020).32877680 10.1016/j.celrep.2020.108098

[11] Takeo, M. et al. Wnt activation in nail epithelium couples nail growth to digit regeneration. *Nature***499**, 228–232 (2013).23760480 10.1038/nature12214PMC3936678

[12] Srivastava, M., Mazza-Curll, K. L., van Wolfswinkel, J. C. & Reddien, P. W. Whole-body acoel regeneration is controlled by Wnt and Bmp-Admp signaling. *Curr. Biol.***24**, 1107–1113 (2014).24768051 10.1016/j.cub.2014.03.042

[13] Stoick-Cooper, C. L. et al. Distinct Wnt signaling pathways have opposing roles in appendage regeneration. *Development***134**, 479–489 (2007).17185322 10.1242/dev.001123

[14] Dunn, C. W., Giribet, G., Edgecombe, G. D. & Hejnol, A. Animal phylogeny and its evolutionary implications. *Annu. Rev. Ecol. Evol. Syst.***45**, 371–395 (2014).

[15] Hoffmeister, S. Analysis of a foot regeneration deficient strain of Hydra oligactis. *Mech. Dev.***35**, 181–192 (1991).1768619 10.1016/0925-4773(91)90017-z

[16] Kobayakawa, Y. & Kodama, R. Foot formation in *Hydra*: commitment of the basal disk cells in the lower peduncle. *Dev. Growth Differ.***44**, 517–526 (2002).12492510 10.1046/j.1440-169x.2002.00664.x

[17] Broun, M., Gee, L., Reinhardt, B. & Bode, H. R. Formation of the head organizer in Hydra involves the canonical Wnt pathway. *Development***132**, 2907–2916 (2005).15930119 10.1242/dev.01848

[18] Lengfeld, T. et al. Multiple Wnts are involved in Hydra organizer formation and regeneration. *Dev. Biol.***330**, 186–199 (2009).19217898 10.1016/j.ydbio.2009.02.004

[19] Cazet, J., Cho, A. & Juliano, C. Generic injuries are sufficient to induce ectopic Wnt organizers in Hydra. *Elife***10**, e60562 (2021).10.7554/eLife.60562PMC804974433779545

[20] Gufler, S. et al. β-Catenin acts in a position-independent regeneration response in the simple eumetazoan Hydra. *Dev. Biol.***433**, 310–323 (2018).29108673 10.1016/j.ydbio.2017.09.005

[21] Stückemann, T. et al. Antagonistic self-organizing patterning systems control maintenance and regeneration of the anteroposterior axis in planarians. *Dev. Cell***40**, 248–263.e4 (2017).28171748 10.1016/j.devcel.2016.12.024

[22] Lovely, A. M. et al. Wnt signaling coordinates the expression of limb patterning genes during axolotl forelimb development and regeneration. *Front. Cell Dev. Biol.***10**, 814250 (2022).10.3389/fcell.2022.814250PMC906888035531102

[23] Cazet, J. F. et al. A chromosome-scale epigenetic map of the *Hydra* genome reveals conserved regulators of cell state. *Genome Res.***33**, 283–298 (2023).36639202 10.1101/gr.277040.122PMC10069465

[24] Hoffmeister, S. & Schaller, H. C. A new biochemical marker for foot-specific cell differentiation in hydra. *Wilehm Roux Arch. Dev. Biol.***194**, 453–461 (1985).

[25] Grens, A., Gee, L., Fisher, D. A. & Bode, H. R. CnNK-2, an NK-2 homeobox gene, has a role in patterning the basal end of the axis in hydra. *Dev. Biol.***180**, 473–488 (1996).8954720 10.1006/dbio.1996.0321

[26] Krishnapati, L.-S. & Ghaskadbi, S. Identification and characterization of VEGF and FGF from Hydra. *Int. J. Dev. Biol.***57**, 897–906 (2013).24623082 10.1387/ijdb.130077sg

[27] Moros, M. et al. The aquatic invertebrate Hydra vulgaris releases molecular messages through extracellular vesicles. *Front. Cell Dev. Biol.***9**, 788117 (2021).10.3389/fcell.2021.788117PMC872110434988080

[28] Shostak, S. Structural cell number and regeneration in *Chlorohydra viridissima*. *J. Exp. Zool.***222**, 69–75 (1982).

[29] Shirokova, V. N., Begas, O. S., Knyazev, N. A. & Samoilovich, M. P. Antigenic marker of differentiated cells of a hydra basal disc. *Cell Tissue Biol.***3**, 84–92 (2009).19281046

[30] Martínez, D. E. et al. Phylogeny and biogeography of Hydra (Cnidaria: Hydridae) using mitochondrial and nuclear DNA sequences. *Mol. Phylogenet Evol.***57**, 403–410 (2010).20601008 10.1016/j.ympev.2010.06.016

[31] Siebert, S. et al. Stem cell differentiation trajectories in *Hydra* resolved at single-cell resolution. *Science***365**, eaav9314 (2019).31346039 10.1126/science.aav9314PMC7104783

[32] Yan, K.-K. et al. OrthoClust: an orthology-based network framework for clustering data across multiple species. *Genome Biol.***15**, R100 (2014).25249401 10.1186/gb-2014-15-8-r100PMC4289247

[33] Emms, D. M. & Kelly, S. OrthoFinder: solving fundamental biases in whole genome comparisons dramatically improves orthogroup inference accuracy. *Genome Biol.***16**, 157 (2015).26243257 10.1186/s13059-015-0721-2PMC4531804

[34] Browne, E. N. The production of new hydranths in Hydra by the insertion of small grafts. *J. Exp. Zool.***7**, 1–23 (1909).

[35] MacWilliams, H. K. Hydra transplantation phenomena and the mechanism of Hydra head regeneration. *Dev. Biol.***96**, 239–257 (1983).6825956 10.1016/0012-1606(83)90325-1

[36] Reddy, P. C. et al. Molecular signature of an ancient organizer regulated by Wnt/β-catenin signalling during primary body axis patterning in Hydra. *Commun. Biol.***2**, 434 (2019).10.1038/s42003-019-0680-3PMC687975031799436

[37] Tursch, A. et al. Injury-induced MAPK activation triggers body axis formation in Hydra by default Wnt signaling. 10.1073/pnas (2022).10.1073/pnas.2204122119PMC943637235994642

[38] Conesa, A., Nueda, M. J., Ferrer, A. & Talón, M. maSigPro: a method to identify significantly differential expression profiles in time-course microarray experiments. *Bioinformatics***22**, 1096–1102 (2006).16481333 10.1093/bioinformatics/btl056

[39] Tursch, A. & Holstein, T. W. From injury to patterning—MAPKs and Wnt signaling in Hydra. in 381–417 10.1016/bs.ctdb.2023.01.003 (2023).10.1016/bs.ctdb.2023.01.00336967201

[40] Ferenc, J. et al. Mechanical oscillations orchestrate axial patterning through Wnt activation in *Hydra*. *Sci. Adv.***7**, eabj6897 (2021).10.1126/sciadv.abj6897PMC866425734890235

[41] Veschgini, M. et al. Wnt/β-catenin signaling induces axial elasticity patterns of Hydra extracellular matrix. *iScience***26**, 106416 (2023).37009232 10.1016/j.isci.2023.106416PMC10050647

[42] Gierer, A. & Meinhardt, H. A theory of biological pattern formation. *Kybernetik***12**, 30–39 (1972).4663624 10.1007/BF00289234

[43] Augustin, R. et al. Dickkopf related genes are components of the positional value gradient in Hydra. *Dev. Biol.***296**, 62–70 (2006).16806155 10.1016/j.ydbio.2006.04.003

[44] Nakamura, Y., Tsiairis, C. D., Özbek, S. & Holstein, T. W. Autoregulatory and repressive inputs localize *Hydra Wnt3* to the head organizer. *Proc. Natl. Acad. Sci. USA***108**, 9137–9142 (2011).21576458 10.1073/pnas.1018109108PMC3107325

[45] Hoffmeister, S. A. H. & Schaller, H. C. Head activator and head inhibitor are signals for nerve cell differentiation in hydra. *Dev. Biol.***122**, 72–77 (1987).

[46] Galliot, B., Welschof, M., Schuckert, O., Hoffmeister, S. & Schaller, H. C. The cAMP response element binding protein is involved in hydra regeneration. *Development***121**, 1205–1216 (1995).7743932 10.1242/dev.121.4.1205

[47] Ferenc, J. et al. A transcription factor toggle switch determines differentiated epidermal cell identities in Hydra. *Development***152**, dev204725 (2025).10.1242/dev.20472540824680

[48] Bosch, T. C. G., Anton-Erxleben, F., Hemmrich, G. & Khalturin, K. The Hydra polyp: nothing but an active stem cell community. *Dev. Growth Differ.***52**, 15–25 (2010).19891641 10.1111/j.1440-169X.2009.01143.x

[49] Siebert, S., Thomsen, S., Reimer, M. M. & Bosch, T. C. G. Control of foot differentiation in Hydra: phylogenetic footprinting indicates interaction of head, bud and foot patterning systems. *Mech. Dev.***122**, 998–1007 (2005).15922570 10.1016/j.mod.2005.04.010

[50] Davies, R. W. & Dratnal, E. Differences in energy allocation during growth and reproduction by semelparous and iteroparous Nephelopsis obscura (Erpobdellidae). *Arch. Hydrobiol.***138**, 45–55 (1996).

[51] Tomczyk, S. et al. Deficient autophagy in epithelial stem cells drives aging in the freshwater cnidarian *Hydra*. *Dev**elopment***147**, dev177840 (2020).10.1242/dev.177840PMC698371531862842

[52] Yoshida, K., Fujisawa, T., Hwang, J. S., Ikeo, K. & Gojobori, T. Degeneration after sexual differentiation in hydra and its relevance to the evolution of aging. *Gene***385**, 64–70 (2006).17011141 10.1016/j.gene.2006.06.031

[53] Nachtrab, G., Czerwinski, M. & Poss, K. D. Sexually dimorphic fin regeneration in zebrafish controlled by androgen/GSK3 signaling. *Curr. Biol.***21**, 1912–1917 (2011).22079110 10.1016/j.cub.2011.09.050PMC3236601

[54] Tamura, K., Stecher, G. & Kumar, S. MEGA11: molecular evolutionary genetics analysis version 11. *Mol. Biol. Evol.***38**, 3022–3027 (2021).33892491 10.1093/molbev/msab120PMC8233496

[55] Wenger, Y., Buzgariu, W., Perruchoud, C., Loichot, G. & Galliot, B. Generic and context-dependent gene modulations during *Hydra* whole body regeneration. Preprint at 10.1101/587147 (2019).

[56] Simão, F. A., Waterhouse, R. M., Ioannidis, P., Kriventseva, E. V. & Zdobnov, E. M. BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. *Bioinformatics***31**, 3210–3212 (2015).26059717 10.1093/bioinformatics/btv351

[57] Don Gilbert. Gene-omes built from mRNA seq not genome DNA. In *Proc. 7th Annual Arthropod Genomics Symposium*. (Notre Dame, 2013).

[58] Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinforma.***12**, 323 (2011).10.1186/1471-2105-12-323PMC316356521816040

[59] Jones, P. et al. InterProScan 5: genome-scale protein function classification. *Bioinformatics***30**, 1236–1240 (2014).24451626 10.1093/bioinformatics/btu031PMC3998142

[60] Zhang, Y., Parmigiani, G. & Johnson, W. E. ComBat-seq: batch effect adjustment for RNA-seq count data. *NAR Genom. Bioinform.***2**, lqaa078 (2020).10.1093/nargab/lqaa078PMC751832433015620

[61] Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics***26**, 139–140 (2010).19910308 10.1093/bioinformatics/btp616PMC2796818

[62] Lee, J., Heath, L. S., Grene, R. & Li, S. Comparing time series transcriptome data between plants using a network module finding algorithm. *Plant Methods***15**, 61 (2019).31164912 10.1186/s13007-019-0440-xPMC6544932

[63] Schindelin, J. et al. Fiji: an open-source platform for biological-image analysis. *Nat. Methods***9**, 676–682 (2012).22743772 10.1038/nmeth.2019PMC3855844

# Supplementary material for: Wnt signaling restores evolutionary loss of robust foot regeneration rates in Hydra
**Source:** Nat Commun. 2025 Dec 10;16:11447. doi: 10.1038/s41467-025-66299-2
**Supplement:** Supplementary file 1 — Supplementary Information

Wnt signaling restores evolutionary loss of robust foot regeneration rates in *Hydra*

Sergio E. Campos, Sahar Naziri, Jackson Crane, Jennifer Tsverov, Ben D. Cox, Craig Ciampa, Ruthie B. Spencer, Robert E. Steele, Daniel E. Martínez & Celina E. Juliano

Supplementary Information

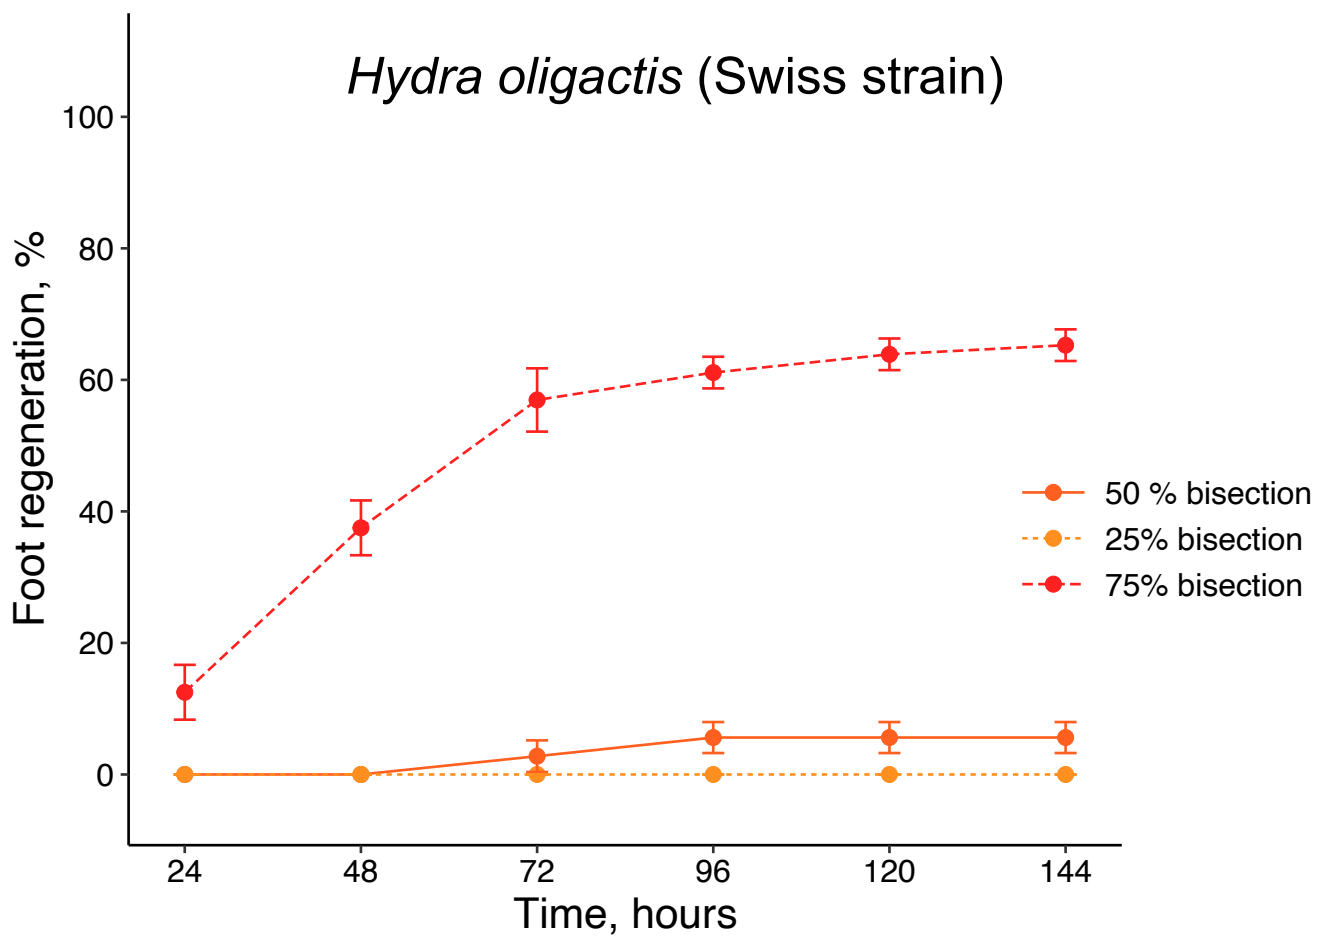

Supplementary Fig. 1. The *Hydra oligactis* Swiss strain displays low foot regeneration rates similar to the Innsbruck strain. Line plots showing mean foot regeneration percentage in *H. oligactis* Swiss strain with bisections at different body lengths. Approximately 5% of *H. oligactis* Swiss strain polyps bisected at 50% body length successfully regenerated their feet (solid orange line), while the remaining ~95% remained footless. In polyps bisected at 25% body length, 100% remained footless (light orange dotted line). Polyps bisected at 75% body length exhibited a higher foot regeneration potential, with over 60% successfully regenerating feet (dark orange dashed line). See Figure 1F for diagram of amputation sites. Three biological replicates were performed for each type of bisection (50% bisection: $n_1 = 24$, $n_2 = 24$, $n_3 = 23$. 25% bisection: $n_1 = 24$, $n_2 = 24$, $n_3 = 24$. 75% bisection: $n_1 = 24$, $n_2 = 24$, $n_3 = 24$). Error bars represent standard deviation of the three replicates and the data points represent the average percentage of foot regeneration at each time point. The underlying data for this figure is provided in Source Data File 2.

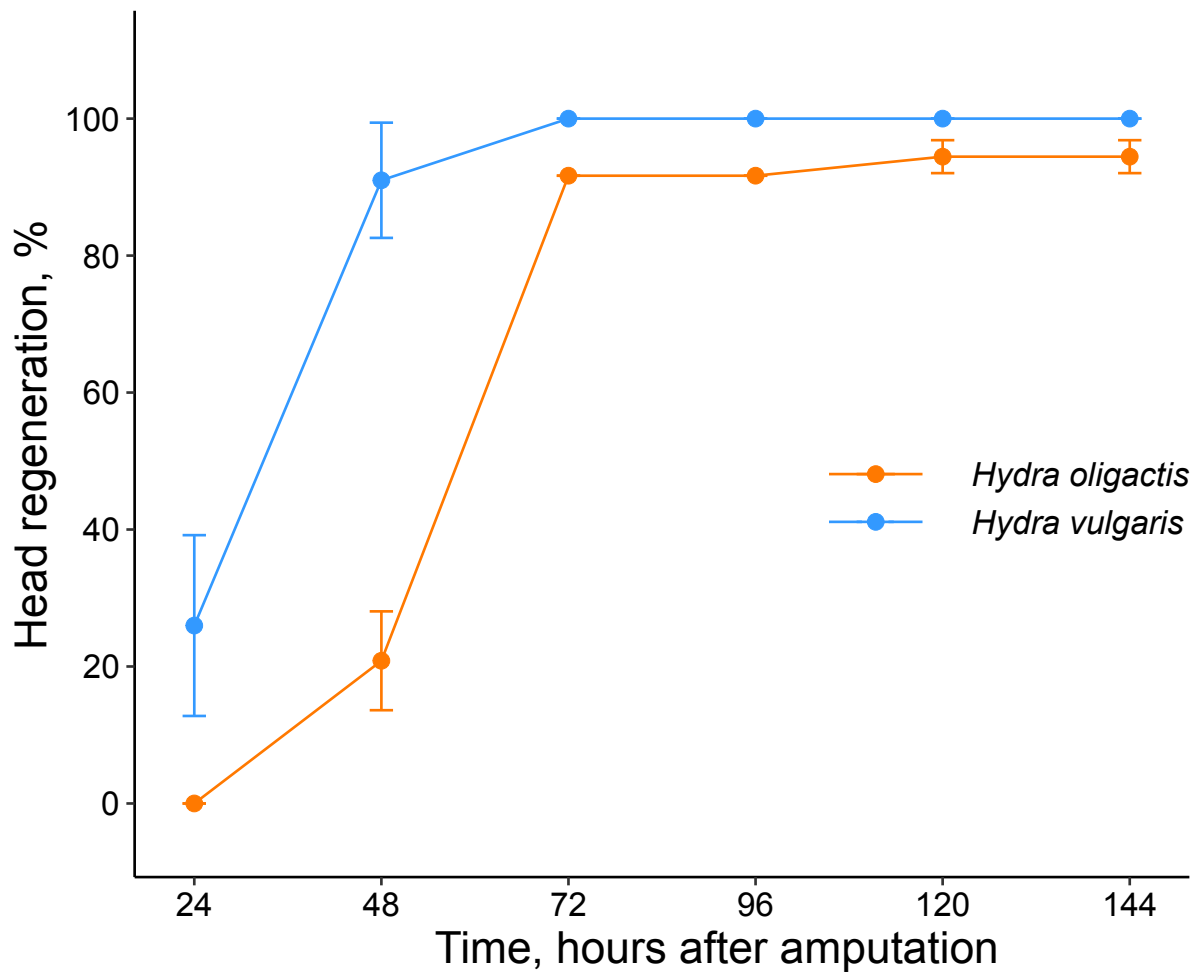

Supplementary Fig. 2. Head regeneration occurs at a slower rate in *H. oligactis*

Innsbruck 12 strain as compared to *H. vulgaris*. Line plots showing mean head regeneration in *H. oligactis* and *H. vulgaris*. By 48 hpa, approximately 90% of bisected *H. vulgaris* regenerate their heads as determined by the appearance of tentacle buds (blue line), whereas only about 20% of *H. oligactis* achieve head regeneration within the same time frame (orange line). Three biological replicates were performed for each species (*H. oligactis*: $n_1 = 24$, $n_2 = 24$ and $n_3 = 24$. *H. vulgaris*: $n_1 = 29$, $n_2 = 29$ and $n_3 = 29$). Error bars represent the standard deviation of the mean of three biological replicates and the data points represent the average percentage of head regeneration at each time point. The underlying data for this figure is provided in Source Data File 2.

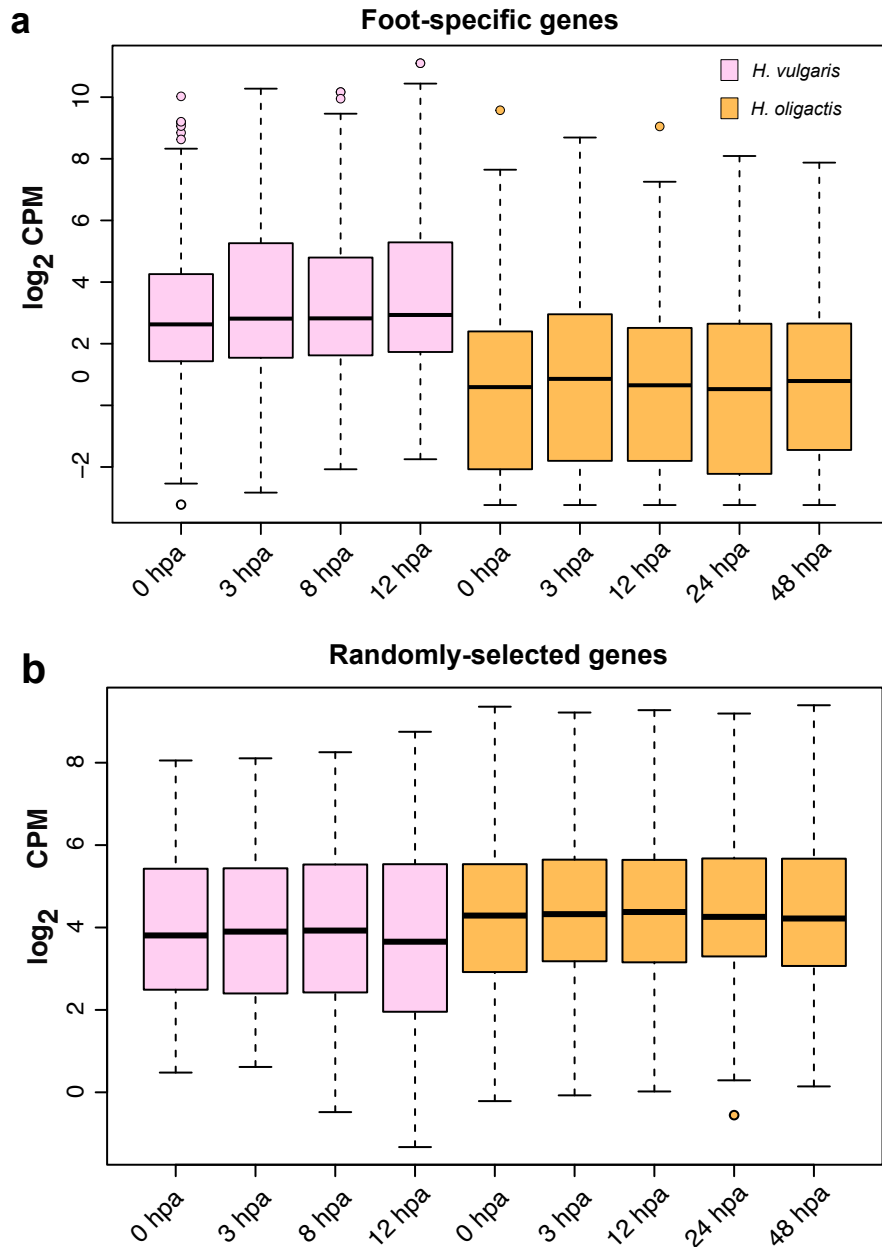

Supplementary Fig. 3. Foot regeneration genes are expressed at lower levels in *H. oligactis* compared to *H. vulgaris*. (a) Boxplots showing expression levels of 154 orthologs from the foot-specific gene list identified between *H. oligactis* and *H. vulgaris* reference transcriptomes. (b) Boxplots of 63 randomly selected orthologs between *H. oligactis* and *H. vulgaris* plotted as controls. The $\log_2$ counts per million (CPM) for these transcripts were plotted over the course of foot regeneration in *H. vulgaris* (pink boxplots) and *H. oligactis* (orange boxplots). Foot-specific genes were consistently expressed at lower levels in *H. oligactis* as compared to *H. vulgaris*, including at 0 hpa. The boxes represent quartile group 2 and quartile group 3, the bold line represents the median $\log_2$ CPM, the whiskers represent the theoretical maximum and minimum values for the $\log_2$ CPM distribution. Outliers are shown beyond the whiskers. Randomly sorted genes were taken from the foot-specific genes worksheet in Supplementary Data file 1. The data for the genes plotted in this figure is provided in Source Data file 17.

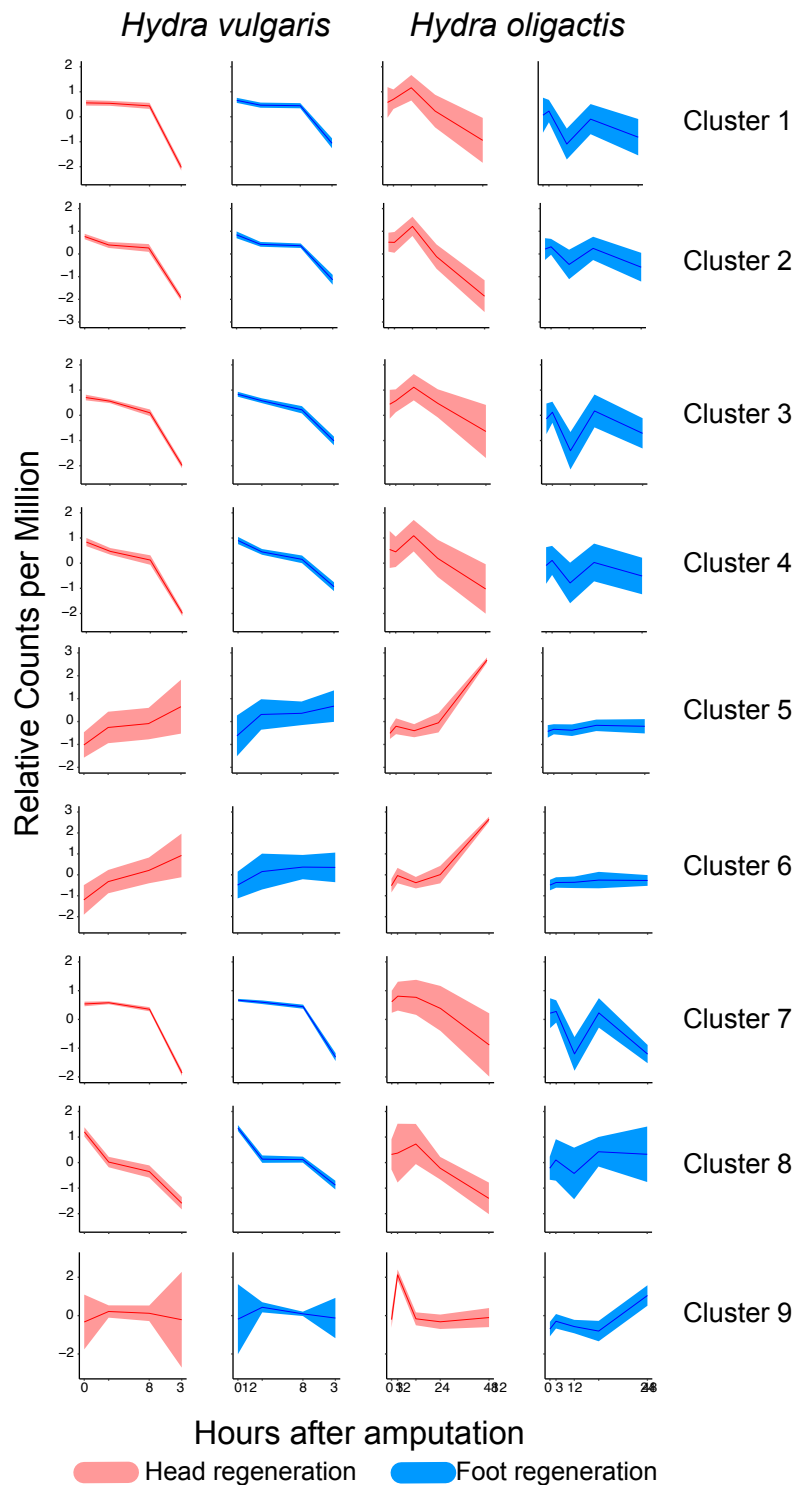

Supplementary Fig. 4. Gene co-expression analysis using the OrthoClust pipeline identified nine distinct clusters of orthologous genes with varying expression patterns between *H. oligactis* and *H. vulgaris*. Red ribbon plots depict the mean expression patterns of clustered genes in oral regenerating tissue, while blue ribbon plots represent expression patterns in aboral injured tissue. Expression profiles for *H. vulgaris* clusters are shown on the left, corresponding profiles for *H. oligactis* are shown on the right. Note that the *H. oligactis* RNA-seq data spans a longer time frame (0-48 hpa) as compared to the *H. vulgaris* data (0-12 hpa). Light colored shading represents standard deviation. The underlying gene expression data used to conduct this analysis is provided in Supplementary Data File 5.

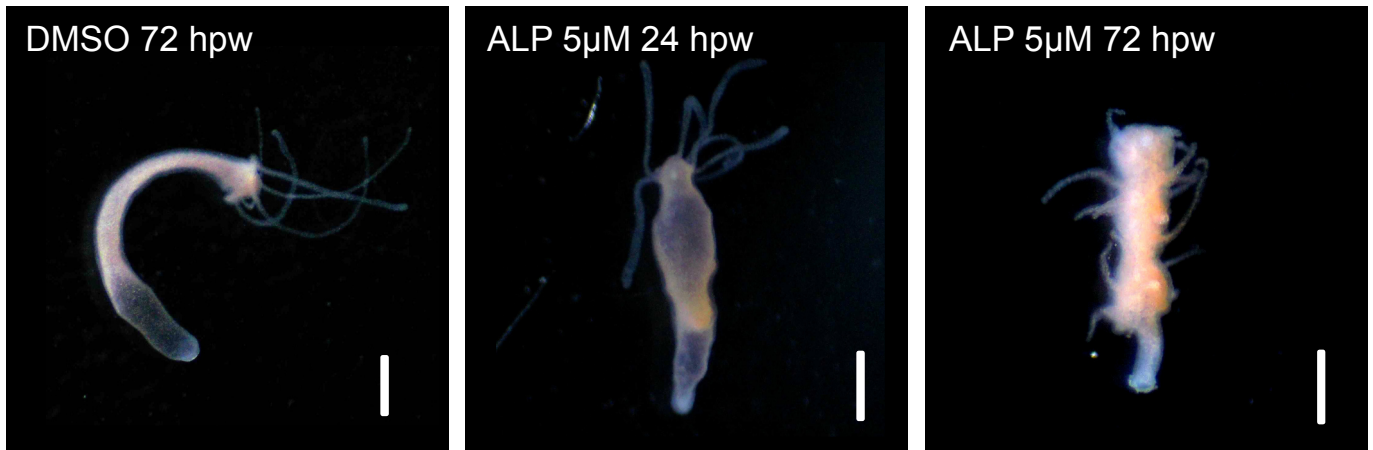

Supplementary Fig. 5. Wnt activation with Alsterpaullone (ALP) induces ectopic tentacle formation in uninjured *H. oligactis*. Thirty *H. oligactis* polyps were treated with either DMSO or 5 μ M ALP for 24 hours, followed by washing into *Hydra* medium. The left panel shows the typical phenotype of DMSO-treated animals 72 hours post-wash (hpw). The middle panel shows the phenotype observed in 26 of 30 animals at 24 hpw. The right panel shows the ectopic tentacle formation, present in 22 out of 30 animals at 72 hpw. Scale bar = 1 mm.

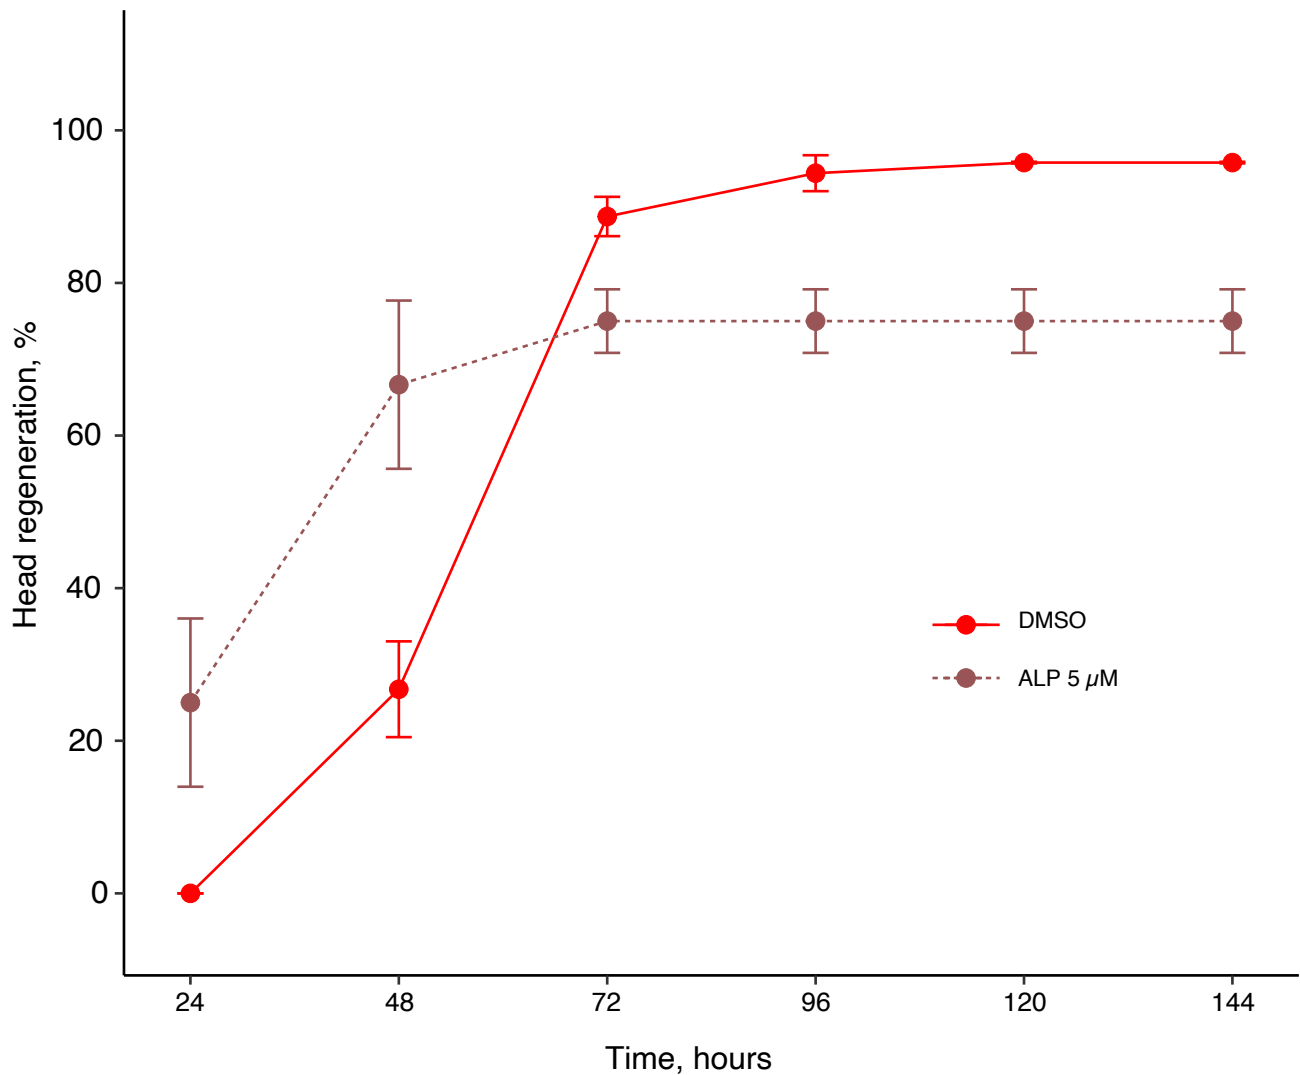

Supplementary Fig. 6. Wnt activation accelerates head regeneration in *H. oligactis*. Line plots showing mean head regeneration in 5 μ M ALP-treated bisected *H. oligactis* and DMSO-treated controls. Head regeneration was scored by the presence of tentacle buds. In DMSO-treated controls, no animals showed tentacle buds at 24 hpa, and only ~20% showed tentacle buds by 48 hpa (solid red line). In contrast, treatment with 5 μ M ALP resulted in ~20% of animals showing tentacle buds at 24 hpa and over 60% by 48 hpa (dotted brown line). Three biological replicates were conducted for each condition (DMSO: $n_1 = 23$, $n_2 = 24$ and $n_3 = 24$. ALP 5 μ M: $n_1 = 24$, $n_2 = 24$ and $n_3 = 24$). The error bars represent the standard deviation of the three replicates and the data points represent the average percentage of head regeneration at each time point. The underlying data for this figure is provided in Source Data file 18.

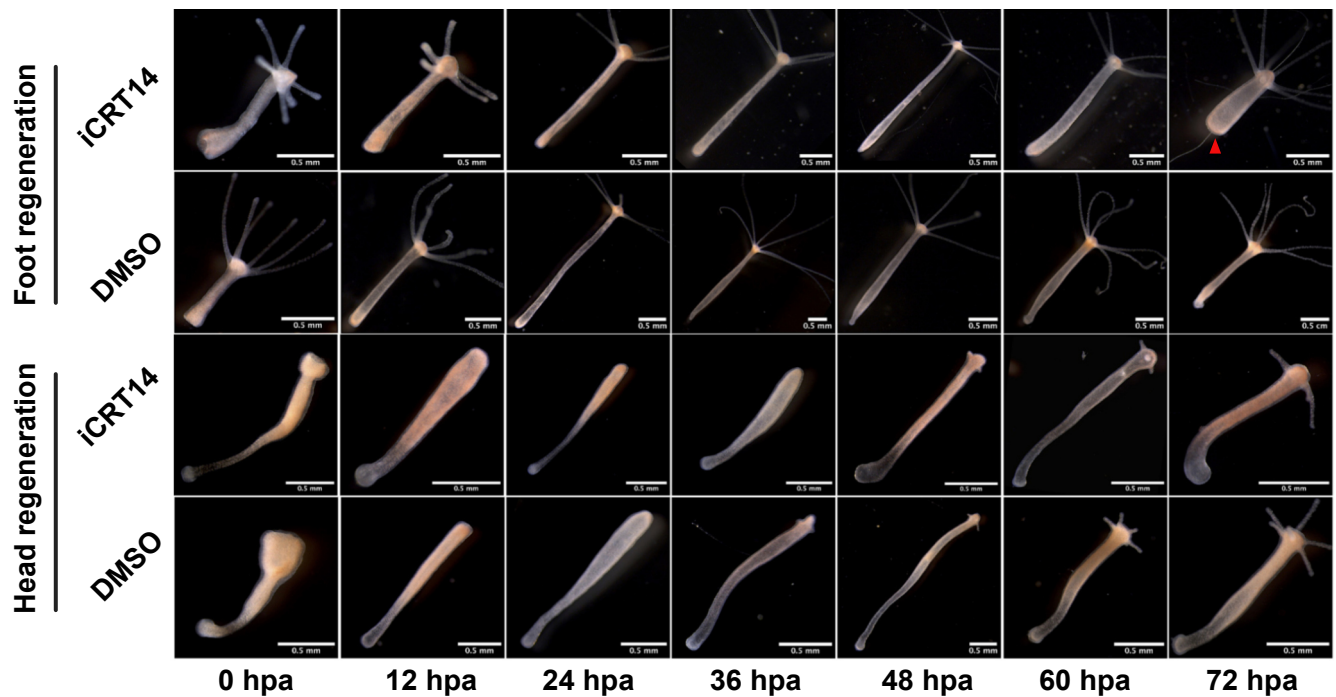

Supplementary Fig. 7. Wnt inhibition blocks foot regeneration and delays head regeneration in *H. vulgaris*. *H. vulgaris* polyps were pre-treated with 5 μ M iCRT14 for 2 hours prior to 50% bisection and maintained in iCRT14 for 12 hours after injury. Representative images illustrate foot regeneration (top) and head regeneration (bottom) over the time course. Foot regeneration is inhibited by iCRT14 compared to DMSO treated animals (See Figure 4b), with inhibited animals becoming stably footless (red triangle points at a footless aboral end in treated *Hydra* at 72 hpa). Head regeneration showed a delay in the first appearance of tentacles in iCRT14-treated samples as compared to DMSO treated animals (See Figure 4c). The animals photographed are representative images of the the experiment detailed in the main text for Figure 4b and 4c. In brief, the experiment was performed with three biological replicates with n=89 for iCRT14-treated animals and n=87 for DMSO-treated animals.

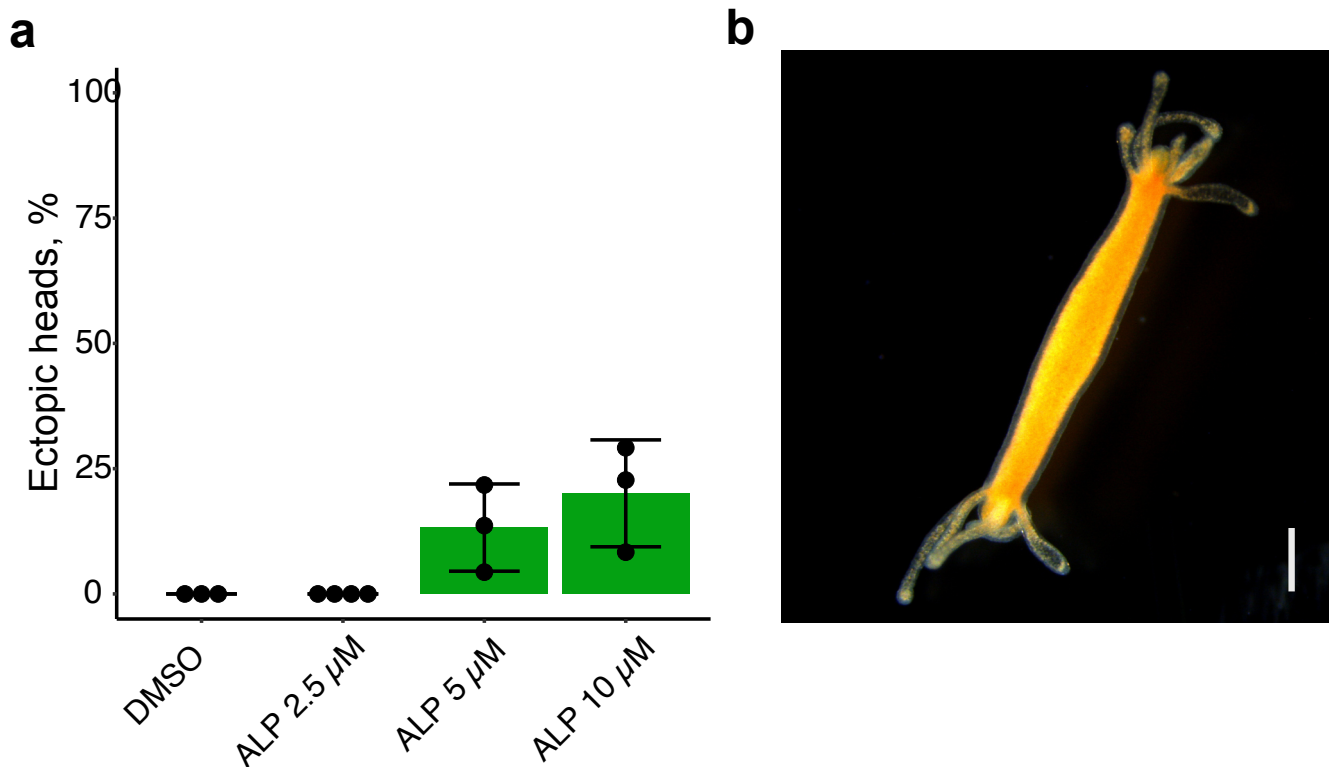

Supplementary Fig. 8. High Wnt signaling activation induces ectopic head regeneration at the aboral wound site. a Bar plot showing the mean percentage of ectopic head regeneration in *H. oligactis* upper halves treated for 3 hours with different concentration of ALP. Foot regeneration (see Fig. 4) and ectopic head formation at the aboral wound site was assessed 6 days after injury. At least three biological replicates were used to calculate the foot regeneration percentage in *H. oligactis* for each treatment: DMSO ($n_1 = 26$, $n_2 = 24$ and $n_3 = 24$), ALP 2.5 μ M ($n_1 = 21$, $n_2 = 21$, $n_3 = 23$ and $n_4 = 24$), ALP 5 μ M ($n_1 = 23$, $n_2 = 23$ and $n_3 = 22$) and ALP 10 μ M ($n_1 = 24$, $n_2 = 22$ and $n_3 = 24$). The error bars represent the standard deviation of the mean ectopic head percentage values for the different biological replicates. The underlying data for this plot is provided in Source Data file 12. **b** Representative image of an ectopic head regenerated at the aboral wound site in *H. oligactis* treated with 10 μ M ALP. The image was taken 14 days post-injury. Scale bar: 1 mm.

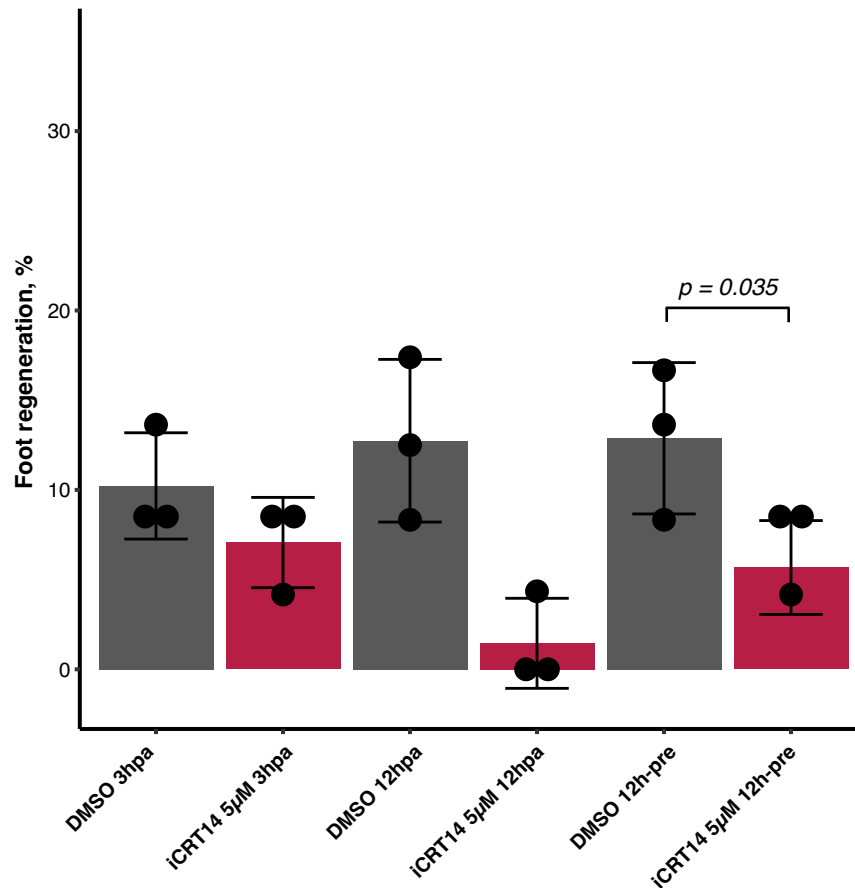

Supplementary Fig. 9. Wnt signaling inhibition with iCRT14 modestly reduces foot regeneration rates in *H. oligactis*. Bar plot showing the mean percentage of regenerated feet after 50% bisection in *H. oligactis* upper halves treated with either 5µM iCRT14 or 0.05% DMSO. The details for the treatment schedule were as follows: iCRT14-treated animals incubated in the drug for 3 hpa (with a 2-hour incubation prior to amputation) were tested with three biological replicates ($n_1 = 24$, $n_2 = 23$ and $n_3 = 24$); DMSO-treated control animals incubated for 3 hpa (with a 2-hour pre-incubation) were tested with three biological replicates ($n_1 = 22$, $n_2 = 24$ and $n_3 = 23$); iCRT14-treated animals incubated in the drug for 12hpa (with a 2-hour pre-incubation) were tested with three biological replicates ($n_1 = 24$, $n_2 = 23$ and $n_3 = 22$); DMSO-treated control animals incubated for 12 hpa (with a 2-hour pre-incubation) were tested with three biological replicates ($n_1 = 24$, $n_2 = 24$ and $n_3 = 23$); iCRT14-treated animals incubated in the drug for 12 hours prior to amputation (no pre-incubation) were tested with three biological replicates ($n_1 = 24$, $n_2 = 24$ and $n_3 = 23$); finally, DMSO-treated control animals incubated for 12 hours prior to amputation (no pre-incubation) were tested with three biological replicates ($n_1 = 22$, $n_2 = 24$ and $n_3 = 24$). Grey bars represent DMSO and red bars represent iCRT14-treated samples. Error bars represent the standard deviation of the mean foot regeneration percentage of each replicate for each condition. Foot regeneration rates were only significantly different between control and iCRT14 treatment for 12 hours with a 2-hour pre-incubation time according to a t-test (p -value= 0.03562, t =5.1562, df =2, 95 percent confidence interval: 0.9623389 10.6648021, mean difference=5.81357). The underlying data for this figure are provided in Source Data File 19.

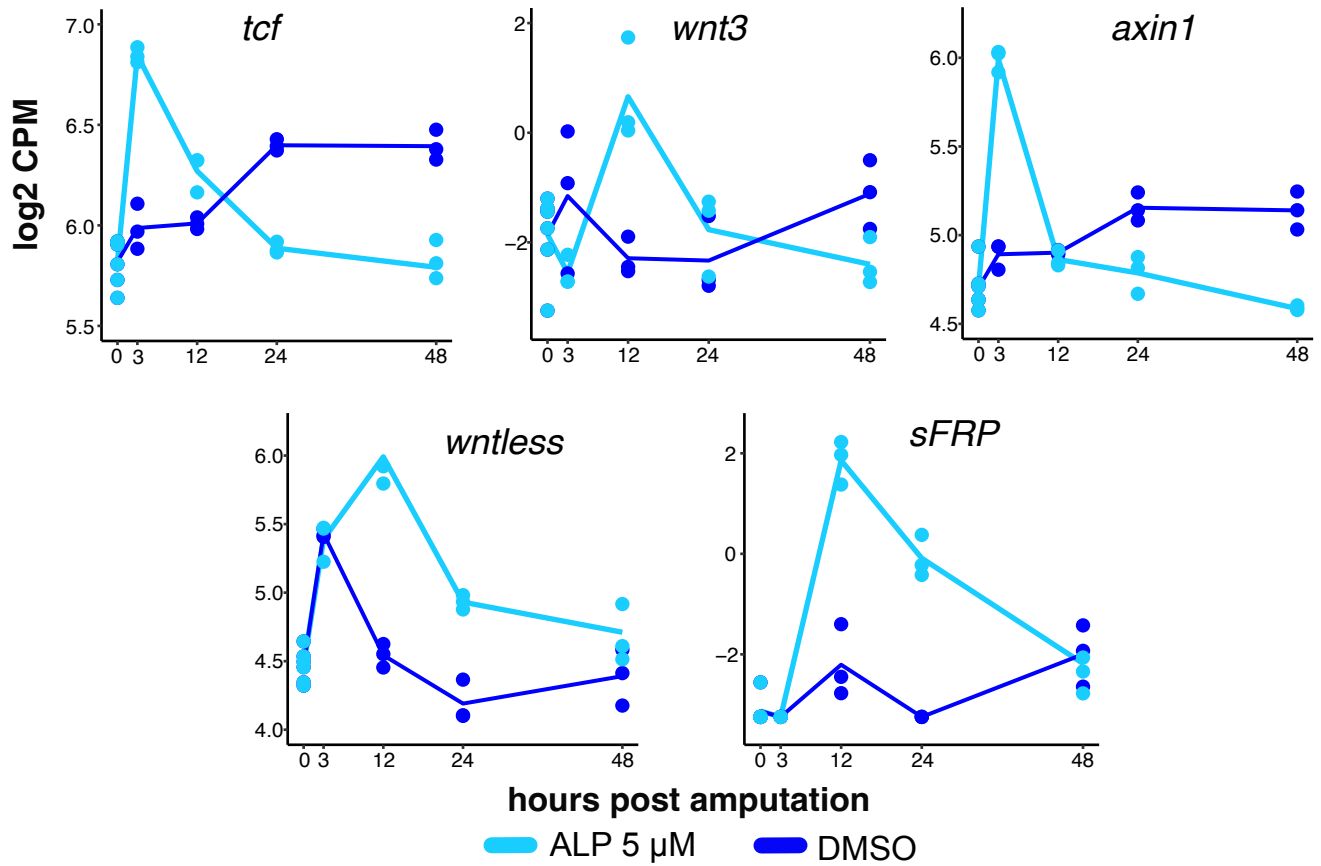

Supplementary Fig. 10. ALP treatment induces the transcriptional activation of Wnt pathway genes. RNA expression plots show the mean log₂ counts per million (log₂ CPM), from three biological replicates (n=30 animals each replicate), for Wnt pathway genes *tcf*, *wnt3*, *axin1*, *wntless* and *sFRP*. The blue line represents expression in DMSO-treated failed foot regenerating tissue; the light blue line represents expression in ALP-treated foot regenerating tissue. Log2CPM values for these plots are provided in Source Data File 13.

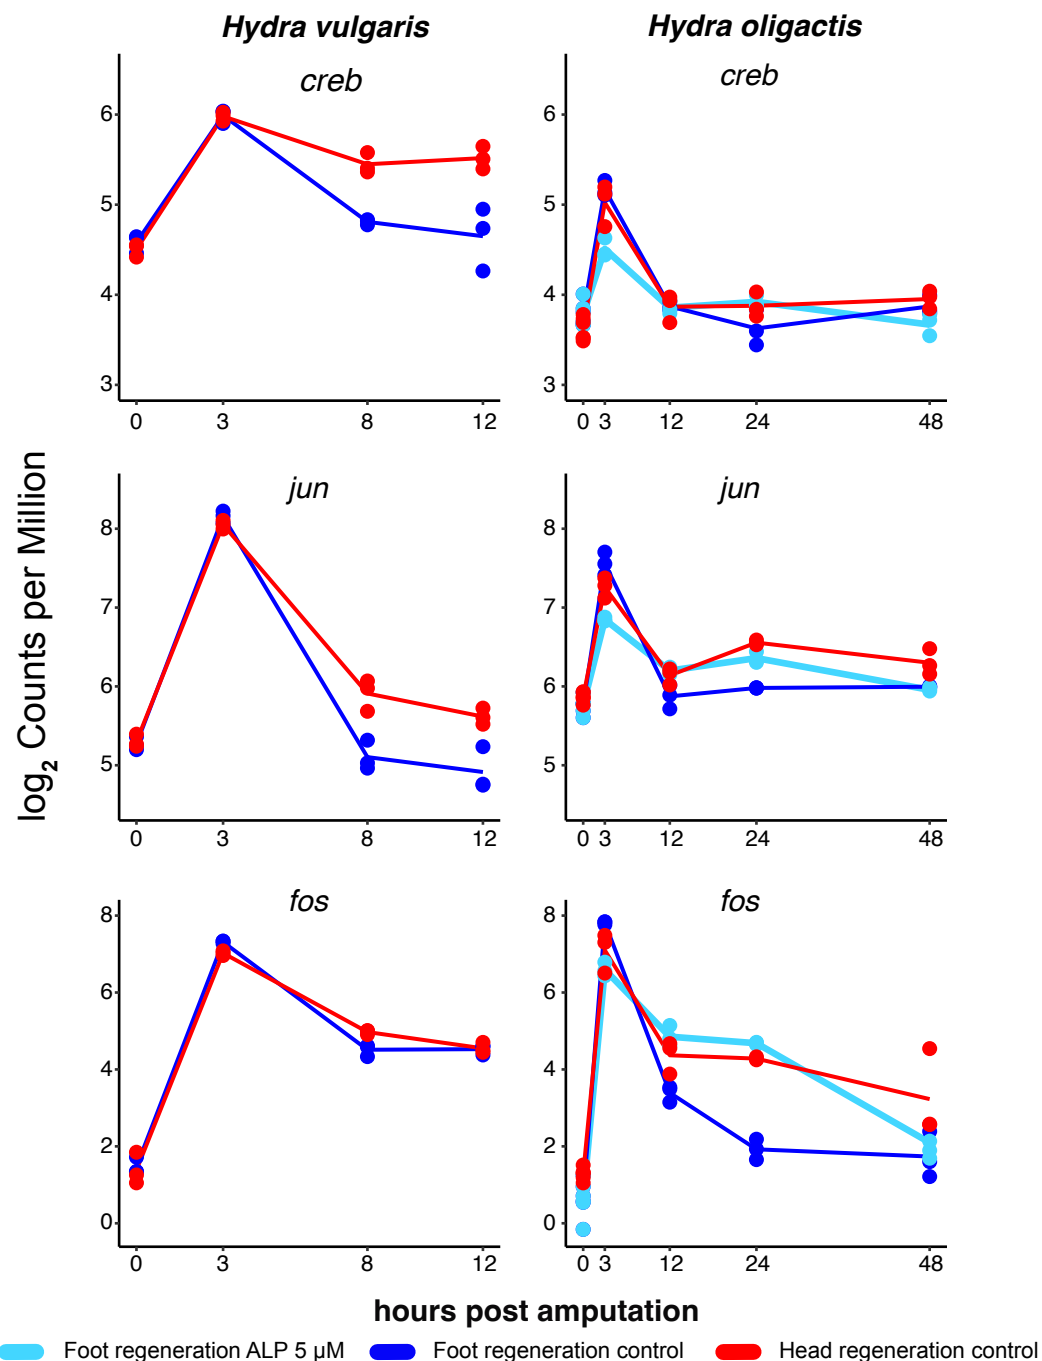

Supplementary Fig. 11. bZIP transcription factors are downregulated with ALP treatment at 3hpa. RNA expression plots show the mean $\log_2$ counts per million ($\log_2$ CPM), from three biological replicates ($n=30$ animals each replicate) for bZIP transcription factor genes *creb*, *jun* and *fos* in *H. vulgaris* (left) and *H. oligactis* (right). For *H. vulgaris* the blue line represents gene expression in foot regenerating tissue and the red line represents gene expression in head regenerating tissue. For *H. oligactis*, the blue line represents gene expression in DMSO-treated failed foot regenerating tissue, the light blue line represents gene expression in ALP-treated foot regenerating tissue, and the red line represents gene expression in DMSO-treated head regenerating tissue. *H. oligactis* $\log_2$ CPM values for these plots are provided in Source Data File 4 and Source Data File 13. *H. vulgaris* $\log_2$ CPM values for these plots are provided in Source Data File 9.

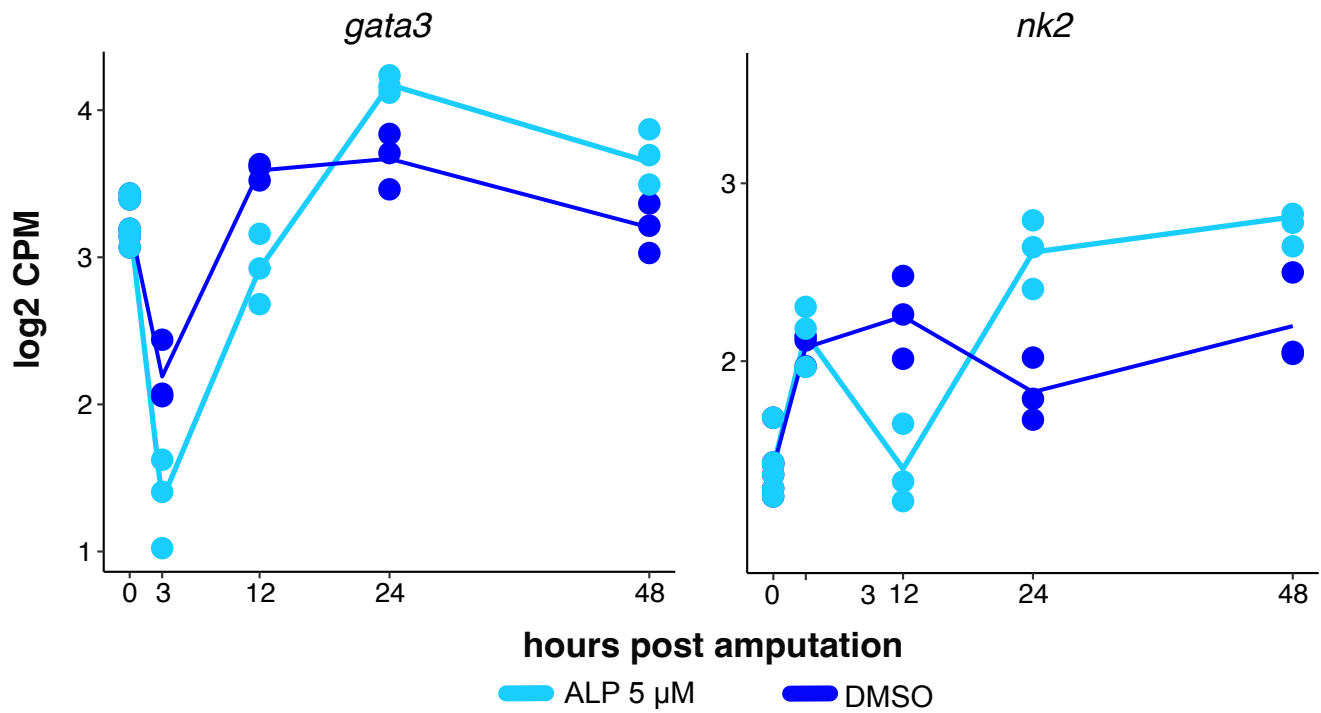

Supplementary Fig. 12. ALP promotes the upregulation of foot-specific TFs at 24 hours post amputation. RNA expression plots show the mean log₂ counts per million (log₂ CPM) for foot-specific transcription factors genes *gata3* and *nk2*. The blue line represents expression in DMSO-treated failed foot regenerating tissue; the light blue line represents expression in ALP-treated foot regenerating tissue. Log₂ CPM values for these plots are provided in Source Data File 13.

Supplementary Table 1. Comprehensive list of standard genes discussed in the manuscript. The gene identities for *H. oligactis* transcripts were obtained by reciprocal blast against gene models in *H. vulgaris* and orthogroups obtained from an OrthoFinder analysis that included 44 animal transcriptomes¹. The transcriptomic reference for *H. oligactis* used in this study is provided in Supplementary data File 8.

Gene name	Transcript ID (<i>H. oligactis</i>)	Gene model ID (<i>H. vulgaris</i>)
<i>ywhaz</i>	R035432c1g1_i02	g14670
<i>aatf</i>	R038486c1g1_i01	g22584
<i>axin1</i>	R031348c0g1_i01	g14938
<i>brachyury1</i>	R035976c0g2_i01	g24952
<i>creb</i>	R027355c0g1_i03	g16491
<i>dmrta2</i>	R023528c0g1_i01	g3847
<i>fd4</i>	R032408c0g1_i01	g28449
<i>fos</i>	R029832c0g1_i01	g23720
<i>foxl1</i>	R005786c0g1_i02	g32304
<i>gata3</i>	R023611c0g1_i01	g20911
<i>dll1</i>	R017255c0g1_i02	g6880
<i>dlx1</i>	R035295c0g1_i01	g23296
<i>dlx2</i>	R029042c0g1_i02	g18245
<i>jun</i>	R013156c0g1_i01	g2328
<i>nkx2</i>	R037127c0g1_i01	g31954
<i>npyr4</i>	R014795c0g1_i01	g18779
<i>kiaa1958</i>	R023095c0g1_i01	g2198
<i>opn4a</i>	R028454c0g1_i03	g13698
<i>rfx1</i>	R039495c1g1_i04	g17406
<i>sFRP</i>	R035800c0g3_i01	g21027
<i>tcf</i>	R035844c0g2_i01	g27364
<i>tld</i>	R035649c0g1_i01	g4917
<i>tle3</i>	R040370c0g1_i01	g25647
<i>wnt3</i>	R033453c0g1_i01	g28064
<i>wnt7</i>	R026000c0g1_i01	g29750
<i>wnt9/10c</i>	R035762c0g1_i01	g33373
<i>wntless</i>	R038745c0g1_i02	g18842

Supplementary Table 2. Transcriptomic reference completeness and redundancy was assessed using BUSCO. Statistics from BUSCO software before and after using Evidential Gene (v2017.12.21), showing the completeness (C) of the *H. oligactis* transcriptomic reference, number of single genes in BUSCO (S), duplicated genes (D), fragmented genes (F), missing genes (M) for a total n of 954 genes from metazoans.

Transcriptomic reference redundancy before EvidentialGene pipeline	
# of genes	C:93.7%[S:67.4%,D:26.3%],F:2.4%,M:3.9%,n:954
894	Complete BUSCOs ©
643	Complete and single-copy BUSCOs (S)
251	Complete and duplicated BUSCOs (D)
23	Fragmented BUSCOs (F)
37	Missing BUSCOs (M)
954	Total BUSCO groups searched

Transcriptomic reference redundancy after EvidentialGene	
# of genes	C:93.3%[S:90.9%,D:2.4%],F:2.4%,M:4.3%,n:954
890	Complete BUSCOs (C)
867	Complete and single-copy BUSCOs (S)
23	Complete and duplicated BUSCOs (D)
23	Fragmented BUSCOs (F)
41	Missing BUSCOs (M)
954	Total BUSCO groups searched

Results from dataset metazoa_odb10

# Supplementary material for: Wnt signaling restores evolutionary loss of robust foot regeneration rates in Hydra
**Source:** Nat Commun. 2025 Dec 10;16:11447. doi: 10.1038/s41467-025-66299-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Desscription of the files contained in this folder:

Supplementary Data 1. Excel workbook containing two lists for foot-specific genes (Foot-specific genes sheet) and head-specific genes (Head-specific genes sheet) in *H. oligactis*. Cells with NA values in sheet columns represent Not Available values.

Supplementary Data 2. Comma separated values file containing genes loaded onto PC1 from a Principal Component Analysis from Head regeneration RNA-seq samples in *H. oligactis*. Cells with NA values in sheet columns represent Not Available values.

Supplementary Data 3. Comma separated values file containing genes loaded onto PC1 from Principal Component Analysis from Foot regeneration RNA-seq samples in *H. oligactis*. Cells with NA values in sheet columns represent Not Available values.

Supplementary Data 4. Excel workbook containing lists of Differentially Expressed Genes along with their functional annotations from all comparisons listed in the study. Each comparison is contained in a separate sheet: FR-specific_3hpa, contains genes up regulated specifically in foot regenerating tissue compared to head regenerating tissue at 3 hours post amputation (hpa). FR-specific_12hpa, contains genes up regulated specifically in foot regenerating tissue compared to head regenerating tissue at 12 hpa. FR-specific_24hpa, contains genes up regulated specifically in foot regenerating tissue compared to head regenerating tissue at 24 hpa. FR-specific_48hpa, contains genes up regulated specifically in foot regenerating tissue compared to head regenerating tissue at 48 hpa. HR-specific_3hpa, contains genes up regulated specifically in head regenerating tissue compared to foot regenerating tissue at 3 hpa. HR-specific_12hpa, contains genes up regulated specifically in head regenerating tissue compared to foot regenerating tissue at 12 hpa. HR-specific_24hpa, contains genes up regulated specifically in head regenerating tissue compared to foot regenerating tissue at 24 hpa. HR-specific_48hpa, contains genes up regulated specifically in head regenerating tissue compared to foot regenerating tissue at 48 hpa. Cells with NA values in sheet columns represent Not Available values.

Supplementary Data 5. Excel workbook containing ortholog transcripts between *H. oligactis* and *H. vulgaris* that were clustered by the OrthClust pipeline, along with their annotations and expression levels in foot and head regeneration time courses. Each separate sheet contains the transcripts grouped in each cluster from cluster 1 to 9. Cells with NA values in sheet columns represent Not Available values.

Supplementary Data 6. Comma separated values file containing 1,773 genes with differential expression patterns grouped into 9 modules by maSigPro pipeline. Cells with NA values in sheet columns represent Not Available values.

Supplementary Data 7. Excel workbook containing Gene Ontology (GO) term enrichment analysis for all 9 modules in Supplementary_data_6.csv. Each separate sheet contains the enrichment results for each of the 9 modules obtained with the maSigPro pipeline.

Supplementary Data 8 Fasta format file containing all the assembled transcripts used astra nscriptomic reference for *H. oligactis* used in our study.

# Supplementary material for: Wnt signaling restores evolutionary loss of robust foot regeneration rates in Hydra
**Source:** Nat Commun. 2025 Dec 10;16:11447. doi: 10.1038/s41467-025-66299-2
**Supplement:** Supplementary file 4 — Supplementary Data 1-8

# Description of the files and directories contained in this repository:## Notes: column names and other acronyms in files:hpa: hours post amputationID: granscript name in H. oligactis transcriptomic reference.logFC: base 2 logarithimic fold change from glmTreat test.unshrunk.logFC: base 2 logarithmic fold change without shrinkage applied.logCPM: logaratimic counts per million from edgeR.Pvalue: probability of effect value from glmTreat test.FDR: false discovery rate from adjusted p.value from glmTreat test.Full_name: long gene name from reciprocal blasting results against Swiss prot database.Gene_name: short name from reciprocal blasting results against Swiss prot database.H_sapiens: name of the human ortholog from OrthoFinder pipeline.P_Name: human protein name.G_Name: human gene name.GO_BP: Gene Onthology Biological Process annotated terms for gene.Description: annotated gene function.H_vulgaris105: transcript ID of H. vulgaris ortholog from      Jack F Cazet Adrienne Cho Celina E Juliano (2021) Generic injuries are sufficient to induce ectopic Wnt organizers in Hydra eLife 10:e60562.FR: foot regenerationHR: head regenerationhpg: hours post graftingALP: alsterpaullone-treated aboral injured tissue.N: number of genes in maSigPro ClusterX: number of gnees in Gene Ontology term.Gene_ratio: Gene enrichmente quotient, N/X.P: p-value of enrichment test.logPvalue: logarithmic p-value of enrichment test.P-adj: adjusted p-value for multicomparison test.logQvalue: logarithmic adjusted p-value.attrib ID: ID for the enriched gene ontology terms.attrib name: description for Gene ontology terms.sort.rotation: rotation value for factors in PC1.cluster.mSP: number of cluster from maSigPro analysis.LOD: base 10 logarithm of odds ratio.Supplementary_Data_1.xlsx. Excel workbook containing two lists for foot-specific genes (Foot-specific genes sheet) and head-specific genes (Head-specific genes sheet) in H. oligactis. Cells with NA values in sheet columns represent Not Available values.Supplementary_Data_2.csv. Comma separated values file containing genes loaded onto PC1 from a Principal Component Analysis from Head regeneration RNA-seq samples in H. oligactis. Cells with NA values in sheet columns represent Not Available values.Supplementary_Data_3.csv. Comma separated values file containing genes loaded onto PC1 from Principal Component Analysis from Foot regeneration RNA-seq samples in H. oligactis. Cells with NA values in sheet columns represent Not Available values.Supplementary_data_4.xlsx. Excel workbook containing lists of Differentially Expressed Genes along with their functional annotations from all comparisons listed in the study. Each comparison is contained in a separate sheet: FR-specific_3hpa, contains genes up regulated specifically in foot regenerating tissue compared to head regenerating tissue at 3 hours post amputation (hpa). FR-specific_12hpa, contains genes up regulated specifically in foot regenerating tissue compared to head regenerating tissue at 12 hpa. FR-specific_24hpa, contains genes up regulated specifically in foot regenerating tissue compared to head regenerating tissue at 24 hpa. FR-specific_48hpa, contains genes up regulated specifically in foot regenerating tissue compared to head regenerating tissue at 48 hpa. HR-specific_3hpa, contains genes up regulated specifically in head regenerating tissue compared to foot regenerating tissue at 3 hpa. HR-specific_12hpa, contains genes up regulated specifically in head regenerating tissue compared to foot regenerating tissue at 12 hpa. HR-specific_24hpa, contains genes up regulated specifically in head regenerating tissue compared to foot regenerating tissue at 24 hpa. HR-specific_48hpa, contains genes up regulated specifically in head regenerating tissue compared to foot regenerating tissue at 48 hpa. Cells with NA values in sheet columns represent Not Available values.Supplementary_data_5.xlsx. Excel workbook containing ortholog transcripts between H. oligactis and H. vulgaris that were clustered by the OrthClust pipeline, along with their annotations and expression levels in foot and head regeneration time courses. Each separate sheet contains the transcripts grouped in each cluster from cluster 1 to 9. Cells with NA values in sheet columns represent Not Available values.Supplementary_data_6.csv. Comma separated values file containing 1,773 genes with differential expression patterns grouped into 9 modules by maSigPro pipeline. Cells with NA values in sheet columns represent Not Available values.Supplementary_data_7.xlsx. Excel workbook containing Gene Ontology (GO) term enrichment analysis for all 9 modules in Supplementary_data_6.csv. Each separate sheet contains the enrichment results for each of the 9 modules obtained with the maSigPro pipeline.Supplementary_data_8.fa. Fasta format file containing all the assembled transcripts used as transcriptomic reference for H. oligactis used in our study.

# Supplementary material for: Wnt signaling restores evolutionary loss of robust foot regeneration rates in Hydra
**Source:** Nat Commun. 2025 Dec 10;16:11447. doi: 10.1038/s41467-025-66299-2
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Sequencing was obtained using NovaSeq-5000 technology and its proprietary software.
Data analysis	All scripts used in this study are available both as a git repository at https://github.com/cejuliano/oligactis_foot_regeneration . This GitHub release version can be cited using DOI: https://doi.org/10.5281/zenodo.17476370 .<br>Published software packages and pipelines were used across all the analyses. For trimming and mapping RNA-seq reads we used published Linux-based softwares: Trimmomatic v 0.36 and Rsem v1.1.14. For basic differential gene expression analysis we used EdgeR v. 4.0.16, limma v.3.58.1 and sva v.3.50.0 packages for R. For co-expression analysis we used OrthoClust package v.1.0 in R and for gene expression pattern clustering we used maSigPro package v.1.74.0 in R. Confocal images were analyzed with Fiji v.1.54.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

FASTQ files of raw RNA-seq reads and raw counts for RNA-seq are available through the Gene Expression Omnibus under the Bio Project accession number: PRJNA1231128.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	NA
Reporting on race, ethnicity, or other socially relevant groupings	NA
Population characteristics	NA
Recruitment	NA
Ethics oversight	NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For experiments were statistical analysis was a needed to draw conclusions we use a conservative experimental design based on extensive historical performance of our assays: A minimal N=24 animals per condition in each of three independent biological replicates performed on different days. No sample size calculation for power analysis was performed a priori given that the number of animals is not as much of a limitation in Hydra work compared to work on other animal species. We selected number sizes based on previous reports in Hydra (referenced in the main text) where smaller number of animals were sufficient to detect the effects of different treatments on regeneration and secondary axis formation (15,17,19,20,35). This approach prioritizes independence and reproducibility, captures between-batch variation that dominates the error structure in Hydra work, and avoids underpowered studies without expending effort on uncertain model assumptions. We report exact n for every experiment, include all data points, use effect sizes with confidence intervals, and rely on nonparametric or mixed-effects analyses as appropriate. Given these features of the system and our standardized large-N design, a separate prospective power calculation adds little value to the rigor or interpretability of our results.
Data exclusions	No data were excluded from the analysis.
Replication	Sequencing experiments were performed with at least three biological replicates. Bisections and other phenotypic assays were performed using at least three batches. RNA in situ hybridization experiments were performed twice with 20 animals per probe per condition. Experiments on each batch were performed at different times by the same experimenter. In all cases were different batches of biological replicates were tested our results where replicated successfully.
Randomization	Adult animals used for experimenting were selected from large cultures. Further, after selection animals were allocated at random in different biological replicates. In the case of regeneration experiments animals under different conditions were allocated into different treatment groups at random and then put into different wells in 24 well-plates by assigning random positions using R.
Blinding	Blinding of experimenters was not used since the aims of this work do not involve outcomes subject to individual appreciation. All measurements were highly quantitative and performed equally for all batches withing experimental groups. In addition, computational methods were applied to samples using the same parameters regardless of sample groups, decreasing the need for blinding.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Hydra oligactis (strain: Innsbruck 12) collected from Innsbruck, Austria. and adapted to laboratory culture by Bert Hobmayer, previous to donation. Hydra vulgaris (strain: AEP) has been kept in laboratories and reported extensively in other works (19). H. oxycnida (strain: AUT08a, Vienna, Austria), H. hymanae (strain: CA25a, Eel River, California, USA) and H. viridissima (strain: 665a, Peru) were all collected and provided by Ruthie B. Spencer and Daniel E. Martínez and Robert E. Steele.
Wild animals	NA
Reporting on sex	Hydra cultures contain both female and male animals, which cannot be identified unless sexual gonad production is induced, which in turns is counterproductive for the purpose of observing regeneration, which happens only in the asexual stage.
Field-collected samples	NA
Ethics oversight	Ethical approval was not require to work with the invertebrate animals used in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	NA
Novel plant genotypes	NA
Authentication	NA

# Supplementary material for: Wnt signaling restores evolutionary loss of robust foot regeneration rates in Hydra
**Source:** Nat Commun. 2025 Dec 10;16:11447. doi: 10.1038/s41467-025-66299-2
**Supplement:** Supplementary file 6 — Source data

# Description of the files and directories contained in this repository:## Notes: column names and other acronyms in files:hpa: hours post amputationID: granscript name in H. oligactis transcriptomic reference.logFC: base 2 logarithimic fold change from glmTreat test.unshrunk.logFC: base 2 logarithmic fold change without shrinkage applied.logCPM: logaratimic counts per million from edgeR.Pvalue: probability of effect value from glmTreat test.FDR: false discovery rate from adjusted p.value from glmTreat test.Full_name: long gene name from reciprocal blasting results against Swiss prot database.Gene_name: short name from reciprocal blasting results against Swiss prot database.H_sapiens: name of the human ortholog from OrthoFinder pipeline.P_Name: human protein name.G_Name: human gene name.GO_BP: Gene Onthology Biological Process annotated terms for gene.Description: annotated gene function.H_vulgaris105: transcript ID of H. vulgaris ortholog from      Jack F Cazet Adrienne Cho Celina E Juliano (2021) Generic injuries are sufficient to induce ectopic Wnt organizers in Hydra eLife 10:e60562.FR: foot regenerationHR: head regenerationhpg: hours post graftingALP: alsterpaullone-treated aboral injured tissue.N: number of genes in maSigPro ClusterX: number of gnees in Gene Ontology term.Gene_ratio: Gene enrichmente quotient, N/X.P: p-value of enrichment test.logPvalue: logarithmic p-value of enrichment test.P-adj: adjusted p-value for multicomparison test.logQvalue: logarithmic adjusted p-value.attrib ID: ID for the enriched gene ontology terms.attrib name: description for Gene ontology terms.sort.rotation: rotation value for factors in PC1.cluster.mSP: number of cluster from maSigPro analysis.LOD: base 10 logarithm of odds ratio.Source data file 1. Text file containing the accession numbers and sequences for CO1 used to build the phylogenetic tree in Figure 1a.Source data file 2. Excel workbook containing head and foot regeneration data for the experiments shown in Figure 1 g-k.Source data file 3. Excel workbook containing differentially expressed gene tables for the conditions compared in Figure 2 c-d.Source data file 4. Comma separated values file containing normalized log2 CPM used to plot Figure 2 e-f.Source data file 5. Excel workbook containing log2 Fold Change values from comparisons in Figure 2 g-j.Source data file 6. Excel workbook containing log2 CPM for selected foot-specific genes in H. vulgaris and H. oligactis shown in Figure 2 k-l.Source data file 7. Comma separated values file containing FPKM for H. oligactis transcripts used for Orthoclust analysis.Source data file 8. Comma separated values file containing FPKM for H. vulgaris transcripts used for Orthoclust analysis.Source data file 9. Comma separated values file containing CPM for H. vulgaris transcripts for gene expression pattern comparisons.Source data file 10. Excel workbook containing secondary axis formation frequency from grafting in H. vulgaris and H. oligactis Figure 3M. Data for each timepoint and species are given in separate sheets.Source data file 11. Excel workbook containing foot and head regeneration percentages found in H. vulgaris after 12 hours of iCRT14 treatment or DMSO as shown in Figure 4 b-c.Source data file 12. Comma separated values file containing foot regeneration percentages for H. oligactis treated with the different ALP concentrations shown in Figure 4B.Source data file 13. Comma separated values file containing normalized log2CPM used to plot data shown in Figure 5 B.Source data file 14. Excel workbook containing fold change gene tables for the timepoints comparing foot regeneration in DMSO and ALP in Figure 5C and D.Source data file 15. Excel workbook containing Gene Ontology enriched terms for maSigPro modules shown in Figure 5F and G.Source data file 16. Comma separated values file containing log fold change values for the expression of TFs shown in Figure 5H at the timepoints indicated.Source data file 17. Excel workbook containing gene expression data from RNA-seq analysis for the 154 foot-specific gene orthologs and 63 randomly-selected orthologs in H. vulgaris and H. oligactis.Source Data file 18. Excel workbook containing head and foot regeneration data for H. oligactis treated with ALP 5 µM or DMSO.Source Data file 19. Comma separated values file containing raw foot regeneration data for H. oligactis treated with iCRT14 or DMSO using different treatment schemes.

How the deposited data were processed for this re-analysis (not part of the article)

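RNA was measured by poly(A) RNA-seq in 61 libraries of *H. oligactis* in 16 groups. They are foot-regenerating (FR) and head-regenerating (HR) tips at 0 hpa (7 libraries each) and at 3, 12, 24 and 48 hpa (3 each), aboral tips treated with 5 µM ALP for 3 h (3 each at 3, 12 and 24 hpa, 4 at 48 hpa), and uninjured foot and head (5 each). Each sample is a pool of 30 animals. Every library was assigned to its group from its label and the sample descriptions. For 30 libraries the single sample is known as well, and for 31 only the group. Of the libraries whose batch is known, 36 are batch 1 and 15 batch 2. The batch of each of the 10 Foot and Head libraries is not known.

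The authors trimmed the reads with Trimmomatic (version 0.36 in the Methods, 0.39 in the sample descriptions), aligned them with Bowtie2 and obtained expected counts per transcript with RSEM on a reduced *H. oligactis* transcriptome. These expected counts are deposited without batch correction. The authors also computed FPKM values with RSEM, and 35 FPKM columns were used in 1 alternative. The 4 FPKM columns of HR at 3 hpa were not used because 3 samples are described there. The transcript identifiers are those of the files, since no reference genome or annotation was at hand. Names are the paper's own or the protein matches printed in its supplementary tables.

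Counts were rounded to whole numbers (5.33% of values were not whole; largest difference 0.5). In all 21300 of 23396 transcripts had at least 1 count, and 17676 passed filterByExpr by group (minimum count 10, minimum total 15), which removed 5720. A quasi-likelihood model with TMM scaling was fitted to all 61 libraries in edgeR 4.0.16 (R 4.3.3), with 1 term per group and 1 for batch (0 for batch 1, 1 for batch 2, 0.4 for Foot and Head). It had 44 residual degrees of freedom, and the spread borrowed across transcripts added 7.41. TMM factors ran from 0.819 to 1.087, with Head (0.819 to 0.859) and Foot (0.871 to 0.892) lowest. A transcript was called at an adjusted p under 0.01 (Benjamini-Hochberg). All tests were 2-sided unless a set test gives a direction. Foot-specific and head-specific genes were higher in their tissue than in both 0 hpa groups and the other end, each at a log2 fold change above 2. The joint test of the 4 ALP contrasts used an adjusted p under 0.05. Differences between 2 times or 2 contrasts were tested as contrasts of the same model. The paper also tests with glmTreat but states no fold, so a fold of 1.2 was used as an alternative.

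Lists of genes were tested with camera (preset correlation 0.01, and an estimated correlation) and fry in limma 3.58.1 on voom values, and p was adjusted over the 19 lists of each comparison. They cover all genes the paper names, its named Wnt genes, other Wnt genes, bZIP factors, module 5 factors, the genes of Fig. 2k, the factors of Fig. 5h, BMP ligands and antagonists, matrix proteins, secreted metalloproteinases, nerve cell peptides, gland cell enzymes, peroxidase-like genes, cell cycle genes, chaperones and apoptosis genes, the foot genes of Supplementary Data 1 and the re-derived tissue lists. Principal components used log2 CPM (prior count 2) of counts corrected with ComBat_seq (sva 3.50.0) over the 51 libraries of known batch, with FR at 0 hpa as the first group and with Foot and Head as deposited. The place of a library on PC1 is given in percent of the distance between the mean 0 hpa and mean Foot or Head libraries, and groups were compared by exact permutation.

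The genes named in the text follow a rule set before the data were examined, like the alternatives unless stated. The rule takes every gene the paper names, then per comparison the 8 largest rises and the 8 largest falls among called transcripts with a mean log2 CPM above 0, groups that do not overlap and a protein name in the supplementary tables, and up to 4 members of each list with the smallest p. With 3 against 3 libraries 10% of unchanged transcripts have groups that do not overlap. Some of these genes had values in the paper's tables, which had been seen.

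Depth had a median of 18.27 M counts, with group medians of 15.23 M (FR at 0 hpa) to 24.56 M (FR at 12 hpa). Over 101 pairs of libraries of one group the correlation of log2 CPM was 0.9798 to 0.992, and the chi-square per transcript of 2.09 to 27.5 shows more spread than counting alone would give. The tests were tried on simulated data in which 200 of 17676 transcripts were changed at known folds, and on simulated data with no change. The alternatives were DESeq2 size factors, a DESeq2 1.42.0 Wald test, no low-count filter, glmTreat, ComBat_seq or no batch term, only the groups compared, a replicate block, an adjusted p under 0.05, other prior counts, scaled or the 500 most variable transcripts for principal components, another first group in ComBat_seq and components without the transcripts it raised over 10-fold (both chosen after the data were seen), FPKM with limma, and leaving out each library in turn. maSigPro and OrthoClust were not installed and no enrichment of gene ontology terms was run. Lists that are at hand only in part were not tested for overlap. *H. vulgaris* data were not used here, and values of 1 gene that the paper names are not reported here.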

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

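In this part, the tests for a shift of a whole library and the mixing of library counts were chosen only after the result was seen.

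Single libraries stood far from the others of their group in 6 of 130 tests, where about 1 in 20, or about 6, would do so by chance. FR library 7 at 0 hpa has 23.6 M counts, and the other 6 have 14.7 to 18.5 M. HR library 1 at 0 hpa is low in the named Wnt genes (mean log2 CPM 1.84, others 2.29 to 2.45) and high in collagens, matrix proteins and integrins (4.51, others 4.28 to 4.38). Among uninjured tissues, Foot library 6 is low in matrix genes (5.46, others 5.57 to 5.60) and Head library 2 in chaperones (5.34, others 5.57 to 5.61). *wnt9/10c* is at -2.44 on the log2 CPM scale in ALP library 4 at 48 hpa and at -3.24 in the other 3, a difference of a few reads.

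The response to ALP changed direction with time for many transcripts, tested as the difference of 2 contrasts. Transcripts called in opposite directions with a difference that passed number 148 between 3 and 12 hpa, 510 between 3 and 24, 602 between 3 and 48, 15 between 12 and 24, 53 between 12 and 48 and 18 between 24 and 48 hpa. The Wnt genes *axin1*, *tcf* and *sp5* and the module 5 factors *rfx1* and *aatf* went from higher to lower. From 3 to 24 and from 3 to 48 hpa *axin1* changed by -1.49 and -1.69 (log2), *tcf* by -1.39 and -1.48, *rfx1* by -0.63 and -0.92 and *aatf* by -0.49 and -0.83, and *sp5* changed by -2.23 to 12 hpa and -1.61 to 24 hpa. Foot factors and *fos* went from lower to higher. *dlx2* changed by 3.44 from 3 to 12 hpa and by 3.04 to 24 hpa, and *fos* by 2.67 and 3.95. *gata3* changed by 1.34 and 1.29 from 3 hpa to 24 and 48 hpa and by 1.18 and 1.13 from 12 hpa, and *nk2* by 1.69 and 1.49 from 12 hpa.

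Between the 2 wounds such reversals number 2 (3 and 12 hpa), 9 (3 and 24), 83 (3 and 48), 2 (12 and 24), 120 (12 and 48) and 50 (24 and 48 hpa). The foot factors *gata3* and *nk2* were first higher in HR and at 48 hpa higher in FR, with differences of -2.21 for *gata3* from 3 hpa and -2.17, -1.45 and -2.11 for *nk2* from 3, 12 and 24 hpa. *opn4a* changed by -1.52 and -1.51 from 3 hpa to 12 and 24 hpa. *sp5* went the other way, by 1.32, 1.48 and 1.87 from 3 hpa to 12, 24 and 48 hpa. Changes that involve 24 hpa also cross from batch 1 to batch 2.

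Some gene groups that the paper does not discuss differed as sets even with an estimated correlation. In HR against FR at 3 hpa, secreted metalloproteinases (2 of 30 higher, 9 lower), gland cell enzymes (1 of 4 lower) and apoptosis genes (1 of 8 lower) were lower (adjusted p = 0.0384 each), and gland cell enzymes again at 24 hpa (0.0165). The metalloproteinases (2 higher, 9 lower; 0.0203) and gland cell enzymes (1 lower; 0.0129) were already lower in HR at 0 hpa. At 48 hpa other Wnt ligands, receptors and modulators were higher in HR (0.015), and cell cycle genes were higher with ALP (0.0296).

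ALP library 1 at 12 hpa was higher than both other libraries of its group in 765 of the 1147 head-specific genes (66.7%). A start of head formation was to raise first the 567 of them that were higher in HR than in FR at 48 hpa. The limit set first was an excess, as a share of the Head level, over 2 times larger for those than for the other 580 (ratio of the others over those under 0.5). It was 2.86% for those and 2.28% for the others, a ratio of 0.80 (95% bootstrap interval over genes 0.63 to 1.03). The limit was thus not reached. This cannot decide against head formation, because the others also hold genes that head regeneration raises. Against 0 hpa 784 of the 1147 were higher in HR at 48 hpa, and only 554 of these are among the 567. A shift from depth or scaling is argued against by an excess of 0.43 (log2) of head-specific genes over all transcripts, with a lower bound of 0.35 added after the value was seen, since the limit of 0.5 set first was not reached. RNA from uninjured head tissue is a candidate source that stays open at that ratio of 0.80, although 66.7% lies just below the 68.6 to 75.6% seen when Head counts were mixed into 6 other libraries (26 to 37.4% without mixing). No mislabelled sample was tested for, and no design variable sets this library apart.

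HR library 2 at 3 hpa was higher than both other libraries of its group in 274 of the 450 foot-specific genes. That is 60.9%, with an exact 95% interval over genes of 56.2 to 65.4%. RNA from uninjured foot tissue was to raise at least 80% of these genes, the limit set first. That limit was wrong, because mixing Foot counts into 6 other HR libraries at the share measured here gave 67.3 to 77.8% (22 to 35.1% without mixing) and no mixture reaches it. RNA from foot tissue thus stays open at 60.9%, although this lies below every mixture. The ratio of the share of the Foot level in genes with a high Foot level to that in the others was 1.08, within its limits of 0.5 to 2. A shift of the whole library is argued against by an excess of 0.42 (log2) over all transcripts, with a lower bound of 0.32 added after the value was seen, since here too the limit of 0.5 was not reached. 2 putative ascorbate peroxidases go with it, R032900c0g1_i01 at 0.0529 to 40.8 CPM and R027812c0g2_i01 at 0.13 to 27.7 CPM across the 3 libraries. No biological explanation was tested, and the source of the excess, at a median of 1.76% of the Foot level, stays open.

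Transcripts raised by injury were lower with ALP at 3 hpa, with a median of -0.89 (log2) over the 283 that rose more than 2-fold in HR, 123 lower and 0 higher in edgeR. A lower share of reads for highly expressed transcripts is argued against. The median lies -0.82 from that of 1270 transcripts matched for expression (95% bootstrap interval over genes -0.91 to -0.70). That ALP lowers the injury response stays open at -0.89, as does a delay of the response, because the same transcripts had a median of 0.33 at 12 hpa (0.23 to 0.39). The 2 readings, which may both hold, are not separated by these times. At 24 and 48 hpa the medians were 0.58 and 0.29.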

How the results depend on the processing

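The set tests of the foot genes with an estimated correlation, with the re-derived list or without 1 library, the counts of head-specific genes with ALP at 12 hpa and of foot-specific genes in HR at 3 hpa without 1 library, the count of secreted metalloproteinases with ALP at 12 hpa without 1 library, the tissue lists with 0 hpa libraries of batch 1 only, and the components with another first group in ComBat_seq or without the transcripts it raised over 10-fold were chosen only after the data were seen. Of 411 counts and components under the alternatives, 332 stayed within their limits (a change of up to 1.5 times for counts, 1 SD for components), 77 moved and 2 no longer passed. Of 11883 values of named genes 11158 kept direction and side of the threshold, 573 no longer passed, 150 now passed and 2 reversed. No count changed by more than 1.5 times under DESeq2 size factors, the DESeq2 Wald test, no low-count filter or the 2 other treatments of batch. glmTreat at a fold of 1.2 asks for a larger change and gave fewer calls: HR against FR 234, 296, 406 and 1908 at 3, 12, 24 and 48 hpa, ALP against DMSO 574, 228, 571 and 628, FR at 3 and 48 hpa against 0 hpa 584 and 723, HR 523 and 3238, and foot-specific genes 14 in FR at 48 hpa and 29 and 60 with ALP at 24 and 48 hpa. An adjusted p under 0.05 gave more by its construction: HR against FR 883, 3060 and 1256 at 3, 12 and 24 hpa, ALP against DMSO 3850, 1580, 3077 and 4400, FR and HR at 3 hpa 3181 and 3209, and 44 foot-specific genes in FR at 48 hpa. Models of only the groups compared gave 311, 2014 and 2177 for HR against FR at 3, 24 and 48 hpa, 1528 for ALP at 48 hpa, and 840 and 1256 for FR at 3 and 48 hpa, where the cause was not tested. With a replicate block in such a model HR against FR at 24 hpa gave 1940, against 2014 without it. Same-number libraries at 24 hpa were not clearly more alike than others (mean correlations of -0.017 to 0.021). At 0 hpa they had 0.041 to 0.37, against 0.101 to 0.247 for the best other, and were higher in 2 of 7 cases, so whether the numbers pair samples there is not settled. Other times were not checked. The reporting summary speaks of replicates run on different days, without saying which RNA-seq libraries share a day. Without a minimum fold the tissue lists grow to 2363 and 4284 by construction. PC1 shares (head, foot, ALP) were 59.48, 47.28 and 40.02% with scaled transcripts, 83.42, 86.6 and 73.58% with the 500 most variable, and 72.2, 64.96 and 52.04% with a prior count of 0.5. HR at 48 hpa then stood at 21.21% (scaled) and 46.69% (500), and ALP at 48 hpa at 11.78, 26.86 and 20.4%, where the cause was not tested. The gap between ALP and DMSO on PC1 at 48 hpa, 10.44%, was 4.87% with scaled transcripts (DMSO at 6.9%), 17.57% with the 500 most variable (DMSO at 9.3%) and 11.89% with a prior count of 0.5 (DMSO at 8.51%), and at 24 hpa it was 1.74% in place of 5.05% with scaled transcripts. With these ALP stood at 12.35% at 24 hpa and 11.78% at 48 hpa (7.92 and 17.51% without scaling) and DMSO at 10.61 and 6.9%, so the advance of ALP from 24 to 48 hpa was not seen. DMSO at 24 hpa stood at 2.87% without scaling and at -0.31% with the 500 most variable. ComBat_seq depends on which group comes first: with ALP at 12 hpa in place of FR at 0 hpa 0.117% of its values changed, the head and ALP shares were 78.44 and 59.55% and ALP at 48 hpa stood at 16.65%. Without the 54 transcripts it raised over 10-fold these were 78.91, 60.02 and 15.76%, and without batch correction 78.55, 60.46 and 15.5%. With an estimated correlation the foot genes as a set lost their call with ALP at 3 hpa (p = 0.242) and 24 hpa (0.251), and at 48 hpa p was 0.0144 in place of 2.06e-10, which did not pass once adjusted over the lists (0.0686). Leaving out each library gave 325 to 428 for HR against FR at 3 hpa (lowest without FR library 3) and 613 to 1243 at 12 hpa (FR library 2), 1445 to 1848 for ALP at 3 hpa (ALP library 1) and 359 to 597 at 12 hpa (FR library 2), 1316 to 2004 for FR (FR library 4) and 1163 to 1840 for HR at 3 hpa (HR library 4), 17 to 25 foot-specific genes in FR at 48 hpa (HR library 1), 60 to 99 with ALP at 48 hpa (FR library 1), 33 to 155 head-specific genes (ALP library 1) and 4 to 9 secreted metalloproteinases (ALP library 1) with ALP at 12 hpa, and 38 to 98 and 44 to 126 foot-specific genes in HR at 3 hpa against FR and against 0 hpa (HR library 2). The 2 reversals are R022142c0g1_i01 with ALP at 12 hpa (7.54; 0 to 8.14, 0 without ALP library 1) and R032900c0g1_i01 in HR at 3 hpa against 0 hpa (5.82; -0.09 to 6.42, lowest without HR library 2). The tissue lists within 1 batch, FPKM with ALP at 48 hpa and principal components of FPKM were not run, since the batch of single Foot and Head libraries and some FPKM columns are not known. Depth limits the rarest transcripts: *wnt3*, *wnt7*, *wnt9/10c* and *kiaa1958* lie under 1 CPM in most FR libraries, so a missed threshold says little there.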

Differences from the paper's values

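Before the data were examined, the alternatives compared here were set, and no setting was chosen for its distance from the paper. The paper counts 63 foot-specific genes as higher in foot regeneration at 48 hpa (the paper's value) and 28 were found here, at the same false discovery rate. An adjusted p under 0.05 gave 44, within 1.5 times the paper's count. DESeq2 size factors (28), the DESeq2 Wald test (31), glmTreat (14), ComBat_seq (35) and the list of Supplementary Data 1 (30) did not come that close. As a share of the list the paper gives 15.6% and 6.2% was found here, and no alternative comes within 1.5 times (6.3, 7.5, 3.1, 8.2 and 7.4% in the same order, 9.8% at an adjusted p under 0.05). Of the paper's 63 genes 58 had the same sign here, 18 were called and 30 passed at an adjusted p under 0.05. Of 471 genes it lists for head regeneration at 48 hpa, 469 had the same sign and 426 were called.

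For the ALP time course the paper reports 1773 genes by maSigPro with a minimum R², and the joint edgeR test without one passed for 8342. DESeq2 size factors (8440), no low-count filter (8080), ComBat_seq (8967) and an adjusted p under 0.01 (5949) all stay above the paper's count.

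Single genes and places on PC1 are set here beside the paper's description. The paper has *wnt3*, *wntless* and *sFRP* raised by ALP for a time that it does not name, and here they rose at 12 hpa but not at 3 hpa. In a module raised by ALP at 3 hpa it places *lgr5* (0.92 ± 0.28, adjusted p = 0.0128), *foxl1* (0.03 ± 0.09, adjusted p = 0.868), *dmrta2* (0.32 ± 0.10, adjusted p = 0.0117) and *tle3* (0.14 ± 0.06, adjusted p = 0.0767). None of these passed here at that time, though all had a positive sign, and the profile of a module is not a test of each gene. For *tcf*, *axin1*, *sp5*, *aatf*, *rfx1* and *ywhaz* the direction at 3 hpa is that of the paper. The paper describes a steady rise of *wnt3* during head regeneration, whereas *wnt3* passed at 3 hpa and 48 hpa but not at 12 hpa (2.35 ± 1.14, adjusted p = 0.152) or 24 hpa (2.62 ± 1.02, adjusted p = 0.0411). It states that the foot samples did not move along PC1, and here each time differed from 0 hpa in place, by at most 7.24% of the distance to Foot. At 24 hpa this depends on the scaling, since on the components that include ALP the place was 2.87%, but 10.61% with scaled transcripts and -0.31% with the 500 most variable.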

Other observations

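The regrouping of libraries was planned, and no test in this part was chosen only after the result was seen.

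Of the groups described next, the cell cycle genes moved as a set with the wound and with ALP. For chaperones and peroxidase-like genes the call with ALP did not hold with an estimated correlation. After injury the cell cycle genes fell together. In FR at 3 hpa 7 of 9 were lower than at 0 hpa (adjusted p = 2.03e-08 by camera, 0.0044 with an estimated correlation), with cyclin-B (R038974c1g1_i01; -0.45 ± 0.06, adjusted p = 3.09e-07) and the replication factor MCM2 (R020329c0g1_i01; -0.46 ± 0.07, adjusted p = 3.15e-07). In HR at 24 hpa 8 of 9 were lower (6.02e-10, and 0.00225 with an estimated correlation). With ALP 7 of 9 were higher than with DMSO at 48 hpa (3.22e-06, and 0.0296 with an estimated correlation), cyclin-B by 0.46 ± 0.07 (adjusted p = 2.72e-07) and PLK1 (R038084c0g2_i01) by 0.43 ± 0.07 (adjusted p = 4.57e-06). Of the chaperones, BiP (R041266c0g3_i02) was lower with ALP at 3 hpa (-0.69 ± 0.13, adjusted p = 6.04e-05) and higher at 48 hpa (0.95 ± 0.12, adjusted p = 1.8e-08), as was DNAJC3 (R035599c0g1_i03) at 48 hpa (0.78 ± 0.06, adjusted p = 2.69e-14), where 3 of the group were higher and 1 lower (0.0214, and 0.0975 with an estimated correlation). Peroxidase-like genes were higher with ALP at 48 hpa in 3 of 6 cases (0.00586, and 0.0975 with an estimated correlation).

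The oral and aboral faces of the cut already differed at 0 hpa. Of 30 secreted metalloproteinases 2 were higher and 9 lower in HR than in FR (3 and 11 adjusted over the list alone; adjusted p = 3.3e-07, 0.0203 with an estimated correlation), the nas-13 match R035386c0g1_i01 by -2.67 ± 0.13 (adjusted p = 4.13e-23) and the nas-8 match R036451c0g2_i03 by -3.31 ± 0.23 (adjusted p = 1.44e-16). Of 7 nerve cell peptides 3 were lower (2.72e-05, and 0.0678 with an estimated correlation), with Pol-RFamide R024608c0g1_i01 at -2.33 ± 0.16 (adjusted p = 1.7e-16), and the gland enzyme chymotrypsin-C (R074105c0g1_i01) was lower (-1.64 ± 0.10, adjusted p = 6.58e-20). The zinc finger 703-B match R036793c0g1_i01 (4.48 ± 0.22, adjusted p = 3.72e-23) and a Notch-regulated ankyrin repeat protein (R034994c0g1_i01; 3.45 ± 0.16, adjusted p = 1.21e-23) were higher in HR. At 48 hpa 6 of the 7 nerve peptides were higher in HR than in FR (6.29e-05, and 0.0857 with an estimated correlation), among them Pol-RFamide R025918c0g1_i01 (9.71 ± 0.75, adjusted p = 2.83e-14). Of 8 apoptosis genes 1 was lower in HR at 3 hpa (4 adjusted over the list alone), Bcl-2 (R034811c0g2_i01; -0.40 ± 0.09, adjusted p = 0.00183), and at 48 hpa 4 were higher and 1 lower with ALP, with caspase-3 (R033879c0g1_i01) up by 1.33 ± 0.23 (adjusted p = 1.34e-05) and BAX (R035552c1g1_i02) at -0.57 ± 0.09 (adjusted p = 3.05e-06). Of 6 BMP ligands and antagonists Gremlin-1 (R035707c0g1_i02) was lower with ALP at 48 hpa (-0.56 ± 0.17, adjusted p = 0.00984).

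The libraries of each comparison were regrouped in every possible way, or in 100 draws where there are more. With 3 libraries against 3 there are 10 splits, too few to exclude chance. The real split and the highest other gave 311 and 0 transcripts for HR against FR at 3 hpa, 1329 and 0 at 12 hpa, 2014 and 0 at 24 hpa and 2177 and 0 at 48 hpa, and at 48 hpa 435 and 0 head-specific genes higher in HR and 11 and 0 foot-specific genes higher in FR. For ALP against DMSO they gave 1691 and 0 at 3 hpa, 824 and 0 at 12 hpa, 2605 and 0 at 24 hpa, and 59 and 0 foot-specific genes higher at 24 hpa. In each of these 1 split, the real one, gave the largest value. As a set, on the scale of -log10 p, the foot genes gave 3.179 and 2.262 at 3 hpa, 0.2118 and 1.473 at 12 hpa (7 of 10 splits as large) and 2.598 and 2.457 at 24 hpa.

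Larger groups allow more splits. At 48 hpa the real split gave the largest value of 35 for ALP against DMSO (1528 transcripts in the real split, 0 in the highest of the other 34, all libraries of batch 1). The same holds for the foot-specific genes higher with ALP (74 and 0). The other splits mix treated and control libraries, which widens the spread within groups and lowers the counts, so this does not exclude chance. For the foot genes as a set 8 of 35 splits were as large (10.56 in the real split, 17.92 in the highest other), where the cause was not tested. In 100 draws, with the same limit, the real grouping gave the largest value for FR at 3 hpa against 0 hpa (840 and 2), HR at 3 hpa (1288 and 37), FR at 48 hpa (1256 and 60), HR at 48 hpa (5278 and 11), the foot-specific genes (440 and 63), the head-specific genes (1172 and 0) and the ALP time course (8312 and 2296). These counts come from models of the compared libraries alone and therefore differ from those at the claims.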
